# miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice

**DOI:** 10.1038/s44319-025-00410-y

**Published:** 2025-03-10

**Authors:** Carlotta Gilardi, Helena C Martins, Brunno Rocha Levone, Alessandra Lo Bianco, Silvia Bicker, Pierre-Luc Germain, Fridolin Gross, Ayse Özge Sungur, Theresa M Kisko, Frederike Stein, Susanne Meinert, Rainer K W Schwarting, Markus Wöhr, Udo Dannlowski, Tilo Kircher, Gerhard Schratt

**Keywords:** Biomarker, Bipolar Disorder, Genetic & Environmental Risk Factors, Mood Disorders, Neuronatin, Molecular Biology of Disease, Neuroscience, RNA Biology

## Abstract

Mood disorders (MDs) are caused by an interplay of genetic and environmental (GxE) risk factors. However, molecular pathways engaged by GxE risk factors are poorly understood. Using small-RNA sequencing in peripheral blood mononuclear cells (PBMCs), we show that the bipolar disorder (BD)-associated microRNA miR-708-5p is upregulated in healthy human subjects with a high genetic or environmental predisposition for MDs. miR-708-5p is further upregulated in the hippocampus of rats which underwent juvenile social isolation, a model of early life stress. Hippocampal overexpression of miR-708-5p in adult male mice is sufficient to elicit MD-associated behavioral endophenotypes. We further show that miR-708-5p directly targets Neuronatin (*Nnat*), an endoplasmic reticulum protein. Restoring *Nnat* expression in the hippocampus of miR-708-5p-overexpressing mice rescues miR-708-5p-dependent behavioral phenotypes. Finally, miR-708-5p is upregulated in PBMCs from patients diagnosed with MD. Peripheral miR-708-5p expression allows to differentiate male BD patients from patients suffering from major depressive disorder (MDD). In summary, we describe a potential functional role for the miR-708-5p/Nnat pathway in MD etiology and identify miR-708-5p as a potential biomarker for the differential diagnosis of MDs.

## Synopsis

miR-708-5p is a stress-regulated microRNA and a potential biomarker for the differential diagnosis of human mood disorders. Elevating miR-708-5p expression in the mouse brain causes mood disorder-associated behavioral phenotypes by repressing the ER calcium regulator neuronatin.

- miR-708-5p is upregulated in peripheral blood mononuclear cells (PBMCs) of healthy individuals with a high genetic or environmental risk to develop mood disorders.
- Overexpression of miR-708-5p in the mouse hippocampus reduces behavioral despair and short-term memory by downregulating neuronatin.

- Peripheral miR-708-5p levels can discriminate male bipolar disorder patients from unipolar depression patients and healthy control subjects.

## Abstract (web summary)

miR-708-5p is a stress-regulated microRNA and a potential biomarker for the differential diagnosis of human mood disorders. Elevating miR-708-5p expression in the mouse brain causes mood disorder-associated behavioral phenotypes by repressing the ER calcium regulator neuronatin.

## Introduction

Mood-disorders (MDs), which include major depressive disorder (MDD) and bipolar disorder (BD), are a group of chronic psychiatric diseases affecting mood and cognition. While MDD is characterized by long, persistent, depressive episodes, BD has a distinct pattern of mood oscillations, from depressive episodes (like in MDD), and (hypo)manic phases. Furthermore, BD is subclassified in BD type I (mania and depression), and BD type II (hypomania and depression). It is known that MDs are highly heritable and share a common genetic signature (McGuffin et al, 2003). In particular, BD is characterized by up to 70% heritability in monozygotic twins (Craddock and Sklar, 2013). However, complex polygenetic mechanisms cannot fully explain the onset of MD, and environmental factors, such as early life stress (ELS; e.g., physical and sexual abuse, emotional neglect), play an important role in the etiology and outcome of MD (Aas et al, 2020; Nemeroff, 2016; Rodriguez et al, 2021). Moreover, MDD has a strong sex-specific component (e.g., higher prevalence of MDD, but not BD in females) (Noble, 2005), whose underlying biological mechanisms are unknown.

Although recapitulating the full spectrum of MD-associated symptoms is challenging, specific endophenotypes can be reliably assessed by employing dedicated behavioral tests in rodents. These include, for example, behavioral despair (forced swim test/FST and tail suspension test/TST), anhedonia (sucrose preference), anxiety (open field test/OFT and elevated plus maze/EPM), cognitive impairments (Y-maze, novel object recognition/NOR) and compulsive/manic-like behavior (marble burying) (Hoffman, 2013). Various chronic stress models have been established to mimic the impact of stress on MD symptomatology. Among them, post-weaning juvenile social isolation in rats represents a robust model to induce MD-associated endophenotypes, e.g., deficits in social communication and cognitive abilities (Seffer et al, 2015; Valluy et al, 2015). On the other hand, haploinsufficiency for the *Cacna1c* cross-disorder psychiatric risk gene is frequently used to study gene *vs* environment (GxE) interactions relevant for MD (Dedic et al, 2018). For example, *Cacna1c*^+/−^ mice show decreased immobility in the TST and FST, higher preference for sucrose as well as decreased anxiety behavior, although the latter was only observed in female mice (Dao et al, 2010). Moreover, in *Cacna1c*^+/−^ rats, a long-term environmental impact on object recognition, spatial memory and reversal learning was observed (Braun et al, 2019).

microRNAs (miRNAs) are a large family of small (~22 nt), noncoding RNAs that act as posttranscriptional regulators by binding to complementary sequences in the 3’-untranslated region (UTR) of target messenger RNAs (mRNAs) (Bartel, 2018). A recent publication from our lab has highlighted the role of miRNAs in the pathogenesis of MDs (Martins and Schratt, 2021). The main pathways affected by miRNA dysregulation in the context of MD animal models include serotonergic neurotransmission (e.g., miR-16, miR-34), glucocorticoid signaling (e.g., miR-17-92 cluster, miR-15), neurotrophins (e.g., miR-182), Wnt signaling (e.g., miR-124), calcium homeostasis (e.g., miR-499-5p) and synaptic plasticity (e.g., miR-134, miR-218). While these candidate studies in rodents provided important insight into biological mechanisms, the translational value for MD therapeutics and diagnostics is mostly limited by the lack of corresponding human data.

In humans, miRNAs have been associated with MD etiology in expression studies of postmortem brain tissue (Moreau et al, 2011) and blood samples from living patients (Dwivedi, 2011). Differential expression of miRNAs in peripheral blood mononuclear cells (PBMCs) has been previously investigated for biomarker discovery in MD. For example, we previously found that miR-499-5p was significantly upregulated in female and male PBMC samples of BD patients (Martins et al, 2022). miR-124-3p was found to be significantly upregulated in PBMCs samples of MDD compared to healthy controls and it was downregulated after 8 weeks of antidepressant treatment (He et al, 2016). However, the overlap between these studies is usually low, and therefore these attempts have so far not yielded reliable miRNA biomarkers in MDs.

We therefore undertook an unbiased, back-translational approach to identify MD-associated miRNAs from a large human cohort of healthy subjects at high genetic and environmental risk to develop MD. One of the identified GxE regulated miRNAs, the BD-associated miR-708-5p (Forstner et al, 2015), was further functionally characterized in rodent models and subsequently tested for its diagnostic potential in MD patient subgroups.

## Results

### miR-708-5p is upregulated in the peripheral blood of human healthy subjects harboring an elevated genetic and environmental risk for MD

We hypothesized that miRNAs whose expression correlates with environmental (ER) and genetic risk (GR) for MD in human subjects might be good candidates for molecules with a functional role in MD pathophysiology. Furthermore, by starting from a human cohort, we hoped to identify miRNA candidates with high translational potential, meaning that they could serve as targets for miRNA therapeutics and/or diagnostics in MD.

To identify candidate miRNAs in an unbiased manner, we performed small-RNA sequencing with total RNA obtained from peripheral blood mononuclear cells (PBMCs) of healthy subjects (*n* = 52) from the FOR2107 cohort (Kircher et al, 2019) characterized by a high genetic (GR group; at least one first degree relative diagnosed with a mood disorder; *n* = 14) or environmental (ER group; childhood trauma based on childhood trauma questionnaire (CTQ) score; *n* = 16) predisposition to develop MDs (Fig. 1A; Appendix Table S1). We chose PBMCs for this analysis since they represent a very reliable source of miRNAs, and the correlation between brain expression and PBMCs is often higher as between brain and plasma or serum (Kos et al, 2022). Only samples obtained from female subjects were considered, since we were unable to form homogeneous GR and ER groups for males due to an overall lower representation of male samples in the cohort. We then focused on miRNAs that were differentially expressed in both ER and GR compared to healthy control subjects (CTL group; no known genetic or environmental risk factors; *n* = 18). We found that a total of six miRNAs (miR-412-5p, miR-100-5p, miR-501-3p, miR-642a-5p, miR-4999-5p, miR-708-5p) fulfilled this criterium (Fig. 1B–E). Among them, miR-501-3p was previously found to be downregulated in SCZ (Liang et al, 2022), whereas miR-100-5p was associated with specific Huntington disease states (Diez-Planelles et al, 2016). However, miR-708-5p was of specific interest, since its expression was previously shown to be induced by various forms of cellular stress (Behrman et al, 2011; Lin et al, 2015; McIlwraith et al, 2022; Rodriguez-Comas et al, 2017; Yang et al, 2015) and it had been associated with BD (Forstner et al, 2015). We therefore decided to focus on miR-708-5p for our further studies. By assessing our samples by qPCR, we confirmed that miR-708-5p is significantly upregulated in GR and ER groups in comparison to CTL (Fig. 1F), and that other unrelated miRNAs—miR-16-5p, miR-30a-5p, and miR-1248-5p—did not change in the ER group compared to controls (Fig. EV1A–C). Thus, we focused our further studies on the characterization of miR-708-5p functional roles in MDs.

**Figure 1:**
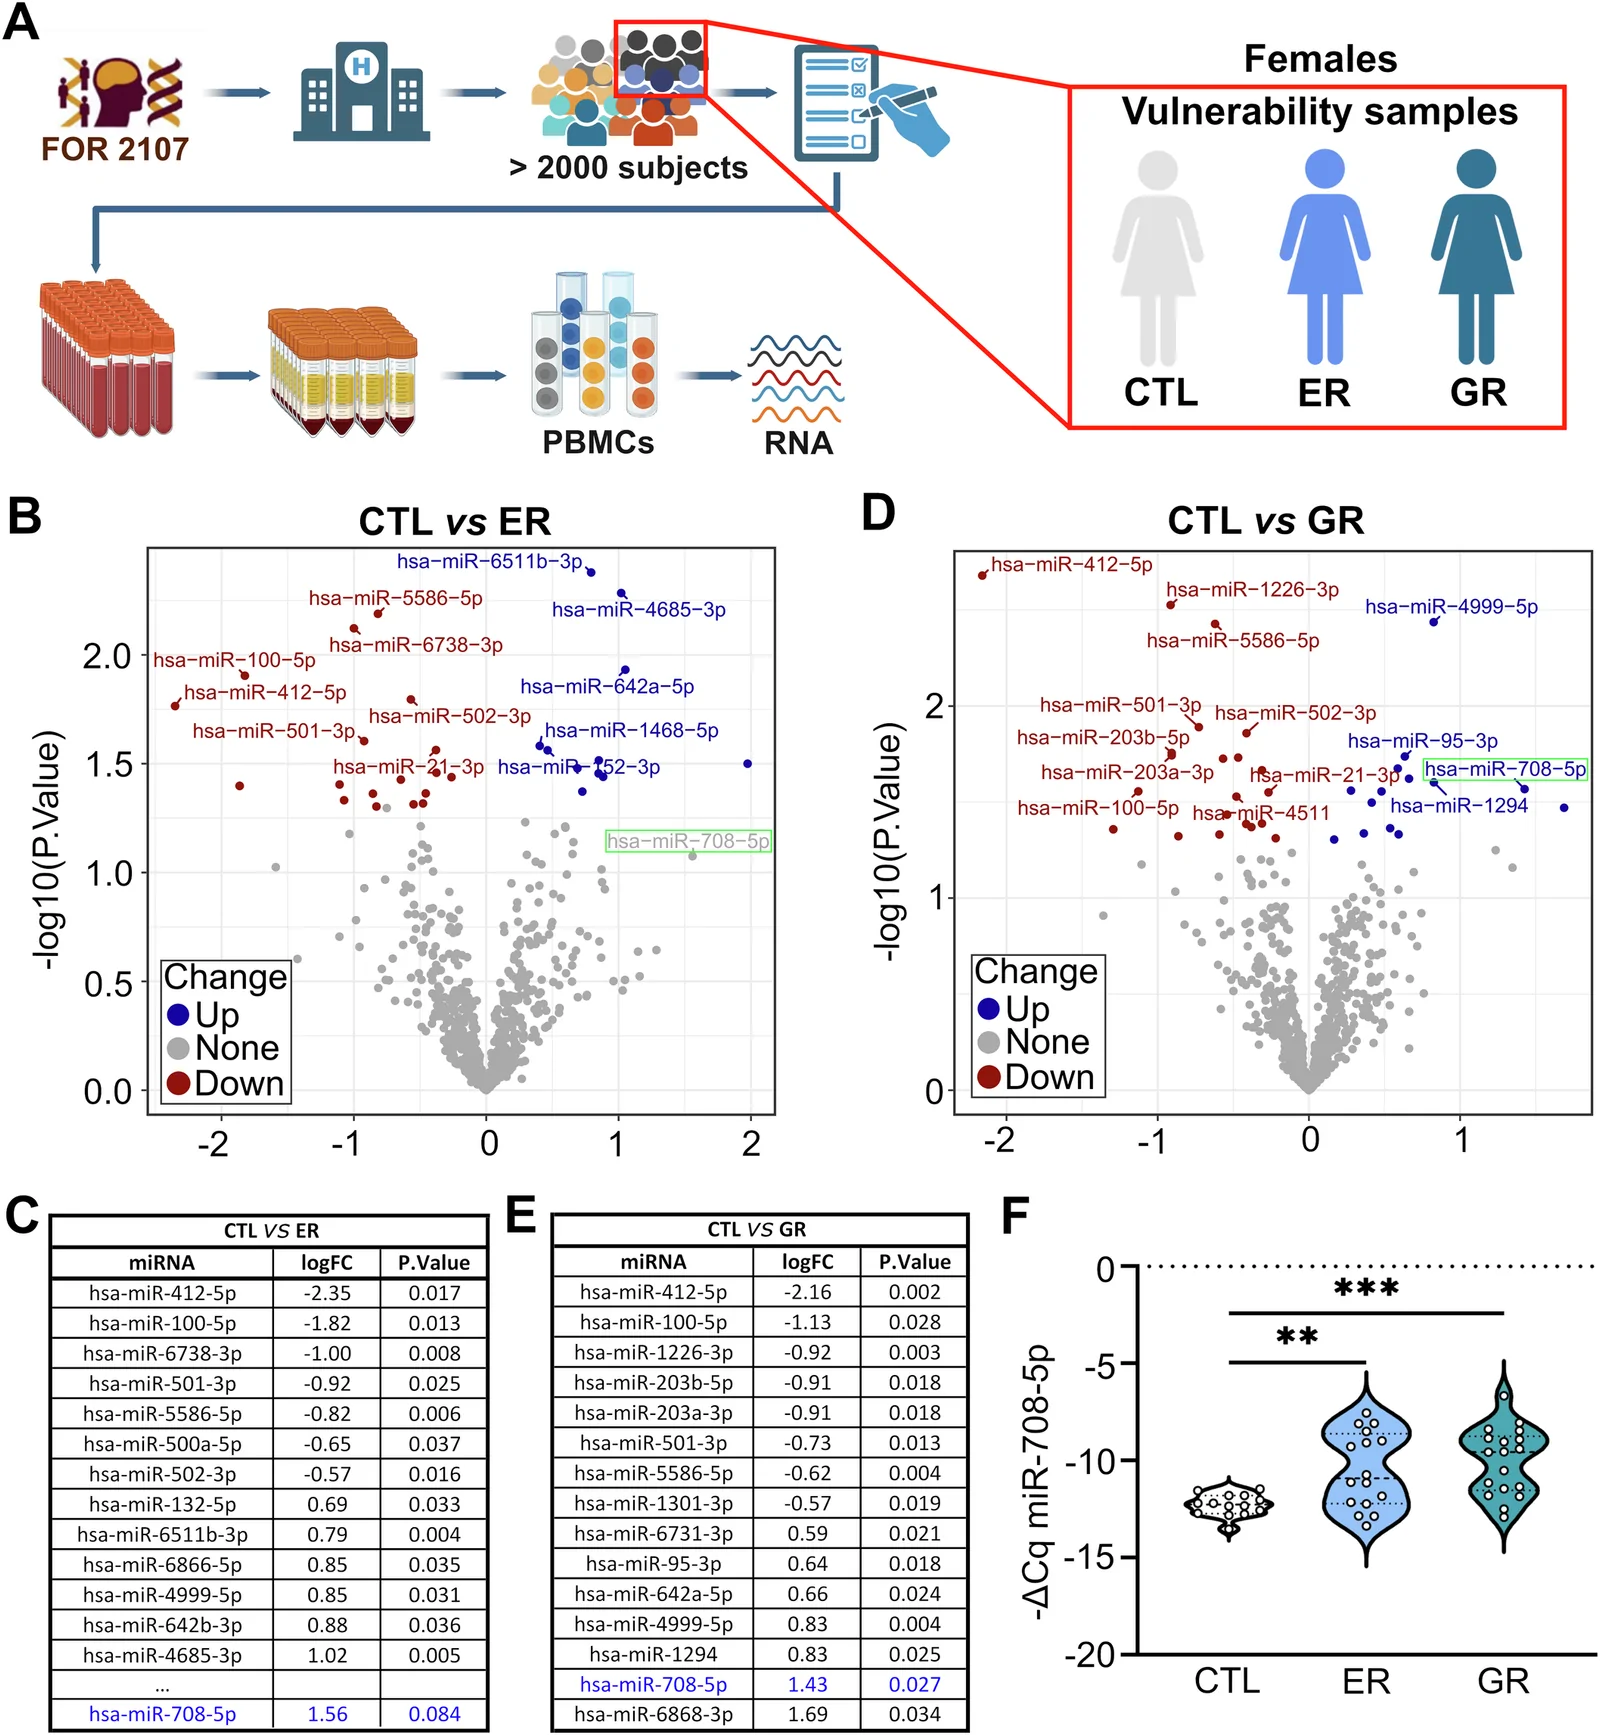
miR-708-5p is upregulated in the peripheral blood of human subjects at risk for MDs. (**A**) Schematic representation of the workflow to obtain PBMCs samples from the FOR2107 cohort (see also Methods and Protocols section). Subjects underwent psychiatric and cognitive evaluation. After the data was collected, blood was withdrawn and PBMCs prepared followed by RNA extraction and downstream gene expression analysis. Samples were collected from psychiatrically healthy female subjects (CTL), or psychiatrically healthy female subjects with genetic predisposition for mood disorder (genetic risk – GR) or that suffered from childhood maltreatment (environmental risk – ER) (Vulnerability samples). (**B**) Volcano plot depicting differentially expressed miRNAs based on small-RNA sequencing from RNA isolated from PBMCs of CTL (*n* = 18) *vs* ER (*n* = 18) subjects. Up- (blue) and downregulated (red) miRNAs are labeled. Statistics: differential expression analysis (limma/voom with correction for two technical batches). (**C**) Table showing the top 15 differentially expressed miRNAs from CTL *vs* ER subjects, ordered from smallest to largest *p*-value. miRNA-708-5p is highlighted in blue. Statistics: differential expression analysis (limma/voom with correction for two technical batches). (**D**) Volcano plot depicting differentially expressed miRNAs based on small-RNA sequencing from RNA isolated from PBMCs of CTL (*n* = 18) *vs* GR (*n* = 14) subjects. Up- (blue) and downregulated (red) miRNAs are labeled. Statistics: differential expression analysis (limma/voom with correction for two technical batches). (**E**) Table showing the top 15 differentially expressed miRNAs from CTL *vs* GR subjects, ordered from smallest to largest *p*-value. miRNA-708-5p is highlighted in blue. Statistics: differential expression analysis (limma/voom with correction for two technical batches). (**F**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of CTL (*n* = 18), ER (*n* = 16), and GR (*n* = 18) subjects. One-way ANOVA with Holm-Sidak’s multiple comparisons test, CTL *vs* ER, **P = 0.0064; CTL *vs* GR, ***P = 0.0006; ER *vs* GR, ns. Data are presented as violin plots with median, quartiles and data points. See also: Fig. EV1. Source data are available online for this figure.

**Figure EV1:**
Unrelated miRNAs tested by qPCR as negative controls for the CTL *vs* ER small-RNA sequencing. (**A**) miR-16-5p qPCR analysis of total RNA isolated from PBMCs of CTL (*n* = 15) and ER (*n* = 13) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. (**B**) miR-30a-5p qPCR analysis of total RNA isolated from PBMCs of CTL (*n* = 15) and ER (*n* = 16) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. (**C**) miR-1248-5p qPCR analysis of total RNA isolated from PBMCs of CTL (*n* = 16) and ER (*n* = 17) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. Source data are available online for this figure.

### miR-708-5p is expressed in rat hippocampal neurons and upregulated in the hippocampus of rat models of environmental or genetic risk for MDs

To characterize miR-708-5p roles on MD, we used rodents, as they have been extensively used to model psychiatric conditions. As a first step, we investigated whether miR-708-5p was expressed in different regions of the rat brain (Fig. 2A). We observed robust expression in regions classically implicated in MDs and cognitive function, such as the amygdala, frontal cortex, and hippocampus (Fig. 2A). Next, we assessed miR-708-5p expression in rat hippocampal primary neurons. Single-molecule fluorescence in situ hybridization (sm-FISH) showed that miR-708-5p is expressed in both CamK2a+ excitatory and GAD2+ inhibitory neurons in rat primary hippocampal neurons, illustrating its widespread neuronal distribution (Fig. 2B). miR-708-5p expression in rat hippocampal cultures decreased over time during in vitro development, indicating a role for miR-708-5p at early stages of neuronal development (Fig. 2C). Motivated by the findings of miR-708-5p elevation in peripheral blood of humans at risk to develop MDs (Fig. 1B–F), we hypothesized that miR-708-5p would be similarly dysregulated in rat genetic and environmental models of MDs. As a genetic model, we chose rats heterozygous for *Cacna1c* (*Cacna1c*^*+/−*^*)*, a repeatedly validated cross-disorder psychiatric risk gene (Bhat et al, 2012; Dao et al, 2010; Dedic et al, 2018; Harrison et al, 2022). Environmental risk was modeled by juvenile social isolation, a widely recognized model for early life trauma, e.g., childhood maltreatment (Braun et al, 2019; Seffer et al, 2015) (Fig. 2D). We focused on male rats since we previously observed that juvenile social isolation had pronounced effects on memory and social behavior in this sex (Braun et al, 2019; Seffer et al, 2015). miR-708-5p was significantly upregulated by social isolation in the hippocampus of juvenile wild-type male rats compared to their group-housed counterparts (Fig. 2E), indicating parallels between the early life stress-related modulation of miR-708-5p expression in human peripheral blood and rat brain. Furthermore, *Cacna1c* heterozygosity led to an upregulation of miR-708-5p in the rat hippocampus, suggesting that, in analogy to our human PBMC data (Fig. 1D–F), a genetic predisposition for MDs is sufficient to induce miR-708-5p expression in the rat brain (Fig. 2E). Surprisingly, juvenile social isolation did not significantly increase miR-708-5p levels in *Cacna1c*^*+/−*^ rats compared to group-housed controls (*p* = 0.11), suggesting that Cacna1c heterozygosity attenuates the response to early life stress. Furthermore, the expression of an unrelated miRNA—miR129-5p (Fig. 2F)—remained unchanged across the groups. Our analysis across various experimental paradigms revealed that miR-708-5p expression is linked to both environmental stressors and genetic factors associated with MDs in both humans and rodents. Therefore, manipulation of miR-708-5p in the rodent brain represents a viable strategy to study the involvement of miR-708-5p in the development of mood disorder-associated endophenotypes as well as the underlying molecular mechanisms.

**Figure 2:**
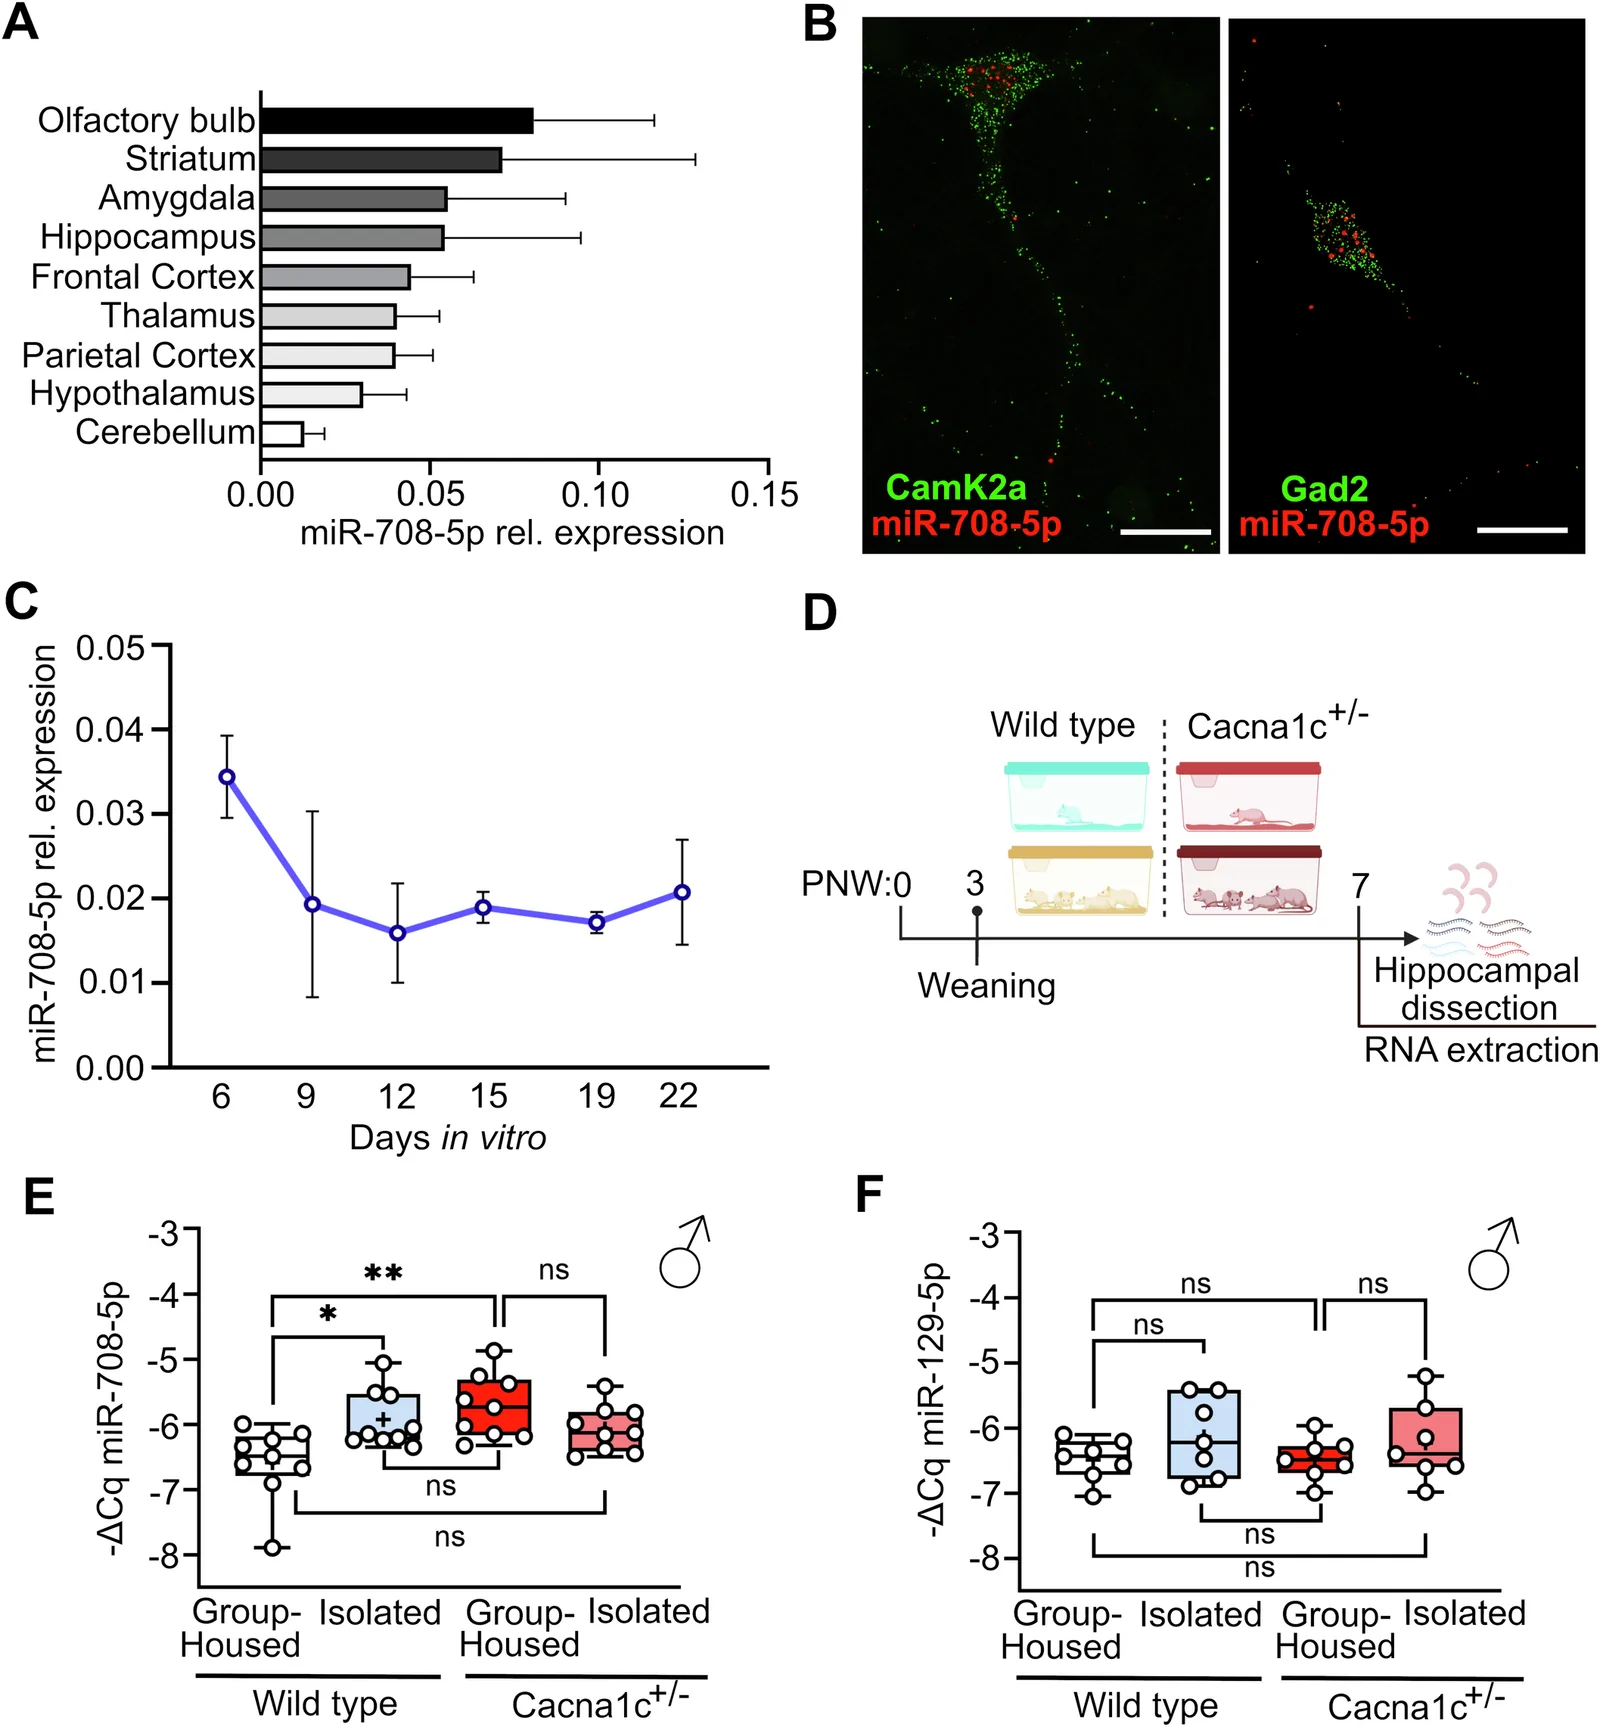
miR-708-5p is expressed in rat hippocampal neurons and upregulated in the hippocampus of rat models of environmental or genetic risk for MDs. (**A**) miR-708-5p qPCR analysis using total RNA isolated from different regions of the adult female rat brain. Data are represented as bar graphs, mean ± SD (*n* = 3 animals). (**B**) Single-molecule fluorescence in situ hybridization performed in rat hippocampal neurons at 7 days in vitro using probes directed against miR-708-5p (in red). Probes against CamK2a (to identify excitatory neurons) or Gad2 (to identify inhibitory neurons) were also used (in green). Scale bar: 20 µm. (**C**) Relative expression of miR-708-5p in primary rat hippocampal neurons at different days in vitro (*n* = 3 biological replicates) normalized to U6 snRNA. Data are represented as mean ± SD. (**D**) Schematic of the experiment: wild type and *Cacna1c*^+/−^ juvenile rats were either kept group-housed or socially social isolated upon weaning (3 postnatal weeks, PNW) and then euthanized for tissue collection at PNW 7. (**E**) miR-708-5p qPCR analysis of total RNA isolated from hippocampi of Wild type (WT) or *Cacna1c*^*+/−*^ male juvenile rats that were either group-housed or socially isolated for four weeks (*n* = 9 each group). Linear mixed model, -DeltaCq ~ Genotype * Housing + (1| Cohort), followed by post hoc pairwise comparison with emmeans package (pairwise ~ Genotype * Housing); WT group-housed *vs* WT Isolated: *p = 0.0265; WT group-housed *vs Cacna1c*^+/−^: **p = 0.0026; ns: non-significant. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**F**) miR-129-5p expression was assessed as a control (*n* = 7 each group). Same statistics as (**E**); WT group-housed *vs* WT Isolated: ns; WT group-housed *vs Cacna1c*^+/−^: ns. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Source data are available online for this figure.

### miR-708-5p overexpression in the mouse hippocampus is sufficient to induce MD-associated endophenotypes

We next investigated whether stress-induced upregulation of miR-708-5p in the rodent hippocampus is causally involved in the development of MD-associated behavioral endophenotypes. Towards this end, miR-708-5p was ectopically overexpressed in the mouse hippocampus using stereotactic injection of a recombinant rAAV expressing a miR-708-5p hairpin (hp) under the control of the human synapsin (hSYN) promoter (Fig. EV2A). The hippocampus was chosen for functional manipulation since it represents a key brain structure for cognitive and emotional processing, and our previous data indicates strong effects of juvenile social isolation on hippocampal miRNA expression (Martins et al, 2022; Valluy et al, 2015) (Fig. 2E). To ensure the functionality of the overexpressing construct, we performed luciferase assays upon transfection of miR-708-5p overexpressing plasmid (hp708) together with a luciferase sensor harboring two perfect binding sites for miR-708-5p. Thereby, we detected a significant decrease in luciferase activity upon miR-708-5p overexpression compared to the control (hpCTL) (Fig. EV2B), demonstrating efficient repression of the reporter gene by the overexpressed miR-708-5p. We went on to perform stereotactic surgeries on seven to eight-week-old mice, which then underwent a four-week recovery period before behavioral assessments were conducted (Fig. 3A). Our approach led to a widespread infection of both the dorsal and ventral hippocampus (Fig. 3B). We first assessed cognitive function since cognitive impairments are frequently observed in MD patients. Both male and female mice overexpressing miR-708-5p in the hippocampus displayed an impairment in short-term memory in the Novel Object Recognition (NOR) test, failing to discriminate between familiar and novel objects after a brief 5-min interval (Fig. 3C–E; Appendix Fig. S1A–D). All animals spent a comparable amount of time exploring the objects (Appendix Fig. S1B,D), ruling out possible artifacts. As the results in male mice were more promising than in females, we also tested long-term memory in a separate cohort of mice and showed that miR-708-5p overexpression led to a significant impairment in long-term memory (24-h delay) (Fig. EV2C–F). We then tested behavioral despair with the Tail Suspension Test (TST). Male mice overexpressing miR-708-5p in the hippocampus exhibited a significant decrease in immobility during the TST (Fig. 3F), indicative of reduced behavioral despair, an effect that was not observed in female mice (Fig. 3G). Furthermore, we observed a strong, although non-significant, trend for elevated anxiety-related compulsive behavior, assessed by the Marble Burying Test (MBT), in miR-708-5p overexpressing male mice (Fig. EV2G). Interestingly, neither male nor female mice with miR-708-5p overexpression showed significant differences in saccharin preference compared to control groups, suggesting no alteration in anhedonia-like behavior (Appendix Fig. S1E,F). We then used the elevated plus maze (EPM) to assess innate anxiety-like behavior, but no significant changes were found in the time spent in the open or closed arms, neither in males nor in female mice (Appendix Fig.  S1G–J). Additionally, miR-708-5p overexpression did not affect passive avoidance in male mice (Appendix Fig. S2A). Locomotor activity assessed with the Open Field Test (OFT), remained unchanged, ruling out changes in locomotion as a confounding factor in our behavioral tests (Appendix Fig. S2B,C). At the end of the behavioral cohorts, hippocampal tissue analysis confirmed a robust miR-708-5p overexpression, when compared to control AAV-infected mice (Fig. 3H; Appendix Fig. S2D,E). Together, our results provide strong evidence that hippocampal overexpression of miR-708-5p leads to distinct MD-associated behaviors, including impaired recognition memory, reduced behavioral despair and elevated compulsive behavior. This behavioral “signature” is consistent with an “anti-depressant” function of miR-708-5p, for instance during the manic-like state of BD.

**Figure 3:**
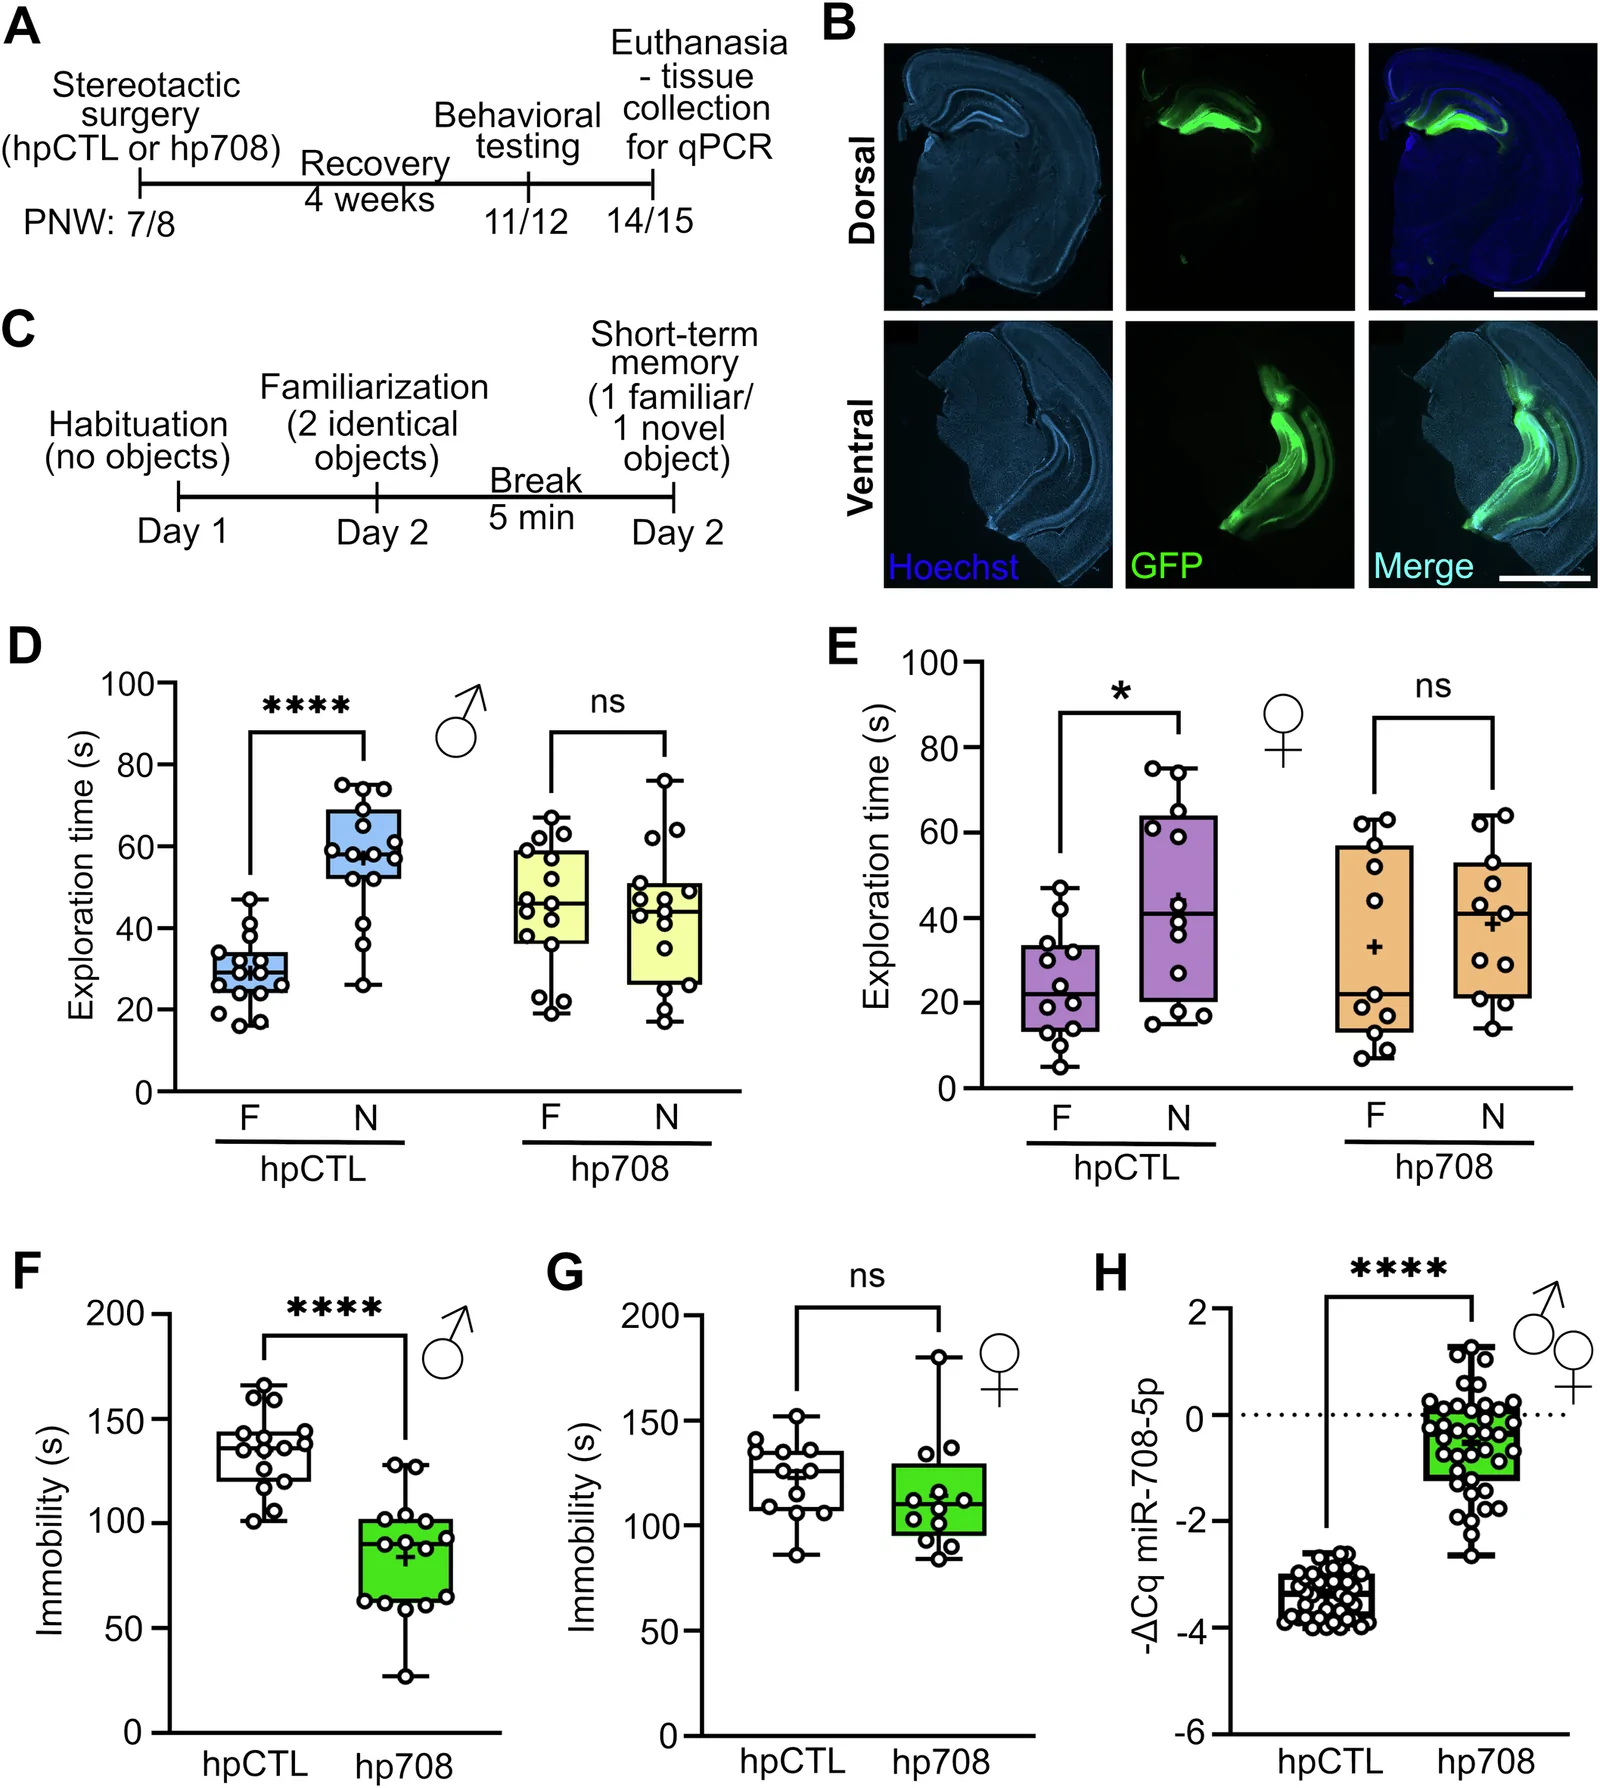
miR-708-5p overexpression in the mouse hippocampus elicits MD-associated behavioral endophenotypes. (**A**) Schematic timeline of the acute rAAV stereotactic injection of control (hpCTL) or miR-708 overexpression (hp708) virus into the dorsal and ventral hippocampus of mice at PNW 7/8, followed by behavioral testing at PNW 11/12. (**B**) Coronal brain section of mouse brains displaying intense GFP expression upon infection with hp708 virus in the dorsal (up) and ventral (down) hippocampus. Scale bar: 2000 µm. (**C**) Schematic representation of the Novel Object Recognition (NOR) test. Mice are habituated to the experimental box one day before the experiment. On the familiarization session, mice are exposed to two identical objects for 5 min. After a 5-min break (in which mice are returned to their cage), a short-term memory session takes place, in which mice are exposed to two objects: one object from the previous session, and one new object. Mice are then allowed to explore for 5 min. (**D**) Time (s) male mice injected with the indicated rAAV (hpCTL or hp708, *n* = 15 each) explored either the familiar (F) or the novel (N) object in the short-term memory session. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Novelty × Group, ****p < 0.0001; Novelty, ****p < 0.0001; Group, ns, *p* = 0.8207. Šídák’s post hoc test, F *vs* N: hpCTL, ****p < 0.0001; hp708, ns, *p* = 0.6975. (**E**) Time (s) female mice injected with the indicated rAAV (hpCTL *n* = 12, or hp708, *n* = 11) explored either the familiar (F) or novel (N) object in the short-term memory session. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Novelty × Group, *p < 0.0130; Novelty, ***p = 0.0001; Group, ns, *p* = 0.8143. Šídák’s post hoc test, F *vs* N: hpCTL, ****p < 0.0001; hp708, ns, *p* = 0.3127. (**F**) Time (s) male mice injected with the indicated rAAV (hpCTL or hp708, *n* = 15 each) spent immobile in the Tail Suspension Test. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ****p < 0.0001. (**G**) Time (s) female mice injected with the indicated rAAV (hpCTL *n* = 12, or hp708, *n* = 11) spent immobile in the Tail Suspension Test. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ns. (**H**) miR-708-5p qPCR analysis of total RNA isolated from hippocampus of all mice (males and females pooled) that underwent behavioral testing upon miR-708-5p overexpression. hpCTL *n* = 39, hp708 *n* = 39. Unpaired t-test, ****p < 0.00001. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). See also: Fig. EV2, Appendix Figs. S1 and S2. Source data are available online for this figure.

**Figure EV2:**
Total time exploring objects (novel plus familiar) and discrimination index for the novel object test. Related to Fig. 3. (**A**) Schematic representation of the miR-708-5p overexpressing hairpin (hp708), placed in the 3’-UTR of EGFP. (**B**) Relative luciferase activity of rat hippocampal neurons transfected with the indicated plasmid (hpCTL or hp708) and a luciferase reporter expressing 2x Perfect Binding sites (PBS) for miR-708-5p. Data are represented as scattered dot plots with bar, mean ± SD (*n* = 3 biological replicates). Ratio paired t test, two-tailed, **p = 0.0057. (**C**) Schematic representation of the Novel Object Recognition (NOR) test for long-term memory. The break between the familiarization and the long-term memory sessions is of 24 h. (**D**) Time (s) male mice injected with the indicated rAAV (hpCTL *n* = 10, hp708, *n* = 12) explored either the familiar (F) or novel (N) object. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Novelty × Group, ***p = 0.0004; Novelty, ****p < 0.0001; Group, ns, *p* = 0.8830. Šídák’s post hoc test, F *vs* N: hpCTL, ****p < 0.0001; hp708, ns, *p* = 0.6735. (**E**) Discrimination index calculated as time spent exploring novel object/time spent exploring novel and familiar objects for male mice injected with the indicated rAAV (hpCTL *n* = 12, hp708, *n* = 11) in the Novel Object Recognition long-term session. Data are represented as scattered dot plots with bar, mean $$\pm \,$$SD. (**F**) Time (s) male mice injected with the indicated rAAV (hpCTL *n* = 12, hp708, *n* = 11) explored the familiar (F) and novel (N) object in the Novel Object Recognition long-term session. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ns, *p* = 0.8869. (**G**) Number of marbles male mice injected with the indicated rAAV (hpCTL *n* = 11, hp708, *n* = 12) buried in 30 min. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, *p* = 0.0524. Source data are available online for this figure.

### miR-708-5p directly targets Neuronatin (Nnat), an ER-resident protein involved in calcium homeostasis

As a next step, we explored the mechanisms underlying miR-708-5p-dependent regulation of MD-associated behavior. miRNAs regulate gene expression through binding to mRNAs, predominantly leading to their degradation or inhibition of translation (Bartel, 2018). Therefore, we reasoned that the analysis of the hippocampal transcriptome of miR-708-5p overexpressing mice could inform us about potential miR-708-5p downstream targets mediating behavioral effects. 

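The hippocampal transcriptome was measured by polyA-RNA sequencing in 8 male mice, 4 injected with the rAAV hpCTL and 4 with hp708. Both are adeno-associated viruses, hp708 carrying a hairpin that overexpresses miR-708-5p and hpCTL a control hairpin. Surgery took place at postnatal week 7 to 8, and whole hippocampi were dissected 4 weeks later, while the sample labels give the age of the tissue as 12 to 13 weeks. The authors mapped the reads to GRCm39 with STAR, counted them per gene with featureCounts, and deposited these raw counts without normalization. The strand and multi-mapping settings of the counting are not stated in the methods, so genes whose exons overlap on opposite strands can share reads. The total count per mouse was 28462428, 22675582, 24355825 and 26467245 in hpCTL replicates 1 to 4, with a median of 25411535. In hp708 replicates 1 to 4 it was 27482234, 22606824, 23828142 and 24513846, with a median of 24170994. Genes were kept by edgeR's filterByExpr, which left 17252 genes, and library sizes were normalized by the TMM method. Group differences were tested with edgeR's quasi-likelihood test, named in the legend of Fig. 4A, with 3 surrogate variables for unknown sources of variation. The methods name edgeR's likelihood ratio test in place of it. Only one of the sequenced mice has conflicting labels. Animal 1602, the library labelled hp708 replicate 1, is listed as hpCTL in the source data of Fig. 4B. It was kept in the hp708 group, because the group size of 4 in the legend of Fig. 4A holds only that way. The group sizes in the legend of Fig. 4B, 13 hpCTL and 15 hp708, hold only with it as hpCTL. The precursor gene of the microRNA, Mir708, had 0 counts in each library, so overexpression could not be checked in these polyA libraries. Xist stayed between 0 and 0.131 CPM (counts scaled to the library size) in all 8 libraries, as in male tissue.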

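With the thresholds of the study, an unadjusted p-value below 0.01 and a Benjamini-Hochberg false discovery rate (FDR) below 0.001, edgeR's quasi-likelihood test with 3 surrogate variables called 0 of the 17252 tested genes between the hippocampus of hp708 and hpCTL mice. At an FDR below 0.05 it called 1 gene, and 1328 genes (7.7%) had an unadjusted p-value below 0.05, of which 487 were higher and 841 lower in hp708. Other splits of the 8 libraries into 4 and 4 gave from 278 to 3118 such genes. The share of 7.7% alone is therefore no sign of a group difference. The gene called was Igkj1 (ENSMUSG00000076604), a joining segment of the immunoglobulin kappa locus on chromosome 6 of GRCm39 from 70699546 to 70699583, which was singled out after its values were seen. Its log2 fold change was -0.90 (standard error 0.06, FDR 0.016 from edgeR's quasi-likelihood test), and its CPM was 42.2, 103, 117 and 123 in hpCTL and 41.5, 104, 42.9 and 73.6 in hp708. Without surrogate variables its FDR was 0.999, and over the 19 alternatives it lay between 7.79e-26 and 1. The 2 groups did not overlap in CPM for 261 genes (1.51%), against 2.86% that chance gives for 4 mice against 4. The count of called genes changed with the test, the surrogate variables and the libraries. The likelihood ratio test with 3 surrogate variables called 32 genes at the threshold of the study, 4 higher and 28 lower in hp708, and 127 genes at an FDR below 0.05, while without surrogate variables it called 0 and 2. With 3 surrogate variables it called 83 and 283 genes when animal 1602 was counted as hpCTL, and 145 and 445 without that animal, in 2 settings chosen after seeing the data. A simulated set of counts of 17040 genes had no true difference and no hidden factor. There the likelihood ratio test with 3 surrogate variables called 10 genes at the threshold of the study and 24 at an FDR below 0.05. The quasi-likelihood test called 0 at both. In a simulation with 200 changed genes and a hidden factor, 33 of 140 calls of the likelihood ratio test at that threshold were false. At an FDR below 0.05, 346 of its 485 calls were false. For the quasi-likelihood test with 3 surrogate variables these were 0 of 62 and 65 of 181, and without surrogate variables 0 of 54 and 5 of 103. Each simulation was a single draw, so these rates need not hold for the real libraries. Leaving out the library labelled hp708 replicate 1 raised the quasi-likelihood count at an FDR below 0.05 to 56 genes with 3 surrogate variables. Without surrogate variables that count was 0.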

PolyA-RNA-sequencing revealed 118 differentially expressed genes (DEG) (*p*-value < 0.01; FDR < 0.001) between the hippocampus of hp708 and hpCTL infected mice (Fig. 4A). Sixteen DEGs were significantly downregulated and contained predicted miR-708-5p binding sites (Fig. EV3A), making them strong candidates for direct targets of miR-708-5p. 

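Of the 16 gene symbols that Fig. EV3A lists, 15 were matched to the count table, and Grb8 was not. In the quasi-likelihood fit 14 of these 15 genes were lower in hp708, with a median log2 fold change of -0.21 and a range from -0.92 for Grb7 to 0.05 for Ace. None of them passed an FDR of 0.05 over all tested genes, where the lowest FDR was 0.382, and 6 had an unadjusted p-value below 0.05. When adjusted over the list alone, 2 genes passed an FDR of 0.05, which is not independent evidence because the study chose the list on these samples. None of the 15 had hp708 values that lay entirely outside the hpCTL values. For each of the 15 genes the library labelled hp708 replicate 1 had a higher CPM than the other 3 hp708 libraries. Without that library, 6 of the genes passed an FDR of 0.05 over all tested genes with 3 surrogate variables, and 0 without surrogate variables. A canonical miR-708-5p seed site, an 8mer, 7mer-m8 or 7mer-A1, was found in the longest annotated 3'UTR of 13 of the genes, and none was found for Ace and Wdr6. TargetScan, with which the paper predicted the binding sites, was not run here. From the lower expression and the predicted sites, the paper reasons that these genes are strong candidates for direct targets of miR-708-5p.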

*Nnat* was of particular interest, since it has been previously identified as a direct target of miR-708-5p (Vatsa et al, 2019; Yang et al, 2015) and its 3’UTR contains a miR-708-5p perfect binding site (Fig. EV3B). 

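Nnat (ENSMUSG00000067786) lies on the plus strand of chromosome 2 of GRCm39 from 157401879 to 157404573. The site for miR-708-5p, CCCAGCTAGATTGTAAGCTCCT, spans 157404325 to 157404346 in the 3'UTR of the last exon and starts 634 bases after the stop codon in 5 of the 11 protein-coding transcripts that contain it. It pairs with 22 consecutive positions of the microRNA AAGGAGCUUACAAUCUAGCUGGG, up to its last position, 23, and its seed match AGCTCCT lies at 157404340 to 157404346. Among 4709 such seed matches in the 3'UTRs of 3732 genes it was the most complementary, with 21 paired positions at the next best and a median of 11. The surrounding sequence from 157404265 to 157404406 reads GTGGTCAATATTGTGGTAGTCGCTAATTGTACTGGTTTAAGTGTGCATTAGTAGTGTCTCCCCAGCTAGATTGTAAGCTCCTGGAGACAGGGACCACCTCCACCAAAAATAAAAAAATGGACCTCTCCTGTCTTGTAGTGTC. In hpCTL mice Nnat had 302 ± 40.1 CPM (SD, n = 4), and in hp708 mice 239 ± 69.6 CPM (SD, n = 4). Its log2 fold change was -0.21 (standard error 0.12, FDR 0.735 from edgeR's quasi-likelihood test). The difference of the group means of log2 CPM, -0.38, was within the spread between mice (exact permutation test, two-sided, p = 0.171, where 0.0286 is the smallest p that 4 mice against 4 allow). Among the hp708 libraries, replicates 2 and 4 had 210 and 156 CPM, below all hpCTL libraries, while replicate 3 had 280 CPM and the library labelled replicate 1 had 310 CPM. Without that last library the log2 fold change was -0.58 (FDR 0.0461 from the same test with 3 surrogate variables). With that library left out and no surrogate variables it was -0.49 (FDR 0.999 from the same test). Over the 19 alternatives to the fit of all libraries, the FDR lay between 2.83e-06 and 1. Without hp708 replicate 4 the log2 fold change was -0.06. Exons of Blcap on the opposite strand share 49 bases (2.36%) with those of Nnat.

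**Figure D1:**
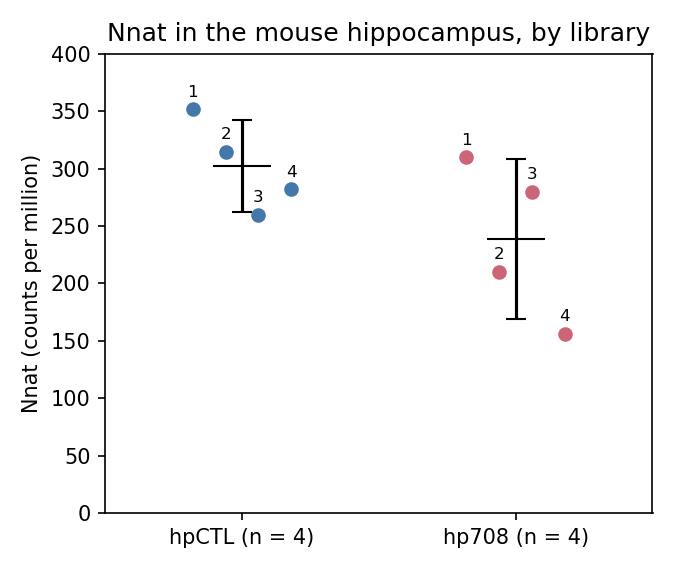
Nnat in CPM (y axis) in the 4 hpCTL and 4 hp708 libraries, each point a library with its replicate number, with the group mean and SD as bars. The hpCTL libraries lie between 260 and 352 CPM and the hp708 libraries between 156 and 310 CPM.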

The *Nnat* gene encodes for a small ER-resident protein which acts as an endogenous inhibitor of the SERCA calcium pump, thereby controlling intracellular calcium homeostasis which is disturbed especially in BD (Harrison et al, 2021). Moreover, within the mouse brain, *Nnat* is primarily expressed in glutamatergic CA1 and CA3 neurons based on published single-cell RNA-seq data (Fig. EV3A) (Yao et al, 2021), consistent with a functional interaction of miR-708-5p and *Nnat* in neurons. To further validate our RNA-seq data, we measured the levels of *Nnat* mRNA in the hippocampus of mice upon miR-708-5p overexpression and detected a significant decrease compared to control-infected mice (Fig. 4B). So far, our expression analysis on hippocampal tissue did not allow us to distinguish between effects occurring in neuronal and non-neuronal cells. Therefore, we further extended our analysis to rat primary hippocampal neuron cultures. Like in the in vivo experiments, infection of rat neurons with hp708 resulted in a robust upregulation of miR-708-5p levels (Fig. 4C) and led to significant reductions in *Nnat* mRNA (Fig. 4D), and protein levels (Figs. 4E,F and EV3C), demonstrating that miR-708-5p represses endogenous *Nnat* expression in neurons. To prove that the downregulation of *Nnat* is due to a direct interaction of the miR-708-5p and *Nnat* mRNA via the predicted miR-708-5p binding site, we performed luciferase reporter gene assay in primary rat hippocampal neurons. Luciferase reporter genes were either fused to the wild-type 3’UTR of Nnat (Nnat wt) or to a 3’UTR of Nnat containing several point mutations expected to prevent miR-708-5p binding (*Nnat* mt). Whereas *Nnat* wt was efficiently downregulated by co-transfection of hp708-p, *Nnat* mt was insensitive to miR-708-5p overexpression (Fig. 4G, left). The results obtained from these assays therefore confirm that miR-708-5p directly suppresses *Nnat* expression through a 3’UTR interaction. In a complementary approach, we employed a target-directed miRNA degradation (TDMD) construct (sp708) to reduce endogenous miR-708-5p levels (Fig. EV3D,E). Here, we detected a significant increase in luciferase activity upon transfection with sp708 compared to control for *Nnat* wt, but not *Nnat* mt expressing neurons (Fig. 4G, right). In summary, our results from RNA-seq, qPCR and luciferase assays established *Nnat* as a direct target of miR-708-5p in rodent hippocampal neurons.

**Figure 4:**
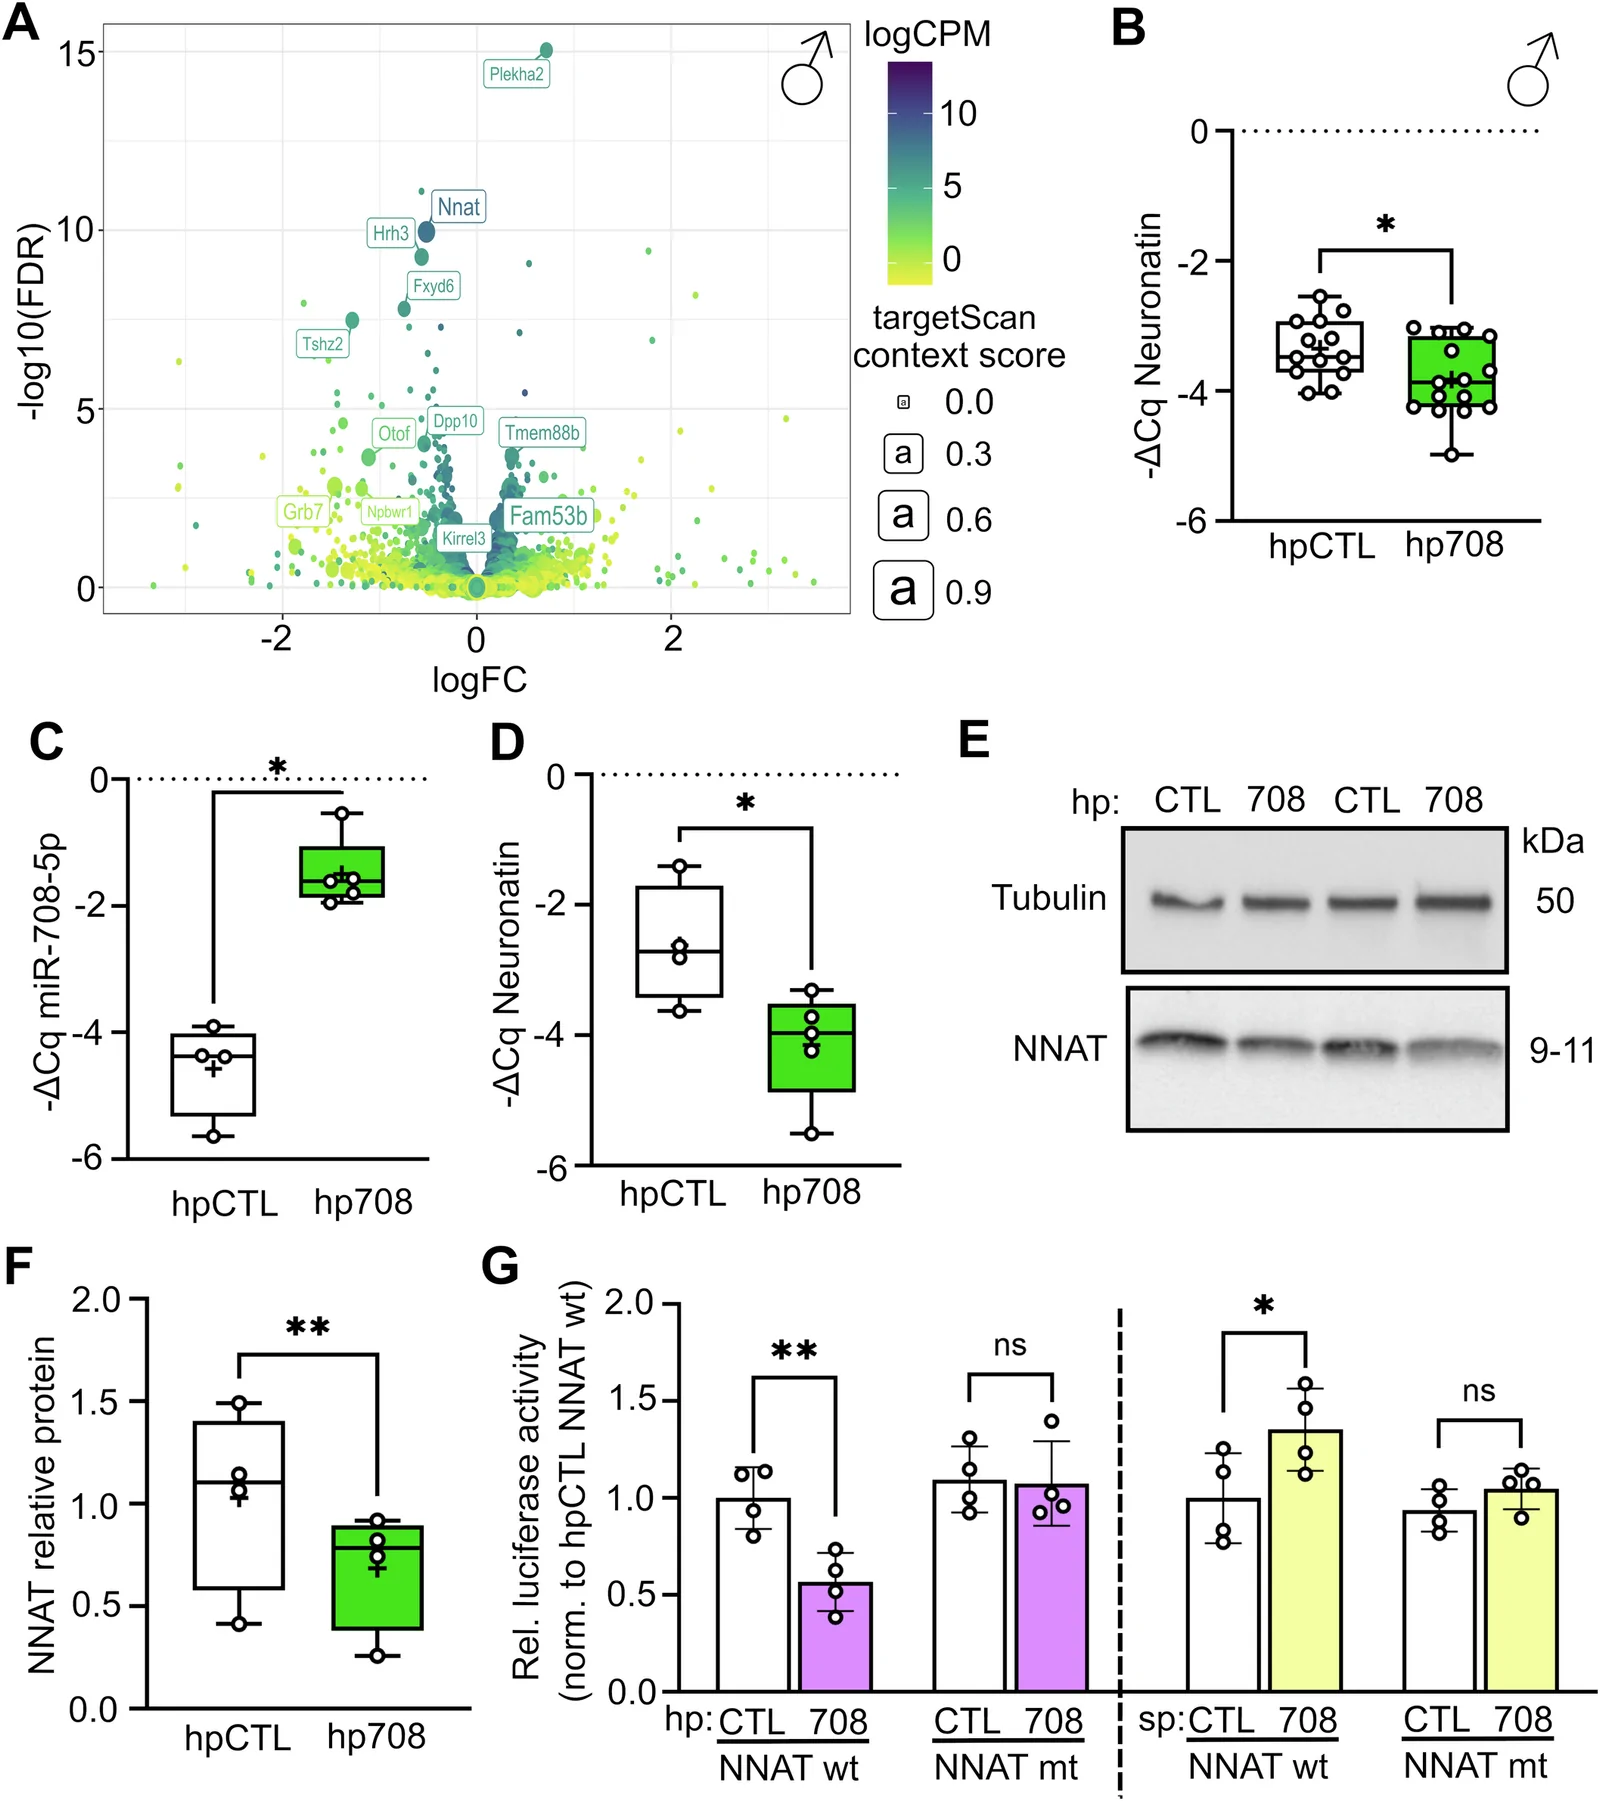
miR-708-5p directly targets *Nnat*, an ER-resident protein involved in calcium homeostasis. (**A**) Volcano plot depicting differentially expressed genes in the hippocampus of hp708 *vs* hpCTL injected male mice (*n* = 4 each group) based on polyA-RNA sequencing. Statistics: differential expression analysis (edgeR’s quasi-likelihood model). (**B**) Neuronatin qPCR analysis of total RNA isolated from mouse hippocampi upon miR-708-5p overexpression. hpCTL *n* = 13, hp708 *n* = 15. Unpaired t-test, *p = 0.0269. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**C**) miR-708-5p qPCR analysis of total RNA isolated from rat primary hippocampal neurons (20 days in vitro) infected with hpCTL or hp708 (hpCTL *n* = 4, hp708 *n* = 5 biological replicates). Unpaired t-test, *p = 0.0317. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**D**) Neuronatin qPCR analysis of total RNA isolated from rat primary hippocampal neurons (20 days in vitro) infected with hpCTL or hp708 (hpCTL *n* = 4, hp708 *n* = 5 biological replicates). Unpaired t-test, *p = 0.0159. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**E**) Representative Western blot image of NNAT (lower panel) and Tubulin (upper panel) protein expression levels in primary hippocampal neurons (20 days in vitro) that were infected with hpCTL or hp708 at 2 days in vitro. (**F**) Quantification of the relative intensity of NNAT protein levels in hippocampal neurons. Tubulin was used as normalizer. Ratio-paired t-test, **p = 0.0042 (*n* = 4 biological replicates per group). Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**G**) Relative luciferase activity of rat hippocampal neurons transfected with the indicated plasmid (left: control or 708 overexpression hairpins - hpCTL, hp708; right: control or 708 sponges – spCTL or sp708), and expressing either *Nnat* wild-type (wt) or miR-708-5p binding site mutant (mt) reporter genes. Data are represented as scattered dot plots with bar, mean$$\,\pm \,$$SD (*n* = 4 biological replicates). Two-way ANOVA: main effect of the hairpin *p = 0.0245, of the *Nnat* luciferase reporter **p = 0.0050, and of the hairpin by *Nnat* luciferase reporter interaction *p* < 0.0374. Sidak’s post hoc test: **p = 0.0092. Two-way ANOVA: main effect of the sponge *p = 0.0211, no main effect of the *Nnat* luciferase reporter, or of the hairpin by Nnat luciferase reporter interaction. Sidak’s post hoc test: *p = 0.0287. See also: Fig. EV3. Source data are available online for this figure.

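Among the genes that Fig. 4A labels, the direction in the quasi-likelihood fit was higher in hp708 for Plekha2, Tmem88b and Fam53b and lower for the others. Tshz2 had a log2 fold change of -0.73 (standard error 0.16, FDR 0.382). Its CPM was 23, 58.8, 36.5 and 54.5 in the hpCTL libraries. In hp708 it was 53.8 in the library labelled replicate 1 and 16.2, 16.8 and 16.1 in the other 3. Plekha2 had a log2 fold change of 0.30 (standard error 0.17, FDR 0.741), with 104 CPM in hp708 replicate 4 and between 32.8 and 55.4 CPM in the other hp708 libraries. For Hrh3 the log2 fold change was -0.29 (standard error 0.10, FDR 0.567), and for Grb7, a gene of 1.75 CPM in hpCTL, it was -0.92 (standard error 0.24, FDR 0.478). None of the labelled genes passed an FDR of 0.05 in this fit of edgeR's quasi-likelihood test with 3 surrogate variables. Plekha2, Nnat, Hrh3, Fxyd6, Tshz2 and Dpp10 did in the same fit without the library labelled hp708 replicate 1. With that library left out and no surrogate variables 0 of the labelled genes passed, and Tshz2 had an FDR of 0.983. Without that library and with 3 surrogate variables the log2 fold change was 0.84 for Plekha2, -0.64 for Hrh3, -1.57 for Tshz2 and -1.66 for Grb7. At the other end of the fits that each left out 1 library, it was 0.06 for Plekha2 and -0.15 for Hrh3 (both without hp708 replicate 4), -0.46 for Tshz2 (without hpCTL replicate 2) and -0.74 for Grb7 (without hpCTL replicate 3). With animal 1602 counted as hpCTL, the log2 fold change of Tshz2 was -1.34 (FDR 0.00991 from the same test, and between 1.48e-28 and 1 over the 19 alternatives). Tmem88b was matched by its position between Vwa1 and Ankrd65, since the annotation used here gives this gene another name.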

**Figure EV3:**
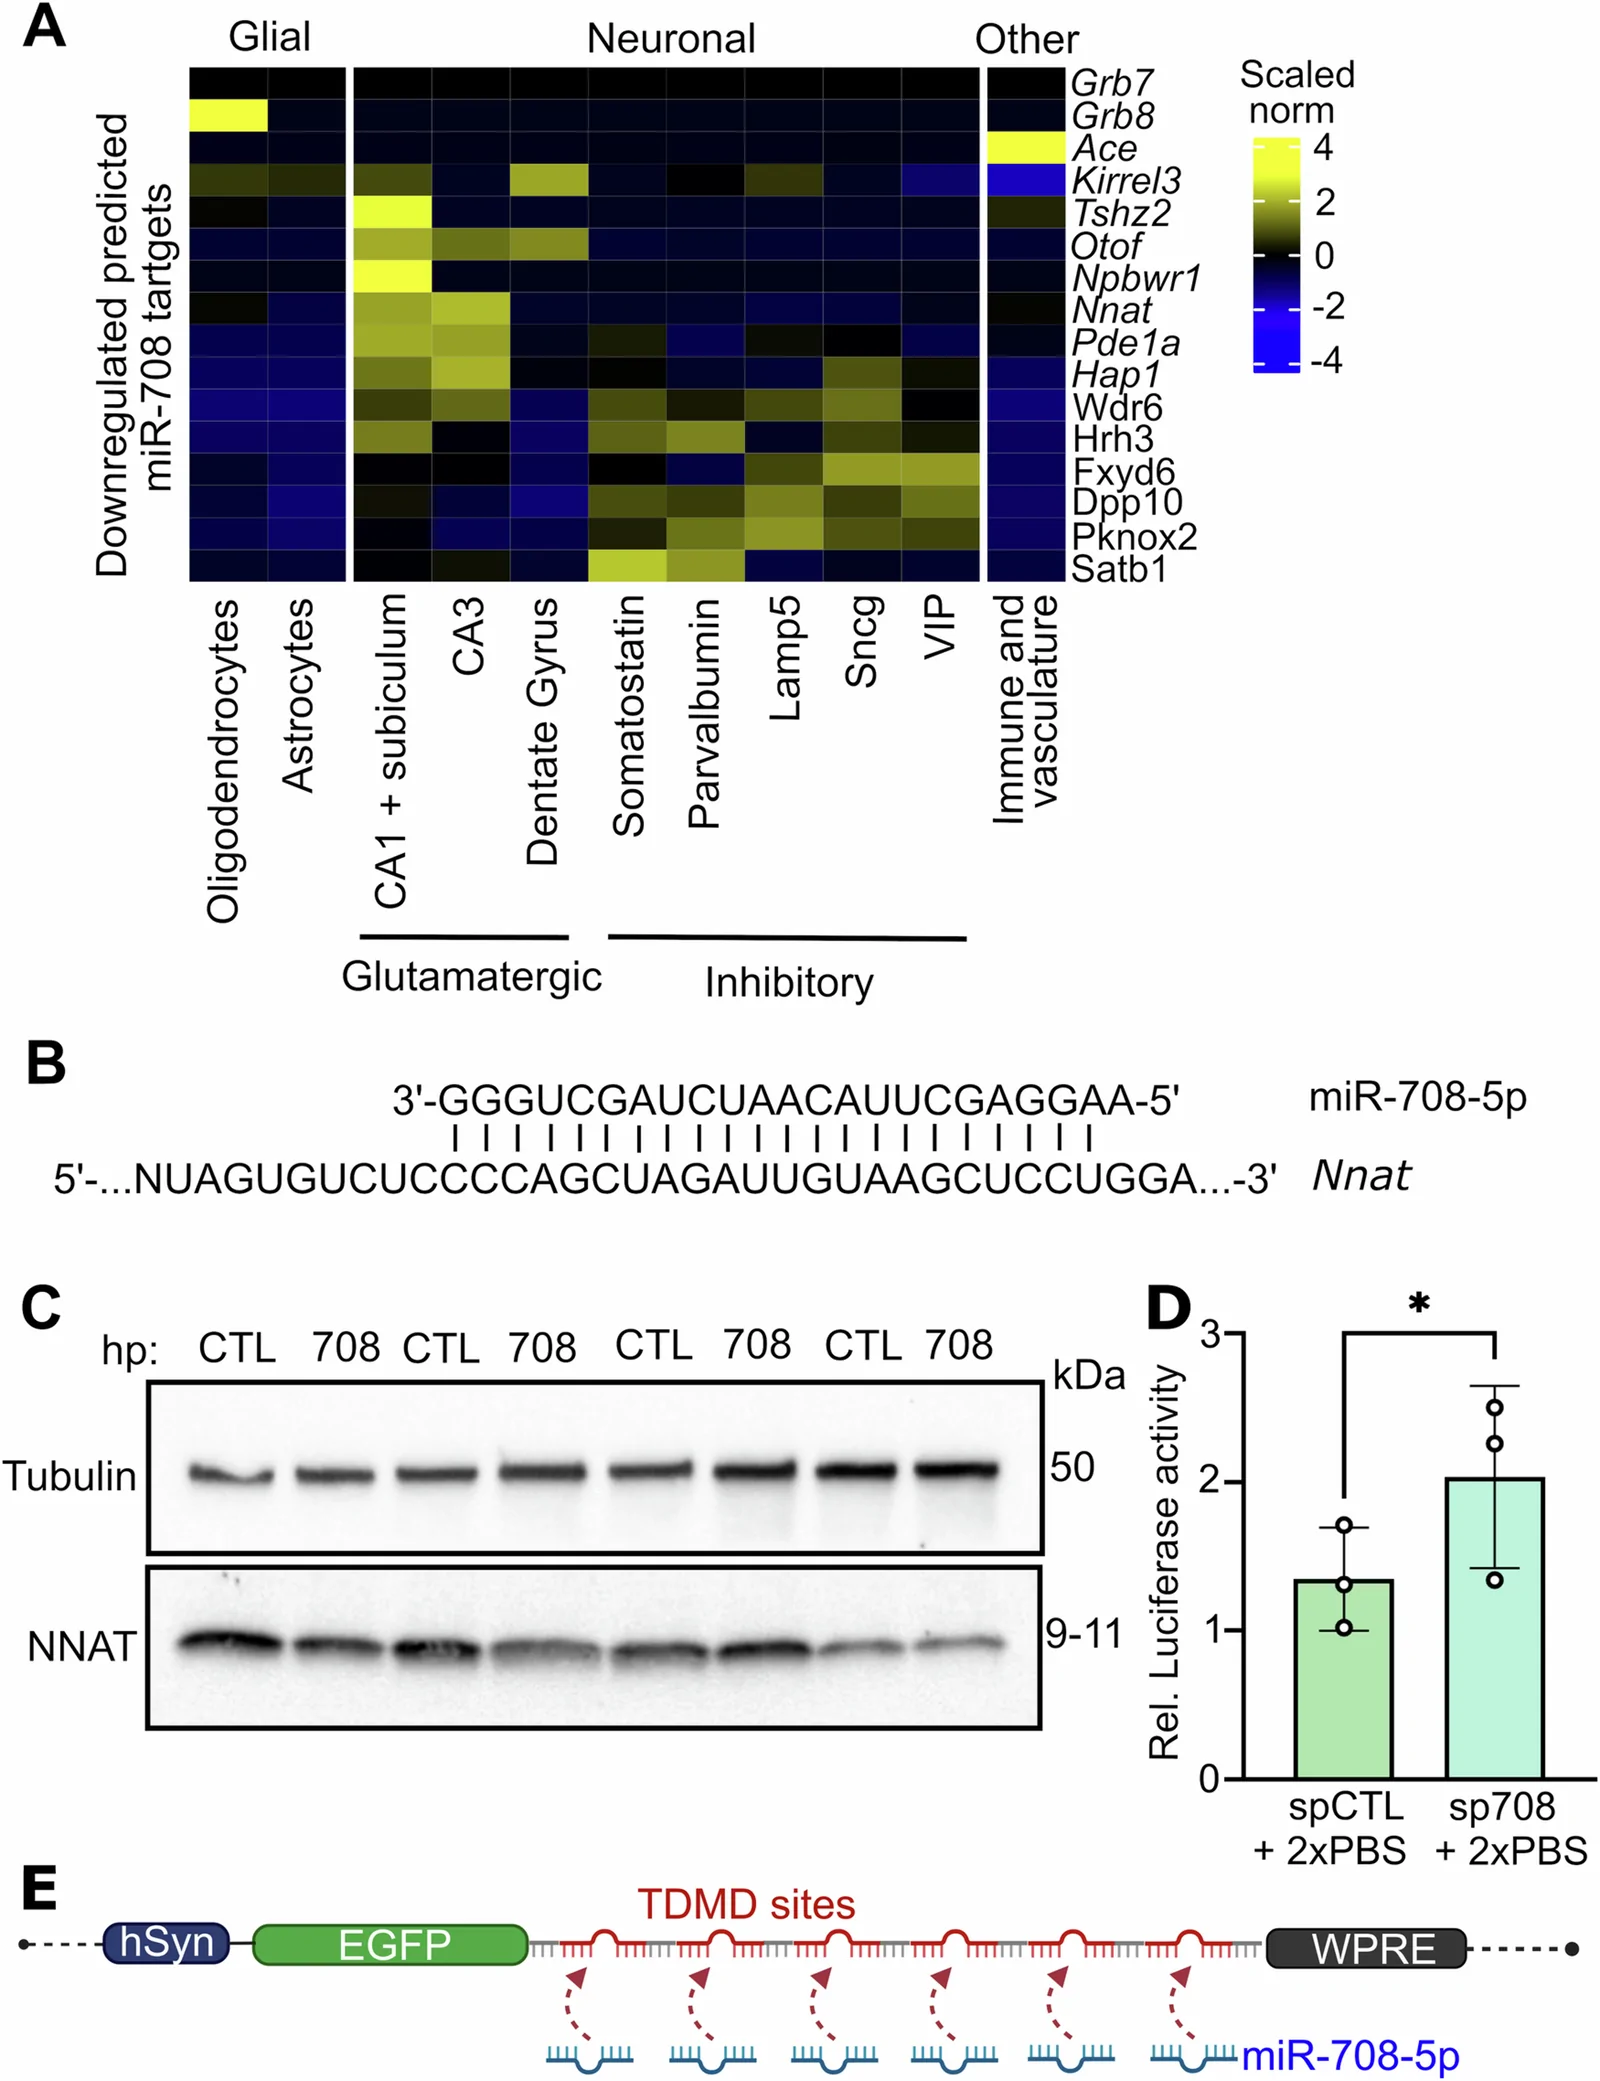
Validation of *Nnat* as a miR-708-5p target. Related to Fig. 4. (**A**) Heatmap displaying miR-708-5p predicted targets which are significantly downregulated (from Fig. 4A), as well as their expression in different cell types based on single-cell RNA-seq data (Allen 10X+smartSeq taxonomy). (**B**) Nucleotide base pairing depicting the perfect binding of miR‐708-5p with the mouse *Nnat* 3’-UTR. (**C**) Full Western blot image (Fig. 4E) of NNAT (lower panel) and Tubulin (upper panel) protein expression levels in hippocampal neurons (20 days in vitro) that were infected with hpCTL or hp708 at 2 days in vitro. (**D**) Relative luciferase activity of rat hippocampal neurons transfected with the indicated plasmid (sponge control: spCTL, miR-708-5p sponge: sp708) and a luciferase reporter expressing 2x Perfect Binding sites (PBS) for miR-708-5p. Data are represented as scattered dot plots with bar, mean ± SD (*n* = 3 biological replicates). Ratio paired t-test, two-tailed, *p = 0.0372. (**E**) Schematic representation of the construct to knock-down miR-708-5p via six TDMD sites, used in Fig. 4G (right) and Fig. EV3D. Source data are available online for this figure.

### Restoring Nnat expression in miR-708-5p overexpressing hippocampal neurons rescues BD-associated behavioral endophenotypes in mice

Building upon our identification of *Nnat* as a potential regulatory target of miR-708-5p in the hippocampus, we hypothesized that *Nnat* downregulation might underlie the observed MD-associated behavioral alterations elicited by miR-708-5p overexpression. To test this hypothesis, we engineered a construct which allows to simultaneously overexpress *Nnat* and miR-708-5p upon viral infection. This was achieved by inserting the coding sequence of *Nnat* downstream of the hSYN promoter, coupled with a P2A self-cleaving peptide; this fragment was followed by the EGFP coding sequence and the overexpressing miR-708-5p hairpin. As a control, we utilized a similar construct where the mCherry coding sequence replaced *Nnat* followed by EGFP and hp708 or EGFP and hpCTL (Appendix Fig. S3A). rAAV obtained from these constructs was injected into the hippocampus of seven/eight weeks old male mice by stereotactic surgery, followed by a four-week recovery period before behavioral assessments as described in Fig. 3A. Behavioral analyses revealed that miR-708-5p overexpression alone, as shown above, impaired object discrimination ability in the NOR test (Fig. 5A; Appendix Fig. S3B). This was not observed in mice injected with the Nnat-P2A-hp708 construct, which, similar to the control-injected mice, were able to recognize the novel object (Fig. 5A; Appendix Fig. S3B). Furthermore, the total time spent exploring the objects was not affected in any of the conditions, ruling out this confounding factor (Appendix Fig. S3C). Interestingly, *Nnat* co-expression was able to rescue miR-708-5p overexpression-induced reductions in behavioral despair in the TST test (Fig. 5B). This finding was not due to changes in locomotor activity or anxiety, as all groups showed comparable distance walked and time spent in the center and periphery in the OFT (Appendix Fig. S3D,E). After the end of the cohort, qPCRs in hippocampal tissue confirmed the upregulation of miR-708-5p and the intended modulation of *Nnat* levels (Fig. 5C,D; Appendix Fig. S3F,G). Notably, the mCherry-P2A-hp708 construct led to a pronounced upregulation of miR-708-5p (Fig. 5C; Appendix Fig. S3F) and a corresponding decrease in *Nnat* levels, as opposed to the control and the Nnat-P2A-hp708 conditions, the latter of which restored *Nnat* expression to wild-type levels (Fig. 5D; Appendix Fig. S3G). Taken together, our results strongly suggest that *Nnat* is an important downstream target in mediating the effects on MD-associated behavioral endophenotypes caused by miR-708-5p overexpression in the mouse hippocampus.

**Figure 5:**
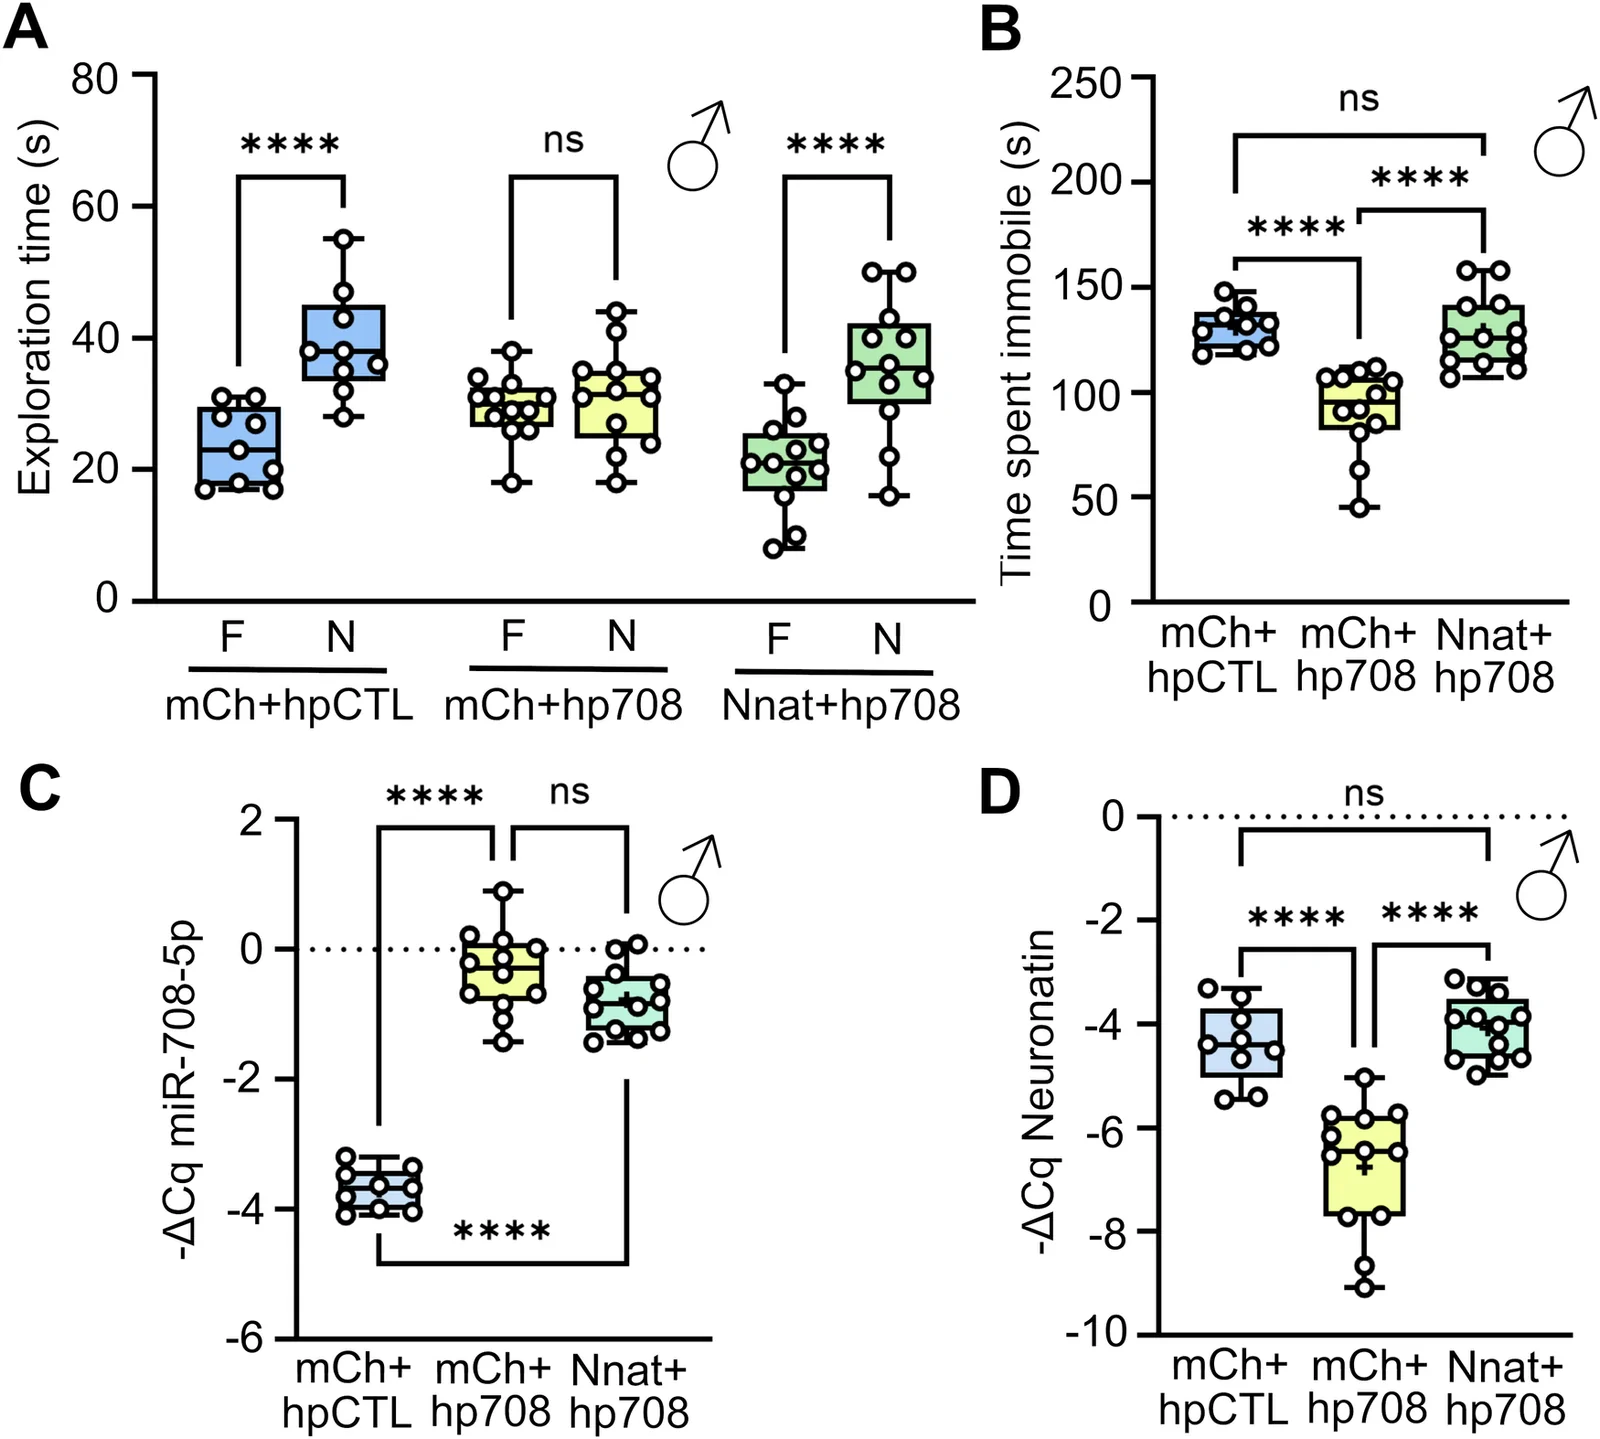
Restoring *Nnat* expression in miR-708-5p overexpressing hippocampal neurons rescues MD-associated behaviors in mice. (**A**) Novel object recognition Test with 5 min break in between familiarization and short-term memory session. Time (s) male mice injected with the indicated rAAV (mCh+hpCTL *n* = 9, mCh+hp708 *n* = 12, or Nnat+hp708 *n* = 12) explored either the familiar (F) or novel (N) object. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Novelty × Group, ****p < 0.0001; Novelty, ****p < 0.0001; Group, ns, *p* = 0.5765. Šídák’s post hoc test, F *vs* N: mCh+hpCTL, ****p < 0.0001; mCh+hp708, ns, *p* = 0.6534; Nnat+hp708, ****p < 0.0001. (**B**) Time (s) male mice injected with the indicated rAAV (mCh+hpCTL *n* = 9, mCh+hp708 *n* = 12, or Nnat+hp708 *n* = 12) spent immobile in the Tail Suspension Test. One-way ANOVA, Post hoc Tukey’s Test: mCh+hpCTL *vs* mCh+hp708: ****p < 0.0001, mCh+hpCTL *vs* Nnat+hp708: ns, *p* = 0.9617, mCh+hp708 *vs* Nnat+hp708: ****p < 0.0001. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**C**) miR-708-5p qPCR analysis of total RNA isolated from the hippocampus of male mice injected with mCh+hpCTL (*n* = 9), mCh+hp708 (*n* = 12), or Nnat+hp708 (*n* = 12) viruses. One-way ANOVA, Post hoc Tukey’s Test: mCh+hpCTL *vs* mCh+hp708: ****p < 0.0001, mCh+hpCTL *vs* Nnat+hp708: ***p < 0.0001, mCh+hp708 *vs* Nnat+hp708: ns, *p* = 0.1225. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). (**D**) Neuronatin qPCR analysis of total RNA isolated from the hippocampus of male mice injected with mCh+hpCTL (*n* = 9), mCh+hp708 (*n* = 12), or Nnat+hp708 (*n* = 12) viruses. One-way ANOVA, Post hoc Tukey’s Test: mCh+hpCTL *vs* mCh+hp708: ***p = 0.0003, mCh+hpCTL *vs* Nnat+hp708: ns, *p* = 0.7379, mCh+hp708 *vs* Nnat+hp708: ****p < 0.0001. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). See also: Appendix Fig. S3. Source data are available online for this figure.

### miR-708-5p levels negatively correlate with human cognitive processing and represent a potential biomarker for differential diagnosis in MDs

Our functional analysis in mice implies an important role of miR-708-5p in the regulation of MD-associated behaviors. To explore a potential link between miR-708-5p and human behavior, we harnessed our rich dataset of neuropsychological test results present within the FOR2107 cohort (Kircher et al, 2019). Given our previous results from mice (Fig. 3), we were specifically interested in correlations between miR-708-5p expression levels (measured in PBMCs) and performances in assessments covering the neurocognitive domains (attention/concentration; executive function, verbal and visuo-spatial memory (see Methods section). Interestingly, miR-708-5p expression in a combined human sample (*n* = 162; both healthy and MD subjects of both sexes; Table 1) showed a significant negative correlation with the score from the D2 attention test (Fig. 6A), which suggests that high levels of miR-708-5p in human impair selective attention and cognitive processing. Significant negative correlations were also observed when considering males (*n* = 90) and females (*n* = 72) separately and were mostly driven by BD and to a lesser extent MDD patients (Appendix Fig. S4A–D). These findings align well with our results from behavioral testing in mice, which revealed a negative role for miR-708-5p in novel object recognition memory.

**Table 1:** Data from healthy control, bipolar disorder and major depressive disorder subjects.

	Control	BD	MDD	*P* Value
*n* (F/M)	26/31	26/37	18/24	N/A
Age ± S.D.	29.4 ± 5.4/ 39.7 ± 13.4	29.9 ± 5.4/ 41.7 ± 11.3	29.6 ± 4.9/ 39.3.6 ± 14.7	0.94/ 0.75
CTQ ± S.D. (%)	40.7 ± 11.4 (53.8%)	42.3 ± 13.2 (30.8%)	50.2 ± 20.2 (61%)	0.1067/ 0.4170
Family history of MDs (%)	8 (30.8%)/ 5 (16.1%)	10 (38.5%)/ 10 (27.0%)	5 (27.8%)/ 7 (29.1%)	N/A
HAMD ± S.D.	2.7 ± 3.9/ 1.5 ± 2.5	7.5 ± 6.2/ 8.6 ± 6.4	14.8 ± 6.7/ 10.3 ± 7.7	<0.0001
YMRS ± S.D.	0.5 ± 1.1/ 0.7 ± 1.7	2.4 ± 2.9/ 7.0 ± 8.2	1.4 ± 1.6/ 1.7 ± 2.2	<0.01/ <0.0001
BDI ± S.D.	6.1 ± 6.1/ 4.5 ± 3.9	12.9 ± 11.1/ 12.9 ± 9.6	26.6 ± 11.0/ 16.6 ± 10.7	<0.0001
AD (%)	0 (0%)	7 (26.9%)/ 17 (45.95%)	16 (88.9%)/ 17 (70.83%)	N/A
Antipsychotic (%)	0 (0%)	12 (46.15%)/ 19 (51.35%)	7 (38.89%)/ 4 (16.67%)	N/A
Lithium (%)	0 (0%)	4 (15.38%)/ 12 (32.43%)	1 (5.56%)/ 0 (0%)	N/A
Anticonvulsive (%)	0 (0%)	6 (23.08%)/ 10 (27.03%)	1 (5.56%)/ 1 (4.17%)	N/A
Stimulants (%)	0 (0%)	0 (0%)/ 1 (2.70%)	0 (0%)/ 2 (8.33%)	N/A
Benzodiazepine (%)	0 (0%)	0 (0%)	1 (5.56%)/ 0 (0%)	N/A
Z substance (%)	0 (0%)	0 (0%)/ 1 (2.70%)	1 (5.56%)	N/A

Subjects (F = females, M = males) for miR-708-5p expression analysis on psychiatrically healthy controls (Control), Bipolar disorder patients (BD) or Major Depressive Disorder patients (MDD). One-way-ANOVA was performed to evaluate significant differences between groups.

*SD* standard deviation, *CTQ* Childhood Maltreatment Questionnaire, *HAMD* Hamilton Depression Rating Scale, *YMRS* Young Mania Rating Scale, *BDI* Beck’s Depression Inventory, *AD* antidepressant use.

**Figure 6:**
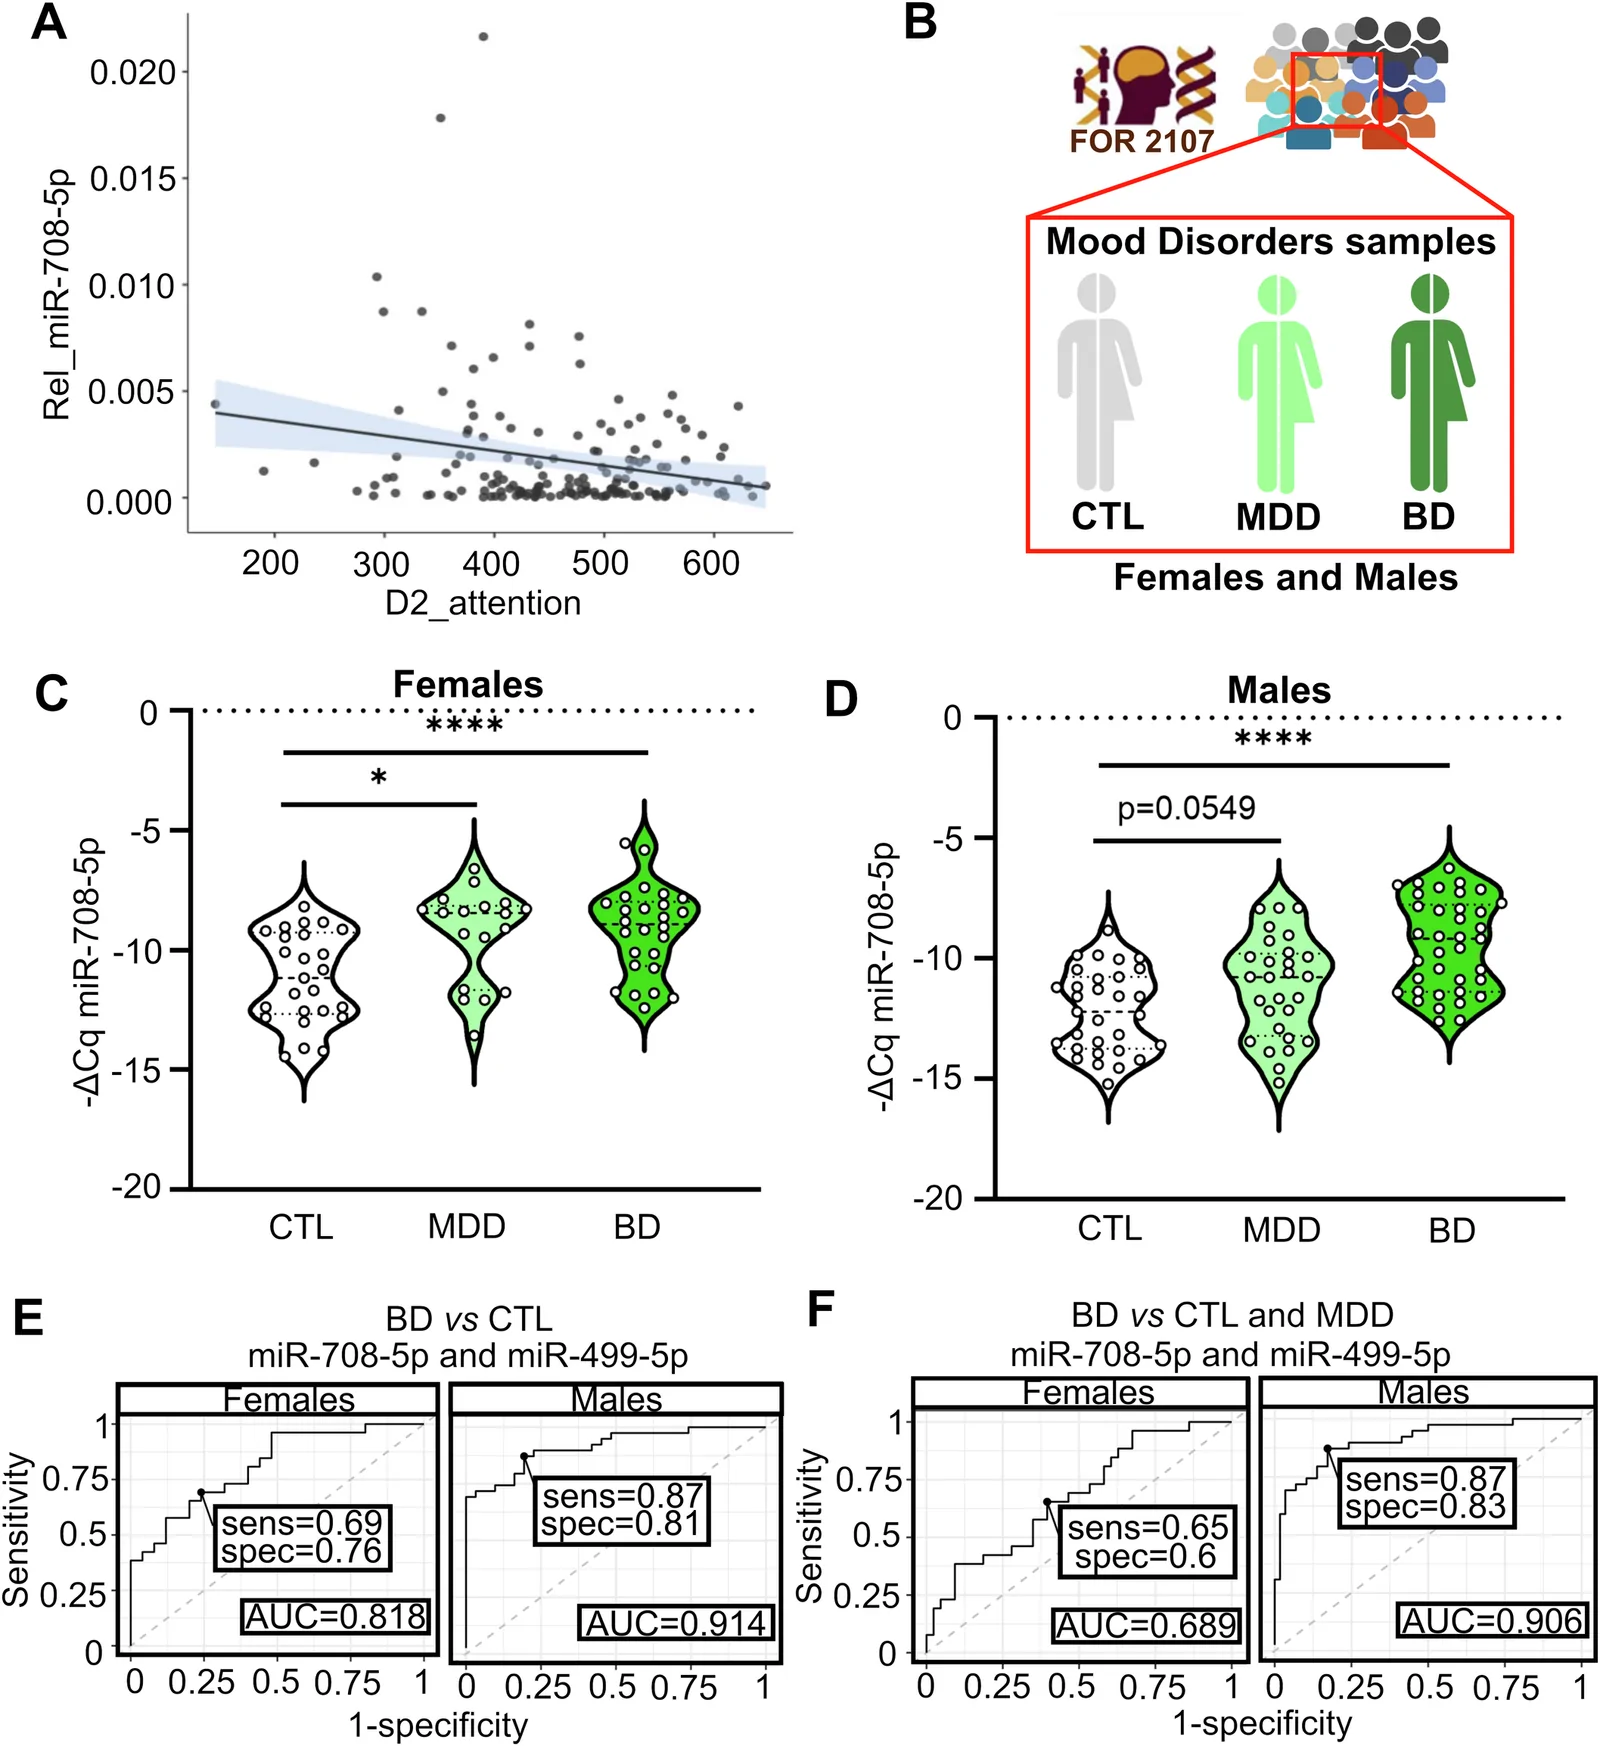
miR-708-5p levels negatively correlate with human cognitive processing and represent a potential biomarker for differential diagnosis in MDs. (**A**) Pearson correlation plot of miR-708-5p peripheral levels and attention (measured by the d2 test) in all human participants (female and male, CTL + MDD + BD pooled, *n* = 162), **p = 0.005, r = −0.223. (**B**) Blood PBMCs from male and female patients diagnosed with Major Depressive Disorder (MDD) or Bipolar Disorder (BD) (Mood Disorder samples) were obtained from the FOR2107 cohort, and RNA was extracted, as described in Fig. 1A. (**C**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of female patients diagnosed with BD or MDD (CTL *n* = 26, MDD *n* = 18, BD *n* = 26). Wilcoxon rank-sum test after correction for age and antidepressant treatment; linear model of the form -DeltaCq ~ Group + Age + Antidepressant treatment. CTL *vs* MDD, *p < 0.05; CTL *vs* BD, ****p < 0.0005. Data are presented as violin plots with median, quartiles and data points. (**D**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of male patients diagnosed with BD or MDD (CTL *n* = 31, MDD *n* = 24, BD *n* = 37). Wilcoxon rank-sum test after correction for age and antidepressant treatment; linear model of the form -DeltaCq ~ Group + Age + Antidepressant treatment. CTL *vs* MDD, *p* = 0.0549; CTL *vs* BD, ****p < 0.0005. Data are presented as violin plots with median, quartiles and data points. (**E**) ROC curve of combined miR-708-5p and miR-499-5p expression in female (left) and male (right) subjects to discriminate BD *vs* control samples. The indicated thresholds are the closest point to the optimal (i.e. top-left). (**F**) ROC curve of combined miR-708-5p and miR-499-5p expression in female (left) and male (right) subjects to discriminate BD *vs* control and MDD samples. The indicated thresholds are the closest point to the optimal (i.e. top-left). See also: Fig. EV4, Appendix Figs. S4, S5 and S6. Source data are available online for this figure.

**Figure EV4:**
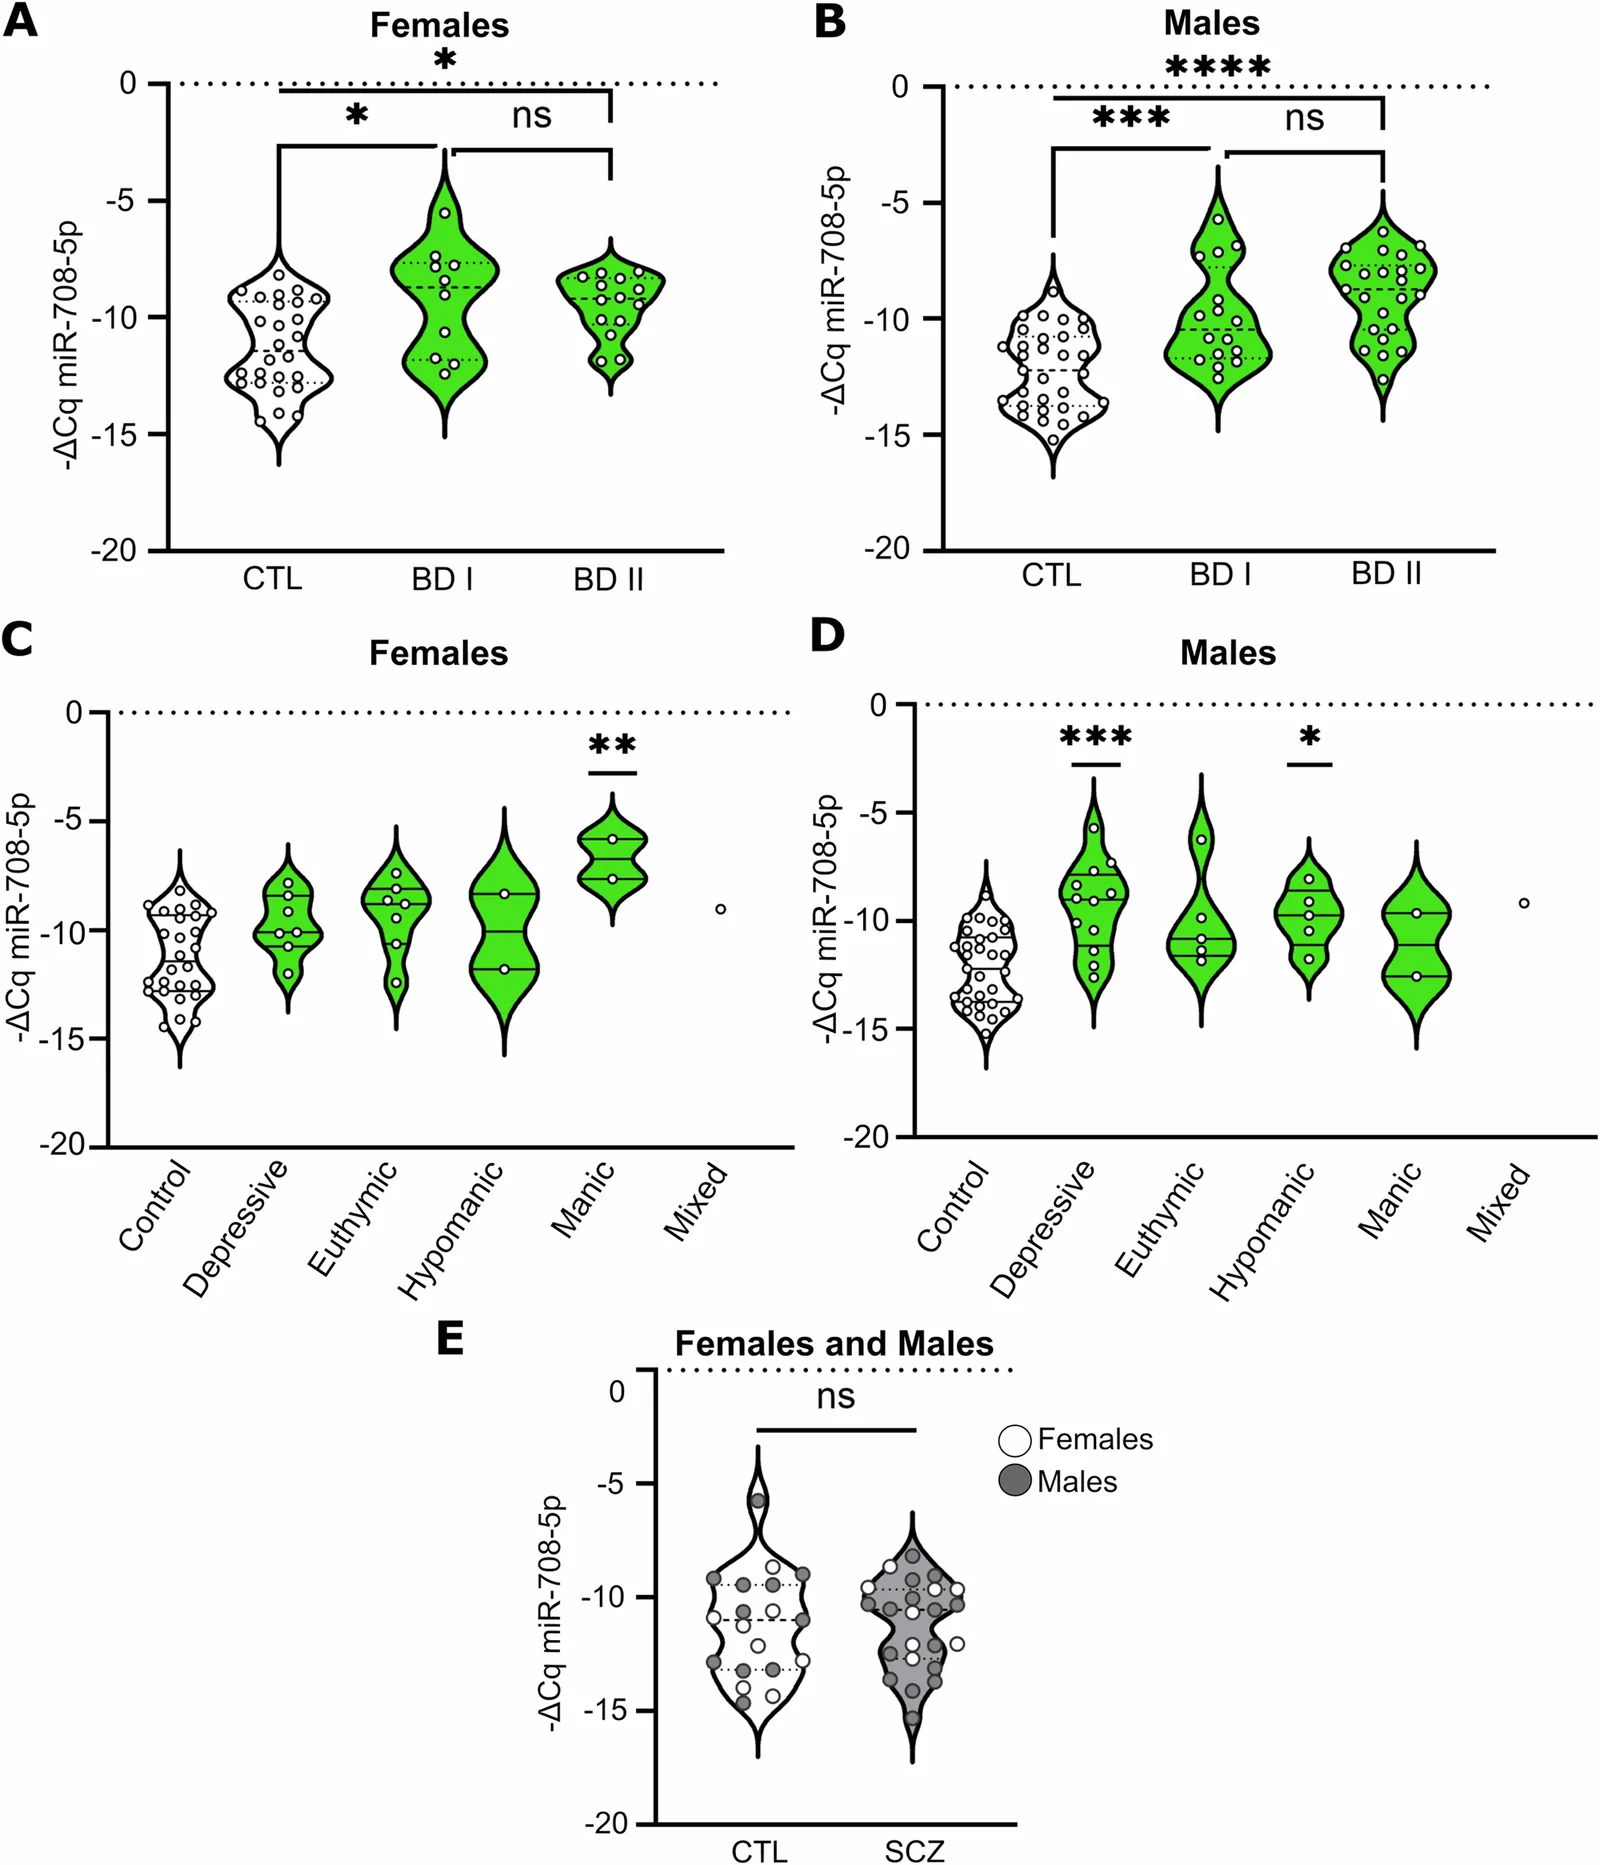
miR-708-5p expression levels in the PBMCs of subjects with different bipolar types and mood states. Related to Fig. 6. (**A**) miR-708-5p expression levels in PBMCs of female subjects with Bipolar disorder type I (BD I) or type II (BD II) (CTL, *n* = 26; BD I, *n* = 10; BD II, *n* = 14). Kruskal Wallis Test, Post hoc Dunn’s: Control *vs* BD I: *p = 0.0253, Control *vs* BD II: *p = 0.0196, BD I *vs* BD II: ns, *p* > 0.9999. Data are presented as violin plots with median, quartiles, and data points. (**B**) miR-708-5p expression levels in PBMCs of male subjects with BD I or BD II (CTL *n* = 31; BD I, *n* = 16; BD II, *n* = 23). One-way ANOVA, Post hoc Tukey’s test: Control *vs* BD I: ***p = 0.0005, Control *vs* BD II: ****p = 0.0001, BD I *vs* BD II: ns, *p* = 0.2690. Data are presented as violin plots with median, quartiles, and data points. (**C**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of healthy control female subjects (control, *n* = 26) and BD subjects in different mood states (depressive, *n* = 7; euthymic, *n* = 7; hypomanic, *n* = 25; manic, *n* = 2; mixed, *n* = 1). Kruskal Wallis Test, Post hoc Dunn’s: Control *vs* Manic, *p = 0.0300. Data are presented as violin plots with median, quartiles, and data points. (**D**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of healthy control male subjects (control, *n* = 31) and BD subjects in different mood states (depressive, *n* = 12; euthymic, *n* = 5; hypomanic, *n* = 5; manic, *n* = 2; mixed, *n* = 1). One-way ANOVA, Post hoc Dunnett’s test: Control *vs* Depressive, ***p = 0.0002; Control *vs* Hypomanic, *p = 0.0490. Data are presented as violin plots with median, quartiles, and data points. (**E**) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of male and female patients diagnosed with Schizophrenia (male: CTL *n* = 11, SCZ *n* = 15; female: CTL *n* = 8, SCZ *n* = 8). Two-way ANOVA: Group × Sex, ns, *p* = 0.4904; Group, ns, *p* = 0.2383, Sex, ns, *p* = 0.4904. Tukey’s post hoc test, ns. Data are presented as violin plots with median, quartiles, and data points. Source data are available online for this figure.

Finally, we assessed the potential of miR-708-5p as a diagnostic biomarker in MD, Therefore, we measured the levels of miR-708-5p in PBMCs obtained from MDD (*n* = 42) and BD (*n* = 63) patients (Fig. 6B; Table 1) by qPCR. miR-708-5p was significantly upregulated in female BD (*n* = 26) and MDD (*n* = 18) patients (Fig. 6C) compared to healthy controls (CTL, *n* = 26), after correcting for age and antidepressant treatment (Appendix Fig. S5A,B), whereby the effect was more pronounced in BD compared to MDD patients. A similar picture was observed in male patients, in which the increase was highly significant for BD subjects (Fig. 6D), after age and antidepressant treatment correction (Appendix Fig. S5C), and only trending for patients affected by MDD (Fig. 6D, Appendix Fig. S5D). Furthermore, miR-708-5p was significantly upregulated in both subtypes of BD in both female (Fig. EV4A) and male (Fig. EV4B) subjects. When separating BD samples into BD state sub-groups, the only significant BD state in which miR-708-5p was found to be upregulated in female subjects was mania (Fig. EV4C), although it only included two samples. In male subjects, a significant miR-708-5p upregulation was found in depressive and hypomanic BD states (Fig. EV4D).

We then investigated whether miR-708-5p expression correlated with depressive symptoms in MDD male and female subjects, as assessed with the Beck’s depression inventory (BDI), but no significant or trending correlation could be observed (Appendix Fig. S5E,F). Moreover, the Young Mania Rating Scale (YMRS) score, a test used to assess manic-like symptomatology in patients with BD, was used to correlate with miR-708-5p expression levels. While no correlation was found in female BD patients (Appendix Fig. S6A), a trending positive correlation was found in male subjects affected by BD (Appendix Fig. S6B). Taken together, our results suggest that miR-708-5p is elevated in the peripheral blood of MD patients, with a particularly strong upregulation observed in BD males.

To strengthen miR-708-5p as a potential differential diagnostic marker for MD, we assessed whether its expression is changed in PBMCs obtained from patients suffering from a related psychiatric disorder. For that purpose, we chose schizophrenia (SCZ), given the high genetic similarities between SCZ and BD (Craddock et al, 2005). We performed qPCR in PBMCs from female (*n* = 8) and male (*n* = 15) SCZ patients but were unable to detect any significant change in miR-708-5p expression compared to CTL subjects (*n* = 19) (Fig. EV4E), showing that this miRNA is dysregulated in MD, but not in another related psychiatric disorder.

One of the biggest challenges in mood disorder diagnostics is to distinguish BD and MDD patients, especially when BD patients are in a depressive phase (Nierenberg et al, 2023; Vieta et al, 2018). Based on our results, we demonstrated that miR-708-5p expression in PBMCs could be potentially used as a diagnostic tool to classify samples into BD or control group, and BD or Control and MDD group. To further test this, we performed receiver operating characteristic (ROC) curve analysis (Zweig and Campbell, 1993) and used miR-708-5p expression as predictor variable. We found that miR-708-5p alone performed better in male samples than in female samples when asked to discriminate BD patients from controls and MDD patients (Appendix Fig. S6C,D), consistent with our results above (Fig. 6C,D). We then performed the same analysis using the expression values of miR-499a-5p, which we previously found to be significantly upregulated in male BD subjects compared to healthy controls (Martins et al, 2022). Like miR-708-5p, miR-499a-5p performed better as a classifier in male subjects compared to female subjects (Appendix Fig. S6E,F). Furthermore, we performed another ROC curve analysis considering the expression levels of both miRNAs together and found that the combined expression of miR-708-5p and miR-499a-5p performs better (AUC = 0.914) in classifying male BD *vs* controls (Fig. 6E) than when the miRNAs are analyzed individually. In addition, the combination performs better (AUC = 0.906) also in classifying male BD *vs* controls and MDD male patients (Fig. 6F).

Taken together, our results show that the combined expression of miR-708-5p and miR-499a-5p in PBMCs shows a good predictive potential to distinguish BD patients from MDD patients and healthy controls, in particular in male patients.

## Discussion

In this study, we found that miR-708-5p is upregulated in healthy human subjects at high risk to develop MDs, in genetic and environmental rat MD models, as well as in MD patients. Furthermore, peripheral miR-708-5p expression was negatively correlated with cognitive processing. Mimicking miR-708-5p overexpression in the mouse hippocampus was sufficient to elicit MD-associated behavioral alterations, namely memory impairments, increased compulsive anxiety and reduced depression-like behavior. Finally, peripheral levels of miR-708-5p, together with the previously characterized BD-associated miR-499-5p, efficiently discriminated male BD from MDD patients and healthy subjects, emphasizing its utility as a diagnostic biomarker in MDs.

### miR-708-5p regulation by genetic and environmental risk factors

MDs are highly heritable psychiatric disorders. Genetic factors seem to explain about 35–45% of variance in the etiology of MDD and 65–70% of variance for BD (Coleman et al, 2020; Polderman et al, 2015). However, genetics alone cannot explain the degree to which MD is inherited in families, suggesting that environmental factors need to be considered as well. Childhood maltreatment is the most studied environmental stressor in the context of MDs (Aas et al, 2020; Nemeroff, 2016). Interestingly miR-708-5p was upregulated in the juvenile social isolation rat model, an animal model for childhood maltreatment (Seffer et al, 2015). Consistent with this result, a recent study reported miR-708-5p upregulation in the PFC upon seven days of chronic social defeat in vulnerable rats compared to resilient animals (Chen et al, 2015). Moreover, here we show that miR-708-5p levels are elevated in *Cacna1c*^*+/−*^ rats, a well-established genetic model of psychiatric disorders (Bhat et al, 2012), even without environmental stressors. Taken together, these results suggest that genetic and environmental risk might impinge on common pathways triggering miR-708-5p expression. Furthermore, studies in the context of ovarian cancer revealed the presence of a glucocorticoid response element upstream of *ODZ4* (Lin et al, 2015), suggesting that the expression of the host gene and of miR-708-5p might be responsive to glucocorticoids. Moreover, studies in the context of ER stress suggest that miR-708-5p expression is induced by CHOP, a transcription factor involved in the Unfolded Protein Response (UPR) upon ER stress (Behrman et al, 2011). Furthermore, metformin-induced upregulation of miR-708-5p elicits *Nnat* downregulation in prostate cancer, leading to the expression of ER stress mediators. Finally, bisphenol A, a ubiquitous endocrine disruptive chemical, induces miR-708-5p in hypothalamic neurons in a CHOP-dependent manner, accompanied by *Nnat* downregulation (Nierenberg et al, 2023). Thus, we speculate that increased ER stress, which has been implicated in BD, is a critical mediator of miR-708-5p upregulation in response to genetic and environmental stress in neurons. In the future, miR-708-5p manipulation in the context of a GxE rodent model should help to test this hypothesis.

### miR-708-5p function in MD-associated behaviors

Modeling the complex symptomatology of MD in animal models is challenging and has so far only been partially achieved in mice in the context of miRNA manipulation. For example, the acute manipulation of miR-124 in the PFC of mice led to impaired social behavior and locomotor disturbances upon injection of psychostimulants (Namkung et al, 2023). The hippocampal overexpression of miR-499-5p in *Cacna1c*^*+/−*^ rats caused memory impairments, recapitulating the cognitive deficits encountered in MD (Martins et al, 2022), including deficits in attention, memory and executive functions present during the different mood phases and during remission (Huang et al, 2023). Interestingly, memory impairments are also observed in environmental rodent models of bipolar disorder, such as in the ouabain (Valvassori et al, 2021) and in the amphetamine models (Fries et al, 2015). Moreover, cognitive impairments in BD patients are typically found on tests of attention, working and episodic memory, processing speed and executive function, with significant group differences of medium to large effect size compared to healthy comparison groups (Arts et al, 2008; Bourne et al, 2013; Mann-Wrobel et al, 2011; Robinson et al, 2006). Accordingly, we found that in humans miR-708-5p peripheral expression is negatively correlated with D2 scoring in the attention test (Camelo et al, 2017). Moreover, we found that both female and male mice overexpressing miR-708-5p in the hippocampus showed memory impairments. Furthermore, male, but not female, mice showed significantly decreased immobility in the TST. This test has been historically used to test antidepressant effects in mice but is also employed in mouse models of manic behavior. For example, BD mouse models of mania (Ankyrin-G conditional knockout, Clock19 deficient mice) show reduced immobility during TST (Zhu et al, 2017) and the FST (Roybal et al, 2007), suggesting that the reduced behavioral despair in our model could reflect a function of miR-708-5p in manic-like behavior. This is further supported by increased (although non-significant) marble burying, indicative of a compulsive response to anxiogenic stimuli. However, in our study, the antidepressant-like behavior was neither accompanied by increased exploratory behavior in the OFT, nor increased risk-taking during EPM testing, both of which are usually observed in mouse models of mania. We consider two possible explanations for this discrepancy. First, contrary to most of the models reported in the literature, our animal model is characterized by an acute and selective overexpression of miR-708-5p in the hippocampus. Therefore, we might expect to observe endophenotypes dependent on the hippocampus (e.g., antidepressant-like behavior, cognition), but not those related to other brain regions, such as the amygdala, PFC, or cerebellum (e.g., risk-taking behavior, hyperactivity). Alternatively, the miR-708-5p/Nnat pathway might selectively control specific aspects of manic- and depression-like behavior. To distinguish between these possibilities, it will be important to study the role of miR-708-5p overexpression in other brain areas relevant for MD-associated behaviors in the future, in particular the PFC.

### Molecular and cellular mechanisms downstream of the miR-708-5p/Nnat interaction

Dysregulated calcium homeostasis has been previously implicated in the pathophysiology of MD, with a special emphasis on BD (Harrison et al, 2021). Our results from this and a previous study (Martins et al, 2022) are consistent with disrupted calcium flux via L-type calcium channels, e.g., due to *Cacna1c* mutation, as a major underlying cause. However, ER calcium dynamics emerges as another major player. For example, store operated calcium entry (SOCE) is dysregulated in BD-induced pluripotent stem cells, leading to earlier neuronal differentiation and abnormal neurite outgrowth (Hewitt et al, 2023). Furthermore, altered expression of the miR-708-5p target Nnat has been associated with defective intracellular and ER calcium levels (Sharma et al, 2013; Vatsa et al, 2019; Zou et al, 2023). NNAT is a small ER membrane protein which acts as an antagonist of the sarco-endoplasmic reticulum calcium ATPase (SERCA) pump, thereby interfering with calcium re-uptake into the ER (Braun et al, 2021). Consistently, it has been reported that miR-708-5p-mediated downregulation of *Nnat* causes lower basal cytoplasmic calcium levels (Vatsa et al, 2019). On the other hand, excessive ER calcium re-uptake could result in ER calcium overload, which in turn leads to calcium leakage to the cytoplasm and mitochondria (Daverkausen-Fischer and Prols, 2022), with negative consequences for calcium signaling and cell health, as exemplified in Alzheimer’s disease (Bezprozvanny and Mattson, 2008). Clearly, further studies are warranted on the impact of aberrant miR-708-5p/Nnat signaling on intraneuronal calcium homeostasis in the context of MD.

### miR-708-5p as a potential biomarker in BD

Our findings indicate an upregulation of miR-708-5p in PBMCs of females at risk of MDs and in patients with MDD and BD. How altered miR-708-5p levels in PBMCs are linked to human brain states is currently unknown, but one potential route could involve the release of miR-708 encapsulated in extracellular vesicles (EVs) from neurons into the bloodstream. While the crossing of EVs through the BBB has been reported in the literature (Shi et al, 2019), whether EVs can be taken up by PBMCs is not yet fully understood.

A previous study reported a downregulated expression of miR-708-5p in leukocytes of women in depressive state compared to women in remission (Banach et al, 2017). These results are in line with our detected expression difference between female euthymic patients and depressive patients. For male samples, on the other hand, our data suggest a role of miR-708-5p specifically in the manic phase of the disorder, as indicated from the YMRS correlation and the behavioral characterization. Although SCZ and BD were reported to have the highest genetic correlation among psychiatric disorders (Craddock et al, 2005), we found that miR-708-5p expression was unchanged in peripheral samples of patients diagnosed with SCZ. This suggests a rather specific expression pattern of miR-708-5p in the spectrum of MDs. Within MDs, miR-708-5p upregulation was most pronounced in BD. This is impressively illustrated by our ROC curve analysis, which shows that miR-708-5p expression, when combined with miR-499-5p, effectively distinguishes BD patients not only from healthy controls, but also from MDD patients. Although miR-708-5p is significantly upregulated in both male and female BD patient samples, the degree of increase is higher in males compared to females (8.8-fold vs. 4.23-fold change). Moreover, based on our ROC curve analysis, miR-708-5p expression discriminated male BD patients better from control and MDD compared to female patients. Together, these observations suggest a potential sex-specific role of miR-708-5p in BD, which also aligns with our results from mouse behavior. Sex differences in BD manifest across various aspects, ranging from clinical symptoms to the progression of the disorder. Males typically encounter their first manic episode at a younger age compared to females, who are more likely to experience a depressive episode at the onset of BD (Kennedy et al, 2005). In contrast, females experience a higher incidence of depressive episodes and hypomania, leading to a more frequent diagnosis of BD type II (Diflorio and Jones, 2010). Females are also more susceptible to mixed episodes (Arnold et al, 2000), rapid cycling of mood phases (Tondo and Baldessarini, 1998), and show a greater likelihood of attempting suicide (Clements et al, 2013). Thus, it is tempting to speculate that miR-708-5p might play an important role in male-specific aspects of BD, e.g., the development of more common and intense manic episodes. In this regard, miRNAs have been previously implicated in the sexually dimorphic control of circadian, cholinergic, and neurokine pathways in BD (Lobentanzer et al, 2019).

Taken together, we propose that miR-708-5p represents a promising candidate for the development of a biomarker that helps to stratify MD patients based on disease entity, specific phases of the disease and sex, which should greatly help with diagnosis and therapy.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
C57BL/6 mice	Janvier Laboratories (France)	*Mus musculus*
Primary hippocampal and cortical neurons from embryonic rats	Janvier Laboratories (France)	*Rattus norvegicus*
Human PBMCs	This manuscript	*Homo sapiens*
**Recombinant DNA**		
rAAV-hSyn-EGFP	Addgene	*#114213*
pmirGLO dual‐luciferase expression vector	Promega	E1330
**Oligonucleotides and other sequence-based reagents**		
miR-708-5p Taqman qPCR probe	ThermoFisher	4427975
miR-16-5p Taqman qPCR probe	ThermoFisher	4427975
miR-30a-5p Taqman qPCR probe	ThermoFisher	4427975
miR-1248-5p Taqman qPCR probe	ThermoFisher	4427975
miR-129-5p Taqman qPCR probe	ThermoFisher	4427975
U6 snRNA Taqman qPCR probe	ThermoFisher	4427975/001973
For primers used for cloning, see Appendix Table S2	This paper	N/A
**Chemicals, Enzymes and other reagents**		
TRIzol TM Reagent	Thermo Fisher	15596026
Glycogen	Ambion	AM9510
**Software**		
Prism 10	GraphPad	https://www.graphpad.com
Zen Microscopy Software	Zeiss	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html
edgeR	Bioconductor	http://bioconductor.org/packages/edgeR/
Fiji ImageJ	NIH	https://imagej.net/
Inkscape	Inkscape	https://inkscape.org/
Image Lab 6	Bio-Rad	http://www.bio-rad.com/en-us/sku/1709690-image-lab-software
CFX Maestro	Bio-Rad	https://www.bio-rad.com/en-ch/product/cfx-maestro-software-for-cfx-real-time-pcr-instruments
Endnote 21	Clarivate Analytics	http://endnote.com
**Other**		
Lipofectamine 2000	Thermo Fisher	11668019
LeukoLOCK	Thermo Fisher	AM1923
*mir*Vana™	Thermo Fisher	AM1560
QuantiGene ViewRNA miRNA Cell Assay Kit	Thermo Fisher	QVCM0001
Phusion Hot Start Polymerase	Thermo Fisher	F549S
Tissue-Tek O.C.T Compound	Sakura Finetek Europe	4583
Aqua Poly Mount	Chemie Brunschwig	POL18606-20
Complete Protease Inhibitor Cocktail EDTA-free	Sigma-Aldrich	P8340
4x Laemmli Sample Buffer	Bio-Rad	1610747
Mini-PROTEAN® TGX™ Precast Protein Gel	Bio-Rad	4561094
Clarity™ Western ECL Substrate	Bio-Rad	1705060
TURBO DNase enzyme	Thermo Fisher	AM2238
iScript cDNA synthesis kit	Bio-Rad	1708891
iTaq Universal SYBR Green Supermix	Bio-Rad	1725121
TaqMan MicroRNA Reverse Transcription Kit	Thermo Fisher	4366597
TaqMan Universal PCR Master Mix	Thermo Fisher	4304437
MidiPrep Kit	Macherey Nagel	740410
Passive lysis buffer (luciferase)	Promega	E194A
Aqua-Poly/Mount	Chemie Brunschwig	POL18606-20
Trans-Blot Turbo system	Bio-Rad	1704158
ClarityTM Western ECL Substrate	Bio-Rad	1705060
DEPC Nuclease-free H_2_O	Ambion	AM9906

### Methods and protocols

#### Human study

**Recruitment of participants:** The study involved participants with BD (26 females, 37 males), MDD (18 females, 24 males), and healthy individuals (26 females, 31 males), including psychiatrically healthy subjects that had a history of childhood maltreatment (*n* = 17) or a genetic predisposition to MDs (*n* = 18) or no risk (*n* = 18). These participants were recruited from the University of Marburg and the University of Münster in Germany, as part of the FOR2107 cohort (Kircher et al, 2019). Diagnoses were made using the SCID-I interview (Wittchen et al, 1997), and adapted to DSM-IV criteria, excluding those with substance abuse, severe neurological, or other significant medical conditions. Healthy controls were screened similarly, with inclusion in the maltreatment study if at least one of the subclasses of the Childhood Trauma Questionnaire (CTQ) reached the maltreatment threshold (Emotional Abuse ≥ 10, Physical Abuse ≥ 8, Sexual Abuse ≥ 8, Emotional Neglect ≥ 15, and Physical Neglect ≥ 8) (Walker et al, 1999). All participants underwent a comprehensive neuropsychological test battery, including the d2 test of attention (Brickenkamp, 2022). All necessary ethical approvals were obtained (ethics committees of the Medical Faculties of the Universities of Münster (2014‐422‐b‐S) and Marburg (AZ: 07/14)), and participants consented to the study, which complied with the Declaration of Helsinki and the Belmont Report. Demographic and clinical data are outlined in Table 1 and in Appendix Table S1.

**Human peripheral blood mononuclear cell (PBMC) sample processing:** PBMCs were obtained from 10 mL of whole blood using the LeukoLOCK technology (Thermo Scientific) at the Biomaterialbank Marburg, Germany. After sample randomization, total RNA extraction from PBMCs was carried out using the *mir*Vana™ kit (Thermo Fisher) or TRIzol™ Reagent (Thermo Fisher) following the manufacturer’s protocol.

**PBMCs processing for small RNA-sequencing:** For the Small RNA-sequencing, RNA was extracted with *mir*Vana™ kit (Thermo Fisher) and DNase treated, and the sequencing was carried out at the Functional Genomic Center Zurich (FGCZ, https://fgcz.ch/).

**Small RNA-analysis:** Short RNA reads were processed using the ncPro 1.6.4 pipeline (Chen et al, 2012) using the hg19 annotated (based on miRBase version 21). Only mature miRNA reads (accepting +2 bp on either end) were considered for downstream analysis. Differential expression analysis was then performed using limma/voom 3.46.0 (Ritchie et al, 2015), with a model including a covariate to correct for the two technical batches.

#### Rodent studies—rat primary neuron cultures and in vivo

**Rat in vivo study:** All animal experiments on rats were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were subject to prior authorization by the local government (MR 20/35 Nr. 19/2014 and G48/2019; Tierschutzbehörde, Regierungspräsdium Giessen, Germany). Constitutive heterozygous *Cacna1c*^*+/−*^ animal breeding and the juvenile social isolation paradigm were conducted as described (Martins et al, 2022).

**Rat primary neuron cultures:** In vitro experiments were approved by the local cantonal authorities (ZH027/21). In short, primary neuronal cultures were prepared from hippocampus or cortex of embryonic day 18 Sprague-Dawley rat embryos (Janvier Laboratories), as described previously (Martins et al, 2022; Narayanan et al, 2024).

**Primary neuron transfection:** Primary hippocampal neurons were transfected with Lipofectamine™ 2000 Reagent (Thermo Fisher) and plasmid DNA constructs as previously described (Martins et al, 2022; Narayanan et al, 2024).

**Primary neuron viral infection:** Primary hippocampal neurons were infected with recombinant adeno-associated virus (rAAV) containing hpCTL or hp708 constructs on the second day in vitro, by adding 300 μL of a mixture of the virus with 300 µL of NBP+ per well on a 24-well plate. Cells were used for downstream analysis on the 20th day in vitro.

**Luciferase assay:** Hippocampal neurons at 6 days in vitro were transfected with 100 ng of the Nnat-3’UTR luciferase reporters and 500 ng of hpCTL or hp708, spCTL or sp708. After 7 days from transfection, the cells were lysed, luciferase assay was conducted using a GloMax R96 Microplate Luminometer (Promega), as previously described (Martins et al, 2022). The relative luciferase activity was determined by calculating the ratio of the Firefly signal to the Renilla signal.

**In situ hybridization:** Single-molecule fluorescence in situ hybridization (smFISH) for miRNA detection in hippocampal neuron cultures was conducted using the QuantiGene ViewRNA miRNA Cell Assay Kit (Thermo Fisher) following the manufacturer protocol with minor adjustments. Probes for hsa-miR-708-5p (Alexa Fluor 546, Thermo Fisher), Nnat (Alexa Fluor 546), CamK2 (Alexa Fluor 488) and Gad2 (Alexa Fluor 488) were used for the assay.

**Plasmid design and rAAVs preparation:** For rAAV-mediated overexpression of miR-708-5p, the chimeric miR-708 hairpin was generated by polynucleotide cloning. A detailed description and characterization of this system have been published (Christensen et al, 2010). To knockdown miR-708-5p, a sponge plasmid was constructed by inserting six TDMD sites predicted to bind miR-708-5p in the 3’UTR of eGFP on rAAV-hSyn-EGFP. The TDMD prediction was done on the webtool ScanMIR (https://ethz-ins.org/scanMiR/). To perform luciferase activity analysis, the wild type and mutated *Nnat* 3’UTR was inserted into a pmirGLO dual‐luciferase expression vector (Promega). Viral vectors were produced by the Viral Vector Facility (VVF) of the Neuroscience Center Zurich (https://www.vvf.uzh.ch). Oligos used for cloning are listed in Appendix Table S2.

#### Rodent studies—mouse in vivo

**Husbandry and housing:** All animal experiments on mice were conducted in accordance with Switzerland’s animal protection laws and received approval from local cantonal authorities (ZH194/21). Mice were housed collectively in cages designed for 2 to 4 individuals, with unrestricted access to food and water. The animal facility maintained an inverted light-dark cycle of 12 h, with behavioral assessments conducted during the dark phase.

**Stereotactic surgeries and post-operative care:** Stereotactic brain injections were conducted on 2-month-old C57BL/6JRj wild-type mice. The mice were anesthetized with 5% isoflurane in oxygen (1 L/min) and positioned on a stereotactic frame. After anesthesia induction and before the surgical incision, mice were transferred to a heated plate and administered 1.5–2% isoflurane in 200 mL/min oxygen through a mouth/nose mask. To ensure their well-being, animals received a subcutaneous injection of 5 mg/kg Meloxicam for analgesia, and vitamin A was applied to prevent eye dryness. Subsequently, the heads were shaved, cleaned, and an incision was made. Bregma and lambda were identified, and bilateral injections were performed at specific coordinates from bregma: for dorsal hippocampus, the coordinates used were AP: −2.1 mm; ML: ±1.5 mm; DV: −1.7 mm and for ventral hippocampus, the coordinates used were AP: −3.3 mm; ML: ±2.7 mm; DV: 3.7 mm. Each rAAV virus was injected in a volume of 1 µL at each injection site using a thin capillary, with an infusion time of 1 min. After a 2-min period for virus diffusion, the capillary was slowly removed. Local analgesia was achieved by suturing the skin and applying Lidocain and Bupivacain drops (2 mg/kg each) at the wound site. The mice were given time to recover from the surgery before being returned to group housing. A second subcutaneous injection of Meloxicam (5 mg/kg in saline) was administered 12 h post-surgery, and paracetamol was added to their drinking water for the subsequent 48 h. Postoperative health checks were conducted over the three days following the surgery.

**Behavioral testing:** Prior to experimentation, mice underwent daily handling lasting 5 min each over one week. On the day of each test, mice were individually housed and given a 20-min acclimatization period in a holding cage before the task. After the test, mice were then returned to their original group housing with littermates. The equipment was cleaned between trials using a detergent solution (10 ml/L Dr. Schnell AG). Behavioral assays were administered in a sequential order, progressing from the least to the most stressful. Tests were either analyzed automatically or assessed by an experimenter who was blinded to the experimental groups.

**Open field test:** Mice were placed in an open field box with dim yellow light and white noise (size: L 45 × W 45 × H 40 cm, TSE System, Bad Homburg, Germany), and left to explore it for 60 min. The experiment was recorded, and the TSE VideoMot2 analyzer software (TSE Systems, Bad Homburg, Germany) was used for the automated analysis of the distance traveled and time spent in the center of the field.

**Elevated plus maze test:** The mouse was placed in the center of the elevated plus maze, a cross-shaped apparatus with two open arms and two closed arms, each arm measuring L 65 × W 5.5 cm and elevated 62 cm from the ground illuminated by 20 lux white light. Behavior was recorded on video for 5 min and analysis was automated using Noldus Ethovision.

**Saccharin preference test:** Mice were habituated in their standard group housing to the presence of two bottles for 48 h before the test. The test was performed by single housing the test animals, and two bottles of tap water or 0.1% Saccharin solution were given to them for 48 h. The weight of the bottles was recorded at the beginning of the test and every 12 h around the light change (09:00–09:15 am/pm). The position of the bottle was exchanged each time to avoid side preference. The animals were re-grouped after the test ended.

**Novel object recognition (NOR) test:** The test was performed as previously described (Daswani et al, 2022), with slight modifications: 1. Twenty-four hours prior to testing, the animals were habituated to the arena used for the test; 2. The break between familiarization and novelty introduction rounds was extended to 5 min (short-term memory) or 24 h (long-term memory). Animals of two independent cohorts were used for the short-term and long-term novel object recognition memory tests to rule out that the results were confounded due to repeated exposure to the objects.

**Marble burying test:** The test was conducted as previously described (Levone et al, 2021). Shortly, mice were placed on a large box with 5 cm-deep bedding and with 20 glass marbles symmetrically placed and left undisturbed for 30 min. At the end of the test, the number of marbles more than two-thirds buried were counted.

**Passive avoidance test:** The test was conducted using the Passive Avoidance 2-Compartment light-dark arena of the TSE System, with white light set to 500 lux. On day one, the animal was placed into the light compartment while the door to the dark one was open and it was allowed to explore; once it passed to the dark compartment, the door closed, and the animal received a 2-s foot shock of 0.3 mA after three seconds. On day two, the animal was placed again into the light compartment, and, after 15 s, the door was automatically opened. The latency to enter the dark compartment was measured.

**Tail suspension test:** The mouse was hang by its tail for a duration of 6 min using a tape affixed to a suspension metal bar, elevated approximately 50 cm from the ground. Before initiating the experiment, a climb-stopper, following a published procedure (Can et al, 2012), was placed at the mouse tail base to prevent climbing. The sessions were recorded on video, and the duration of immobility was subsequently quantified.

**Tissue collection and histology:** At the end of the experimental cohorts, animals were sacrificed by cervical dislocation and one hippocampus was collected on an ice-cold glass plate and subsequentially snap-frozen for RNA extraction (Trizol protocol) and gene expression analysis; one brain hemisphere was put in a 4% paraformaldehyde solution overnight, then cryoprotected through 30% sucrose solution, frozen at −80 °C and coronally sectioned (50 µm thick) at a cryostat for histological assessments. Coronal sections were stained with Hoechst 33342 (1:2000) for 5 min, mounted on glass slides (Menzel-Gläser Superfrost+), air-dried, and mounted with Aqua Poly Mount medium (Chemie Brunschwig). Fourteen-bit grayscale images of GFP and Hoechst were acquired using a widefield microscope (Axio ObserverZ1/7, Zeiss) with tile scan, 5x objective, a pixel size of 1.17 µm, and an image size dependent on the section’s size.

#### Other molecular protocols

**RT-qPCR:** Total RNA extraction from rodent brain tissue, PBMC samples, and primary hippocampal cultures was performed using TRIzol™ Reagent (Thermo Fisher), and total RNA was subsequently extracted following the manufacturer’s guidelines. The RNA was subsequentially treated with TURBO DNase enzyme (Thermo Fisher). For miRNA detection, the RNA was reverse transcribed with TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher) and the TaqMan Universal PCR Master Mix (Thermo Fisher) was used to perform RT-qPCR, according to the manufacturer’s instructions. For the analysis of mRNA, RNA was reverse transcribed with the iScript cDNA synthesis kit (Bio‐Rad), and the iTaq SYBR Green Supermix with ROX (Bio‐Rad) was used to perform RT-qPCR on the CFX384 Real‐Time System (Bio-Rad).

**PolyA-RNA sequencing sample preparation:** Male mice underwent stereotactic surgery for the injection of the rAAVs hpCTL or hp708 (*n* = 4 per group), as described above. Four weeks after surgery, mice were euthanized, the whole hippocampi were dissected and RNA extracted with the TRIzol™ Reagent (Thermo Fisher). The RNA was then treated with Turbo DNase enzyme. 600 ng of DNase-treated RNA was used for High Throughput Transcriptome sequencing. Libraries were prepared with Illumina TrueSeq mRNA protocol, and the transcriptome sequencing was run on Illumina Novaseq 6000. The transcriptome sequencing was carried out by the Functional Genomic Center Zurich (FGCZ: https://fgcz.ch/).

**PolyA-RNA sequencing analysis:** Reads were mapped to the GRCm39 genome with STAR 2.7.8a (Dobin et al, 2013) using the GENCODE M26 annotation as reference and quantified at the gene-level using featureCounts 1.6.4 (Liao et al, 2014). Genes were filtered using edgeR’s filterByExpr function before differential expression analysis with edgeR 3.32.1 (Robinson et al, 2010) using likelihood ratio tests with 3 surrogate variables estimated using sva 3.38.0 (Leek et al, 2012). TargetScan 7 (Agarwal et al, 2015) was used to predict miRNA targets. For gene expression across different brain cell types (Fig. EV2A), the Allen 10X+smartSeq taxonomy (Yao et al, 2021) and per-cluster expression was used, aggregating non-neuronal cell types into broader classes.

**Western blot:** Proteins from primary hippocampal neurons were isolated using ice cold RIPA lysis buffer (10 mM Tris, pH 7.4, 150 mM NaCl, 10 mM EDTA, 2.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 1% sodium deoxycholate, 10 mM NaF, 5 mM Na_4_P_2_O_7_, 0.1 mM Na_3_VO_4_), supplemented with Complete Protease Inhibitor Cocktail EDTA-free (Sigma-Aldrich). 20 µg of protein was mixed with 4xLaemmli Sample Buffer (Bio-Rad) and were run on a 4–20% Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad). Proteins were transferred on a nitrocellulose membrane and blocked for 2 h at room temperature in blocking solution (2% non-fatty milk diluted in TBS-Tween 0.1% – TBS-T) and incubated in primary antibody, in blocking solution, for 48 h at 4 °C (rabbit anti-NNAT, 1:1000, Abcam ab27266; rabbit anti-Tubulin, 1:2000, Cell Signaling 2125s). Membranes were washed 5x times in blocking solution and incubated in HRP (horseradish peroxidase)‐conjugated secondary antibody (1:10,000) in blocking solution for 1 h. Membranes were washed 5x in TBS‐T, developed with the Clarity™ Western ECL Substrate (Bio‐Rad) and visualized with the ChemiDocTM MP, Imaging System (Bio-Rad).

### Statistical analysis

Statistical tests were performed using GraphPad Prism version 10.0 for Windows (GraphPad Software, San Diego, CA, USA) or R. For data sets depicting human samples, violin plots were used. The number of independent experiments is indicated in the plots. Box plots represent median (box: two quantiles around the median; whiskers: minimum and maximum value; points superimposed on the graph: individual values). Normally distributed data were tested using two-sided Student’s t‐test or ANOVA followed by Tukey post hoc test. Nonnormal data were analyzed with the nonparametric test Mann–Whitney U‐test. Novel Object Recognition was analyzed using Two-way ANOVA followed by Šídák’s multiple comparisons test. Data distribution was tested with the Shapiro-Wilk test. Correlations were calculated using the Spearman correlation coefficient with two‐tailed analysis. Significant changes in the BD and MDD patient group were determined by pairwise comparison using a nonparametric Wilcoxon rank-sum test. To control for the effect of additional factors, a linear model of the form −ΔCq ~ Group + Sex + Age + Antidepressant treatment was used in R studio. *P*  <  0.05 was considered statistically significant. The detailed parameters (*n*, *p* value, test) for the statistical assessment of the data are provided in the figure legends. For ROC curves generation, to test a combination of the two miRNAs in classifying bipolar disorder patients from both controls and MDD patients, we first scaled the deltaCq values of each miRNA (to bring them to a comparable scale), and simply summed them up for each patient in order to produce the Receiver Operating Characteristic (ROC) curves (Fig. 6E,F; Appendix Fig. 6C–F). For single miRNAs, the deltaCq values themselves were used to segregate the groups. The indicated thresholds are the closest point to the optimal (top-left), and the reported areas under the curves were computed using the PRROC 1.3.1 package. Correlational analyses were conducted to examine the relationship between relative miR-708 expression and cognitive performance. Prior to analysis, normality of the data was assessed using Shapiro-Wilk tests. Given that all data were found to be normally distributed, bivariate Pearson correlation tests were employed. These statistical analyses were conducted using Jamovi (v2.3) and R (v4.1).

### Graphics

Graphs were produced using GraphPad Prism 10 software or R. Some diagrams were created with BioRender.com (Fig. 1A, Fig. 2D, Fig. 6B, Fig. EV2A, Fig. EV3E, Appendix Fig. 3A and Synopsis Figure).

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source Data for Expanded View and Appendix Figures

Expanded View Figures

## Data Availability

RNA sequencing data were deposited to Gene Expression Omnibus (GEO): small RNA sequencing (Fig. 1B–E): GSE261287; and RNA sequencing (Fig. 4A): GSE261288. Links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261287 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261288, respectively. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00410-y.

# Supplementary material for: miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice
**Source:** EMBO Rep. 2025 Mar 10;26(8):2121–45. doi: 10.1038/s44319-025-00410-y
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### **miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice**

Carlotta Gilardi, Helena C. Martins, Brunno R. Levone, Alessandra Lo Bianco, Silvia Bicker, Pierre-Luc Germain, Fridolin Gross, Ayse Özge Sungur, Theresa M. Kisko, Frederike Stein, Susanne Meinert, Rainer K. W. Schwarting, Markus Wöhr, Udo Dannlowski, Tilo Kircher, and Gerhard Schratt

#### **Table of Contents:**

|                          |         |
|--------------------------|---------|
| Appendix Table S1 .....  | page 2  |
| Appendix Table S2 .....  | page 3  |
| Appendix Figure S1 ..... | page 5  |
| Appendix Figure S2 ..... | page 7  |
| Appendix Figure S3 ..... | page 9  |
| Appendix Figure S4 ..... | page 11 |
| Appendix Figure S5 ..... | page 12 |
| Appendix Figure S6 ..... | page 14 |

## Appendix Tables

**Appendix Table S1.** Data from psychiatrically healthy female subjects (Control), or psychiatrically healthy female subjects with genetic predisposition for mood disorder (genetic risk – GR) or that suffered from childhood maltreatment (environmental risk – ER) (Vulnerability samples).

|                                  | Control        | ER              | GR             | P value |
|----------------------------------|----------------|-----------------|----------------|---------|
| <b><i>n</i></b>                  | 18             | 17              | 18             | N/A     |
| <b>Sex</b>                       | Female         | Female          | Female         | N/A     |
| <b>Age <math>\pm</math> S.D.</b> | 27.6 $\pm$ 7.1 | 34.9 $\pm$ 10.9 | 29.8 $\pm$ 9.5 | 0.11    |
| <b>CTQ <math>\pm</math> S.D.</b> | 29.7 $\pm$ 5.0 | 47.0 $\pm$ 10.4 | 30.2 $\pm$ 4.2 | <0.0001 |

Subjects used for miR-708-5p expression analysis in healthy controls (Control), healthy subjects with a history of Childhood Maltreatment (ER), healthy control with genetic risk (GR). One-way ANOVA was performed to evaluate significant differences between groups. S.D. standard deviation, CTQ: Childhood Maltreatment Questionnaire.

**Appendix Table S2. Sequence of all oligos used for cloning.**

| Name of the sequence                | Sequence (5'->3')                                                                                                                                                                                                                                     | Construct |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| Chimeric miR-708 hairpin A_Foreward | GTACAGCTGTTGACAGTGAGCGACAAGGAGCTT                                                                                                                                                                                                                     | hp708     |
| Chimeric miR-708 hairpin A_Reverse  | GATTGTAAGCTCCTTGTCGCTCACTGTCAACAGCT                                                                                                                                                                                                                   | hp708     |
| Chimeric miR-708 hairpin B_Foreward | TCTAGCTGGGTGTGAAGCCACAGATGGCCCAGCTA                                                                                                                                                                                                                   | hp708     |
| Chimeric miR-708 hairpin B_Reverse  | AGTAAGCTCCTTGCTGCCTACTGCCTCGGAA                                                                                                                                                                                                                       | hp708     |
| Chimeric miR-708 hairpin C_Foreward | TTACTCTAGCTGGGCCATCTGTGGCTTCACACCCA                                                                                                                                                                                                                   | hp708     |
| Chimeric miR-708 hairpin C_Reverse  | AGCTTTCCGAGGCAGTAGGCAGCAAGGAG                                                                                                                                                                                                                         | hp708     |
| Chimeric control hairpin A_Foreward | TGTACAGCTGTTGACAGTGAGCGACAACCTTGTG                                                                                                                                                                                                                    | hpCTL     |
| Chimeric control hairpin A_Reverse  | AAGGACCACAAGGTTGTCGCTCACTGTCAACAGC                                                                                                                                                                                                                    | hpCTL     |
| Chimeric control hairpin B_Foreward | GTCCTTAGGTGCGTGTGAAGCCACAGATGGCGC                                                                                                                                                                                                                     | hpCTL     |
| Chimeric control hairpin B_Reverse  | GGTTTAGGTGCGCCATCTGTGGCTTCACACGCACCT                                                                                                                                                                                                                  | hpCTL     |
| Chimeric control hairpin C_Foreward | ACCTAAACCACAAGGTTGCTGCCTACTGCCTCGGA                                                                                                                                                                                                                   | hpCTL     |
| Chimeric control hairpin C_Reverse  | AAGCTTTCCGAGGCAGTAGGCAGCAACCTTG                                                                                                                                                                                                                       | hpCTL     |
| miR-708-5p six TDMD sequence        | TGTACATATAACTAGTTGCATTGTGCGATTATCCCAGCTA<br>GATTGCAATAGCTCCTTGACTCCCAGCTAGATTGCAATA<br>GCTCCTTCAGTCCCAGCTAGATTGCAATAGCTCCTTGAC<br>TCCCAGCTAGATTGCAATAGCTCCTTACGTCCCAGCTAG<br>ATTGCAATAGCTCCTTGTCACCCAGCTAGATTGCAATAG<br>CTCCTTGATCGTAGCTAAGCTTGTGCGAC | sp708     |
| Control six TDMD sequence           | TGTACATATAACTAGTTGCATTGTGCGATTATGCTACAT<br>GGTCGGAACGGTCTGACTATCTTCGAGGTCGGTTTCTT<br>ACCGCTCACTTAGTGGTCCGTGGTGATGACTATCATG                                                                                                                            | spCTL     |

|                                       |                                                                                                    |                                  |
|---------------------------------------|----------------------------------------------------------------------------------------------------|----------------------------------|
|                                       | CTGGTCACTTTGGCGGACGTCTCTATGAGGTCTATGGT<br>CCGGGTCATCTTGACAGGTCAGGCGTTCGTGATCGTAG<br>CTAAGCTTGTCGAC |                                  |
| <b>PBS miR708-fw</b>                  | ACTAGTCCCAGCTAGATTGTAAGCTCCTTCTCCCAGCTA<br>GATTGTAAGCTCCTT                                         | pMIR-GLO-<br>2xPBS<br>miR-708-5p |
| <b>PBS miR708-rv</b>                  | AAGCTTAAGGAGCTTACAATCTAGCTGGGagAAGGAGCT<br>TACAATCTAGCTGGG                                         | pMIR-GLO-<br>2xPBS<br>miR-708-5p |
| <b>Nnat 3'-UTR fw</b>                 | TAAGCAGAGCTCCCCCAGCTCCCAGCCct                                                                      | pMiR-GLO-<br>Nnat3'UTR<br>-WT    |
| <b>feNnat 3'-UTR rv</b>               | TAAGCAGTCGACTTTTGGTGCACCCCCACT                                                                     | pMiR-GLO-<br>Nnat3'UTR<br>-WT    |
| <b>Nnat 3'-UTR<br/>mutagenesis fw</b> | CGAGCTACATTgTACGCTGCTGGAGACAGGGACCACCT<br>C                                                        | pMiR-GLO-<br>Nnat3'UTR<br>-mt    |
| <b>Nnat 3'-UTR<br/>mutagenesis rv</b> | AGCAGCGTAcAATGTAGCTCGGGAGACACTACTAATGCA<br>CACTT                                                   | pMiR-GLO-<br>Nnat3'UTR<br>-mt    |

## Appendix Figures

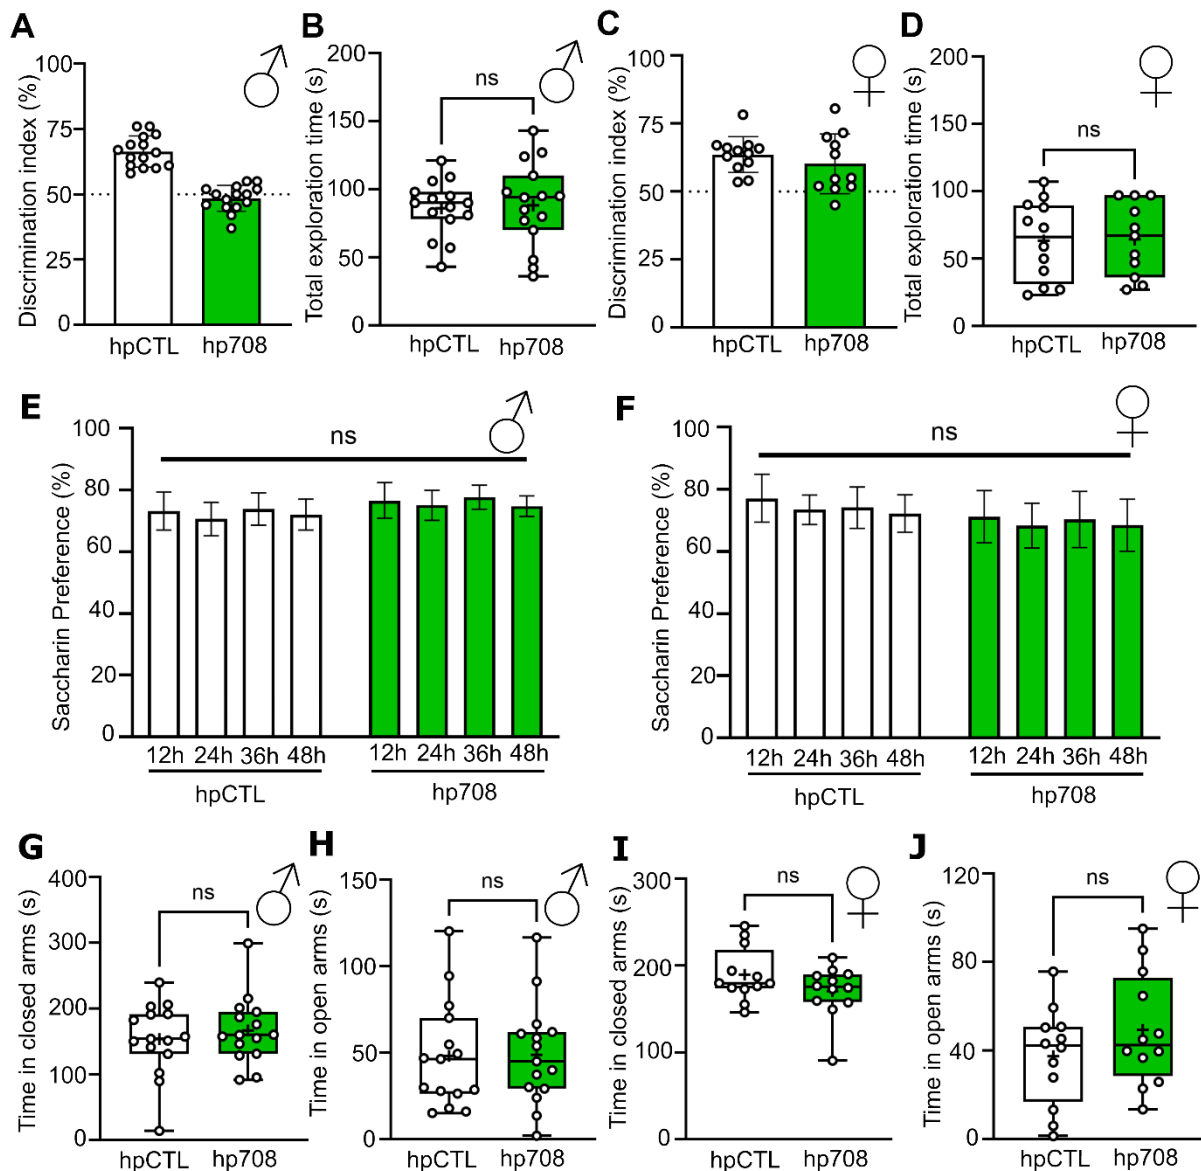

**Appendix Figure S1. Further behavioral characterization of miR-708-5p overexpression in mice. Refer to Fig. 3.**

- A.** Discrimination index calculated as time spent exploring novel object / time spent exploring novel and familiar objects for male mice male mice injected with the indicated rAAV (hpCTL or hp708, n=15 each) in the short-term memory NOR session (Fig. 3D). Data are represented as scattered dot plots with bar, mean  $\pm$  SD.
- B.** Time (s) male mice injected with the indicated rAAV (hpCTL or hp708, n=15 each) explored the familiar (F) and novel (N) object in the short-term memory NOR session (Fig. 3D). Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ns,  $p=0.8207$ .

- C.** Discrimination index calculated as time spent exploring novel object / time spent exploring novel and familiar objects for female mice male mice injected with the indicated rAAV (hpCTL n= 12, or hp708, n=11) in the short-term memory NOR session (Fig. 3E). Data are represented as scattered dot plots with bar, mean  $\pm$  SD.
- D.** Novel object recognition Test with 5 minutes break in between familiarization and novelty testing. Time (s) female mice injected with the indicated rAAV (hpCTL n= 12, or hp708, n=11) explored the familiar (F) and novel (N) object in the short-term memory NOR session (Fig. 3E). Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ns,  $p=0.9257$ .
- E.** Cumulative Saccharin Preference (%) of male mice injected with the indicated rAAV (hpCTL or hp708, n=10 each). Data are represented as bar plot and mean  $\pm$  SD. Two-way RM ANOVA: Timepoint x Group, ns,  $p=0.6645$ ; Timepoint, \*\*,  $p=0.0067$ ; Group, ns,  $p=0.1088$ . Šídák's post hoc test, hpCTL vs hp708: 12h, ns,  $p=0.6407$ ; 24h, ns,  $p=0.2698$ ; 36h, ns,  $p=0.3400$ ; 48h, ns,  $p=0.5744$ .
- F.** Cumulative Saccharin Preference (%) of female mice injected with the indicated rAAV (hpCTL n= 12, or hp708, n=11). Data are represented as bar plot and mean  $\pm$  SD. Two-way RM ANOVA: Timepoint x Group, ns,  $p=0.7385$ ; Timepoint, \*,  $p=0.0489$ ; Group, ns,  $p=0.1098$ . Šídák's post hoc test, hpCTL vs hp708: 12h, ns,  $p=0.3540$ ; 24h, ns,  $p=0.2635$ ; 36h, ns,  $p=0.7392$ ; 48h, ns,  $p=0.6978$ .
- G.** and **H.** Time (s) male mice injected with the indicated rAAV (hpCTL or hp708, n=15 each) spent in closed (G) or open arm (H) of the Elevated Plus Maze. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, open arms, ns,  $p=0.5091$ ; closed arms, ns,  $p=0.9516$ .
- I.** and **J.** Time (s) female mice injected with the indicated rAAV (hpCTL n= 12, or hp708, n=11) spent in closed (I) or open arm (J) of the Elevated Plus Maze. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, closed arms, ns,  $p=0.1412$ ; open arms, ns,  $p=0.2364$ .

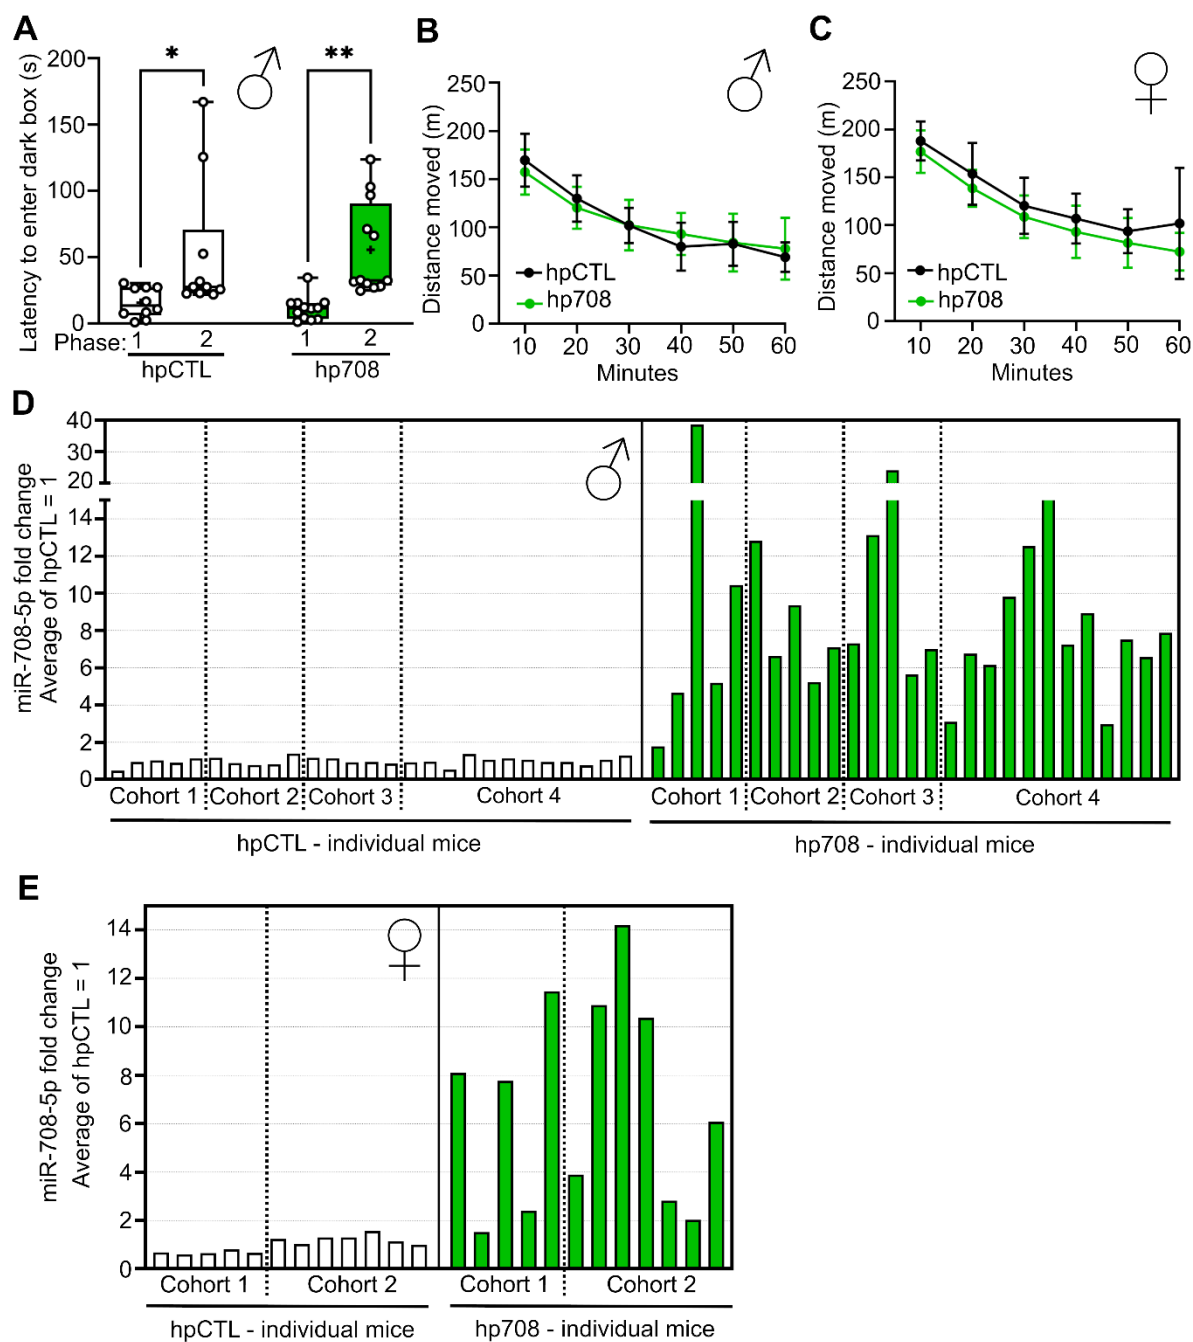

**Appendix Figure S2. Further characterization of miR-708-5p overexpression in mice. Refer to Fig. 3.**

**A. Passive Avoidance Test.** Latency (s) male mice injected with the indicated rAAV (hpCTL  $n = 10$ , or hp708,  $n = 12$ ) to enter the dark box in Phase 1 and Phase 2. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Phase  $\times$  Group, ns,  $p = 0.6815$ ; Phase, \*\*\*,  $p = 0.0003$ ; Group, ns,  $p = 0.9451$ . Šídák's post hoc test, Phase 1 vs Phase 2: hpCTL, \*,  $p = 0.0265$ ; hp708, \*\*,  $p = 0.0036$ .

- B.** Total Distance travelled (cm) in the open field (over 60 min) by male mice injected with the indicated rAAV (hpCTL n=14, or hp708, n=12). Data are represented as XY axis with Mean  $\pm$  SD.
- C.** Total Distance travelled (cm) in the open field (over 60 min) by female mice injected with the indicated rAAV (hpCTL n= 12, or hp708, n=11). Data are represented as XY axis with Mean  $\pm$  SD.
- D. and E.** miR-708-5p qPCR analysis of total RNA isolated from mouse hippocampi upon miR-708-5p overexpression after behavioral characterization. Each bar corresponds to one animal, for male (D) or female (E) mice. Data are represented as a nested bar graph, with the individual values being normalized to the average of the hpCTL group (set at 1).

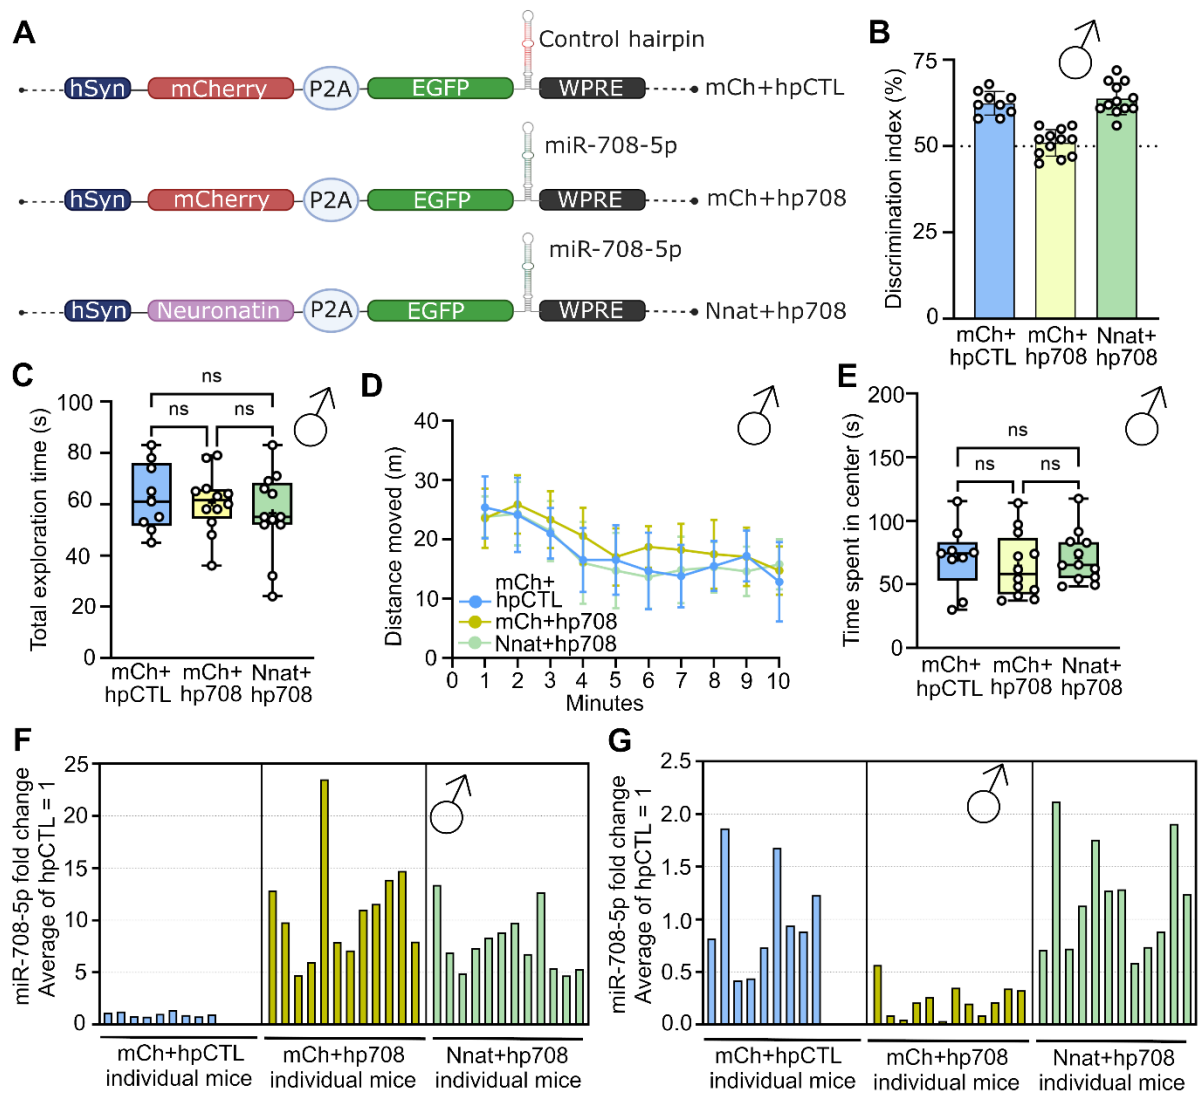

**Appendix Figure S3. Further characterization of Neuronatin rescue of miR-708-5p overexpression experiment. Refer to Fig. 5.**

- A.** Schematic representation of the three rAAV constructs used in the rescue experiment.
- B.** Discrimination index (Fig. 5A) calculated as time spent exploring novel object / time spent exploring novel and familiar objects in the Novel object recognition test (short-term memory session) by male mice injected with mCherry-hpCTL (mCh+hpCTL, n=9), mCherry-hp708 (mCh+hp708, n=12), or Nnat+hp708 (n=12) viruses. Data are represented as scattered dot plots with bar, mean  $\pm$  SD.
- C.** Time (s) male mice injected with mCh+hpCTL (n=9), mCh+hp708 (n=12), or Nnat-P2A-hp708 (n=12) viruses explored the familiar (F) and novel (N) objects in the Novel object recognition test (short-term memory session, Fig. 5A). Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). One-way ANOVA, mCh+hpCTL vs

mCh+hp708, ns,  $p=0.9439$ ; mCh+hpCTL vs Nnat+hp708, ns,  $p=0.5747$ ; mCh+hp708 vs Nnat+hp708,  $p=0.7396$ .

- D.** Open Field Test. Total Distance travelled (cm) by male mice injected with mCh+hpCTL (n=9), mCh+hp708 (n=12), or Nnat+hp708 (n=12) viruses in the open field (over 10 min). Data are represented as XY axis with Mean  $\pm$  SD.
- E.** Time (s) male mice injected with mCherry-P2A-hpCTL (n=9), mCherry-P2A-hp708 (n=12), or Nnat-P2A-hp708 (n=12) viruses spent exploring the center of the open field arena. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). One-way ANOVA, mCh+hpCTL vs mCh+hp708, ns,  $p=0.8167$ ; mCh+hpCTL vs Nnat+hp708, ns,  $p>0.9999$ ; mCh+hp708 vs Nnat+hp708,  $p=0.7917$ .
- F.** miR-708-5p qPCR analysis of total RNA isolated from mouse hippocampi upon miR-708-5p overexpression with or without the co-overexpression of *Nnat* after behavioral characterization. Each bar corresponds to one animal. Data are represented as nested bar graphs.
- G.** *Nnat* qPCR analysis of total RNA isolated from mouse hippocampi upon miR-708-5p overexpression with or without the co-overexpression of *Nnat* after behavioral characterization. Each bar corresponds to one animal. Data are represented as nested bar graphs.

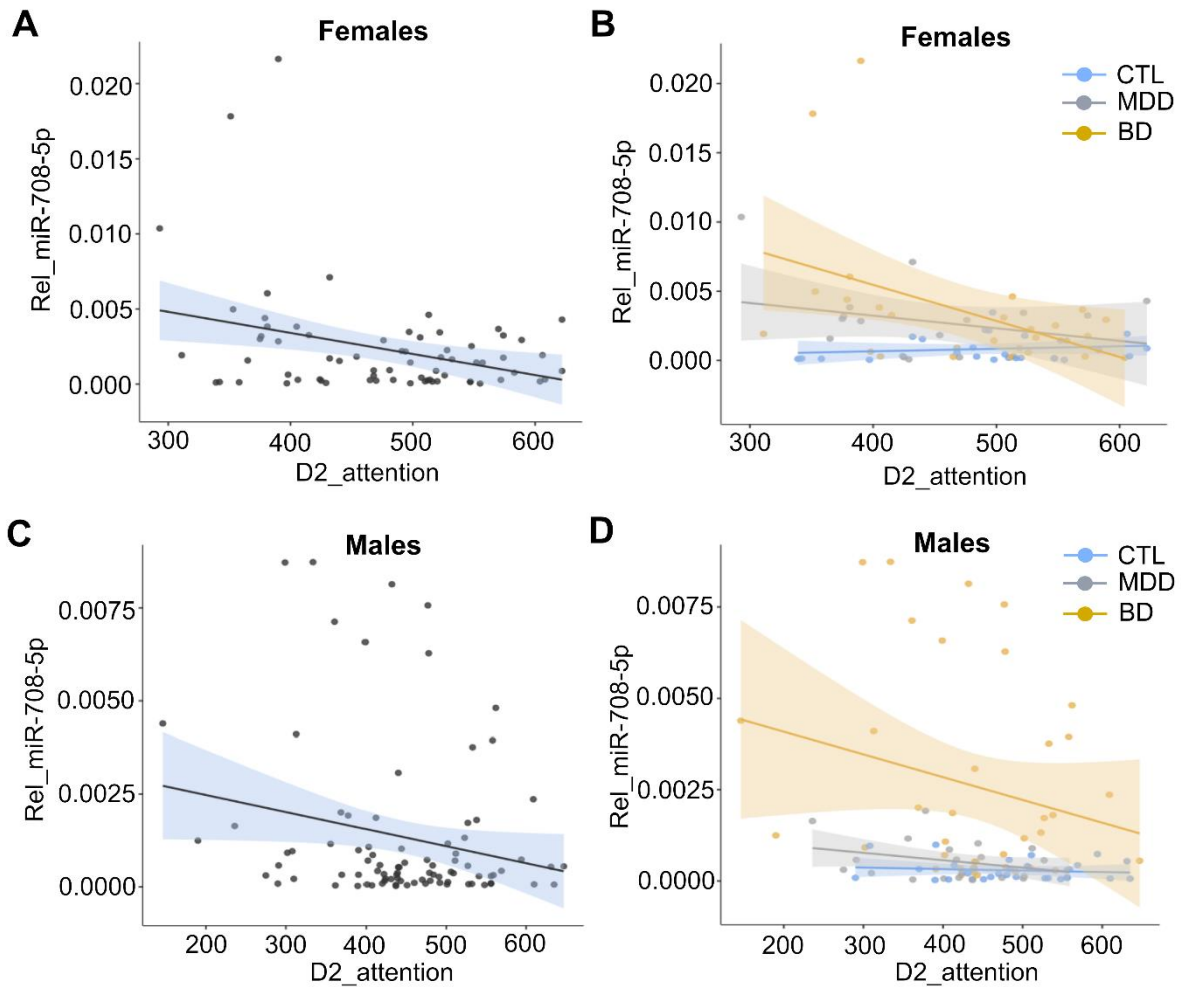

**Appendix Figure S4. Correlation between attention (D2 test) and miR-708-5p in males and females, and by group. Refer to Fig. 6.**

- A.** Pearson correlation plot of miR-708-5p peripheral levels and attention (d2 test) in all female participants (healthy control (HC) + MDD + BD, n=70), \*\*\*,  $p=0.006$ ,  $r=-0.324$ .
- B.** Pearson correlation plot of miR-708-5p peripheral levels and attention (d2 test) in all female participants (healthy control (HC) + MDD + BD, n=70), split by disorder group.
- C.** Pearson correlation plot of miR-708-5p peripheral levels and attention (d2 test) in all male participants (healthy control (HC) + MDD + BD, n=92), \*,  $p=0.047$ ,  $r=-0.221$ .
- D.** Pearson correlation plot of miR-708-5p peripheral levels and attention (d2 test) in all male participants (healthy control (HC) + MDD + BD, n=92), split by disorder group.

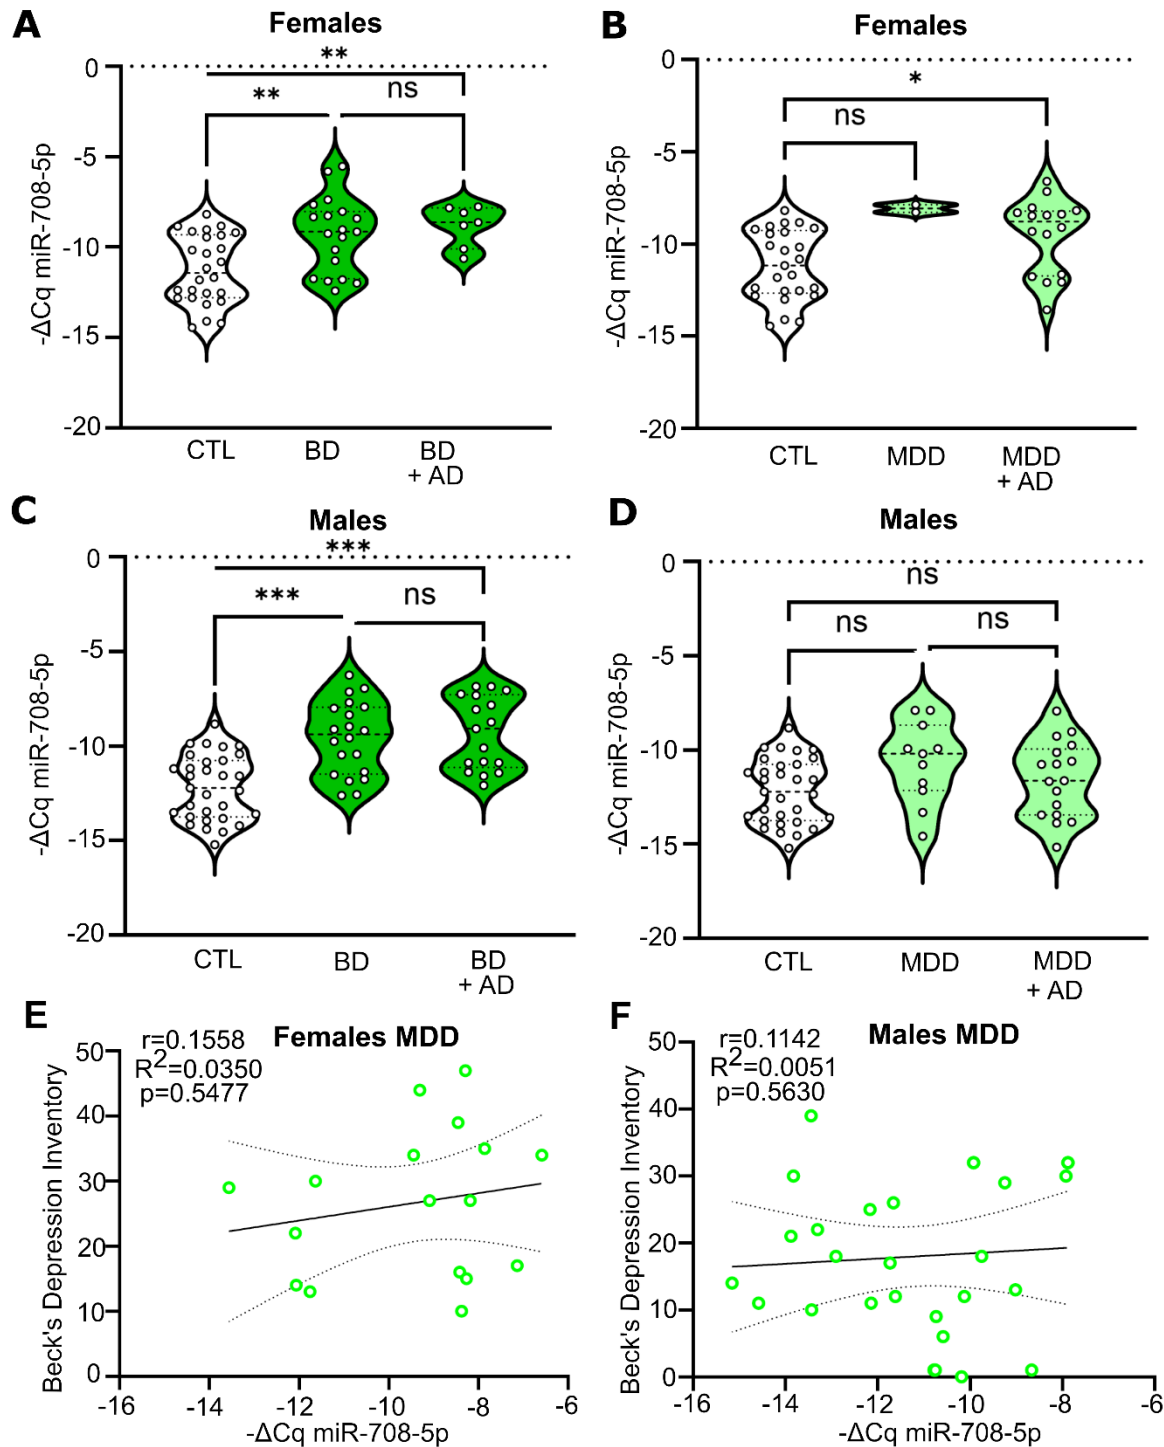

**Appendix Figure S5. miR-708-5p expression levels in BD and MDD groups by the use (or not) of antidepressants, and correlation with the Beck's Depression Inventory score. Refer to Fig. 6.**

**A.** miR-708-5p qPCR analysis of total RNA isolated from PBMCs of female subjects (control,  $n=26$ ; BD,  $n=19$ ; BD+AD,  $n=7$ ). Kruskal Wallis Test, Post hoc Dunn's Test: Control vs BD: \*\*,  $p=0.0091$ , Control vs BD+AD: \*\*,  $p=0.0089$ , BD vs BD+AD: ns,  $p>0.9999$ . Data are presented as violin plots with median, quartiles and data points.

- B.** miR-708-5p qPCR analysis of total RNA isolated from PBMCs of female subjects (control, n=26; MDD, n= 2; MDD+AD, n=16). Kruskal Wallis Test, Post hoc Dunn's: Control vs MDD: ns, p=0.0532, Control vs MDD+AD: ns, p=0.0295, MDD vs MDD+AD: ns, p=0.6661. Data are presented as violin plots with median, quartiles and data points.
- C.** miR-708-5p qPCR analysis of total RNA isolated from PBMCs of male subjects (control, n=31; BD, n= 20; BD+AD, n=17). Kruskal Wallis Test, Post hoc Dunn's Test: Control vs BD: \*\*\*, p=0.0004, Control vs BD+AD: \*\*\*, p=0.0002, BD vs BD+AD: ns, p>0.9999. Data are presented as violin plots with median, quartiles and data points.
- D.** miR-708-5p qPCR analysis of total RNA isolated from PBMCs of male subjects (control, n=31; MDD, n= 11; MDD+AD, n=17). One-way ANOVA, Post hoc Tukey's test: Control vs MDD: ns, p=0.0626, Control vs MDD+AD: ns, p=0.5181, MDD vs MDD+AD: ns, p=0.4368. Data are presented as violin plots with median, quartiles and data points.
- E.** Correlation plot between the peripheral levels of miR-708-5p in female MDD samples (n=18) and Beck's Depression Inventory. Spearman correlation coefficient with two-tailed analysis. Data are presented as XY tables.
- F.** Correlation plot between the peripheral levels of miR-708-5p in male MDD samples (n=28) and Beck's Depression Inventory. Spearman correlation coefficient with two-tailed analysis. Data are presented as XY tables.

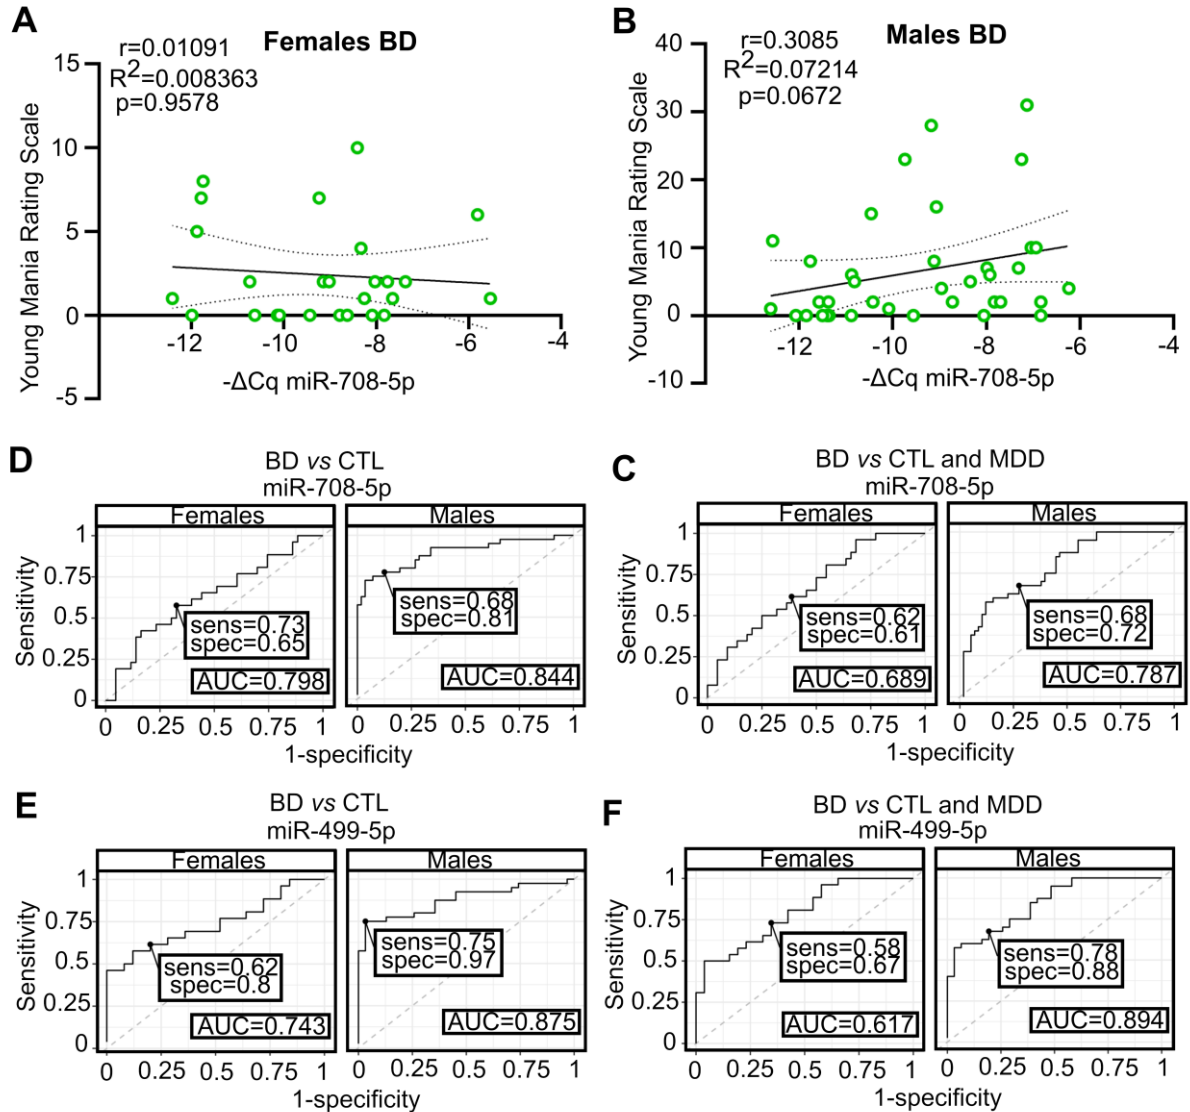

**Appendix Figure S6. miR-708-5p expression levels and correlation with the Young Mania Rating Scale score and ROC for BD vs CTL or vs CTL and MDD for either miR-708-5p or miR-499-5p. Refer to Fig. 6.**

- A.** Correlation plot between the peripheral levels of miR-708-5p in female BD samples (n=26) and Young Mania Rating Scale. Spearman correlation coefficient with two-tailed analysis. Data are presented as XY tables.
- B.** Correlation plot between the peripheral levels of miR-708-5p in male BD samples (n=37) and Young Mania Rating Scale. Spearman correlation coefficient with two-tailed analysis. Data are presented as XY tables.
- C. and D.** ROC curves of miR-708-5p expression in female (left) and male (right) subjects to discriminate BD vs controls (C) and BD vs controls and MDD samples (D). The indicated thresholds are the closest point to the optimal (i.e., top-left).

**E.** and **F.** ROC curves of miR-499-5p expression in female (left) and male (right) subjects to discriminate BD vs controls (E) and BD vs controls and MDD samples (F). The indicated thresholds are the closest point to the optimal (i.e. top-left).

# Supplementary material for: miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice
**Source:** EMBO Rep. 2025 Mar 10;26(8):2121–45. doi: 10.1038/s44319-025-00410-y
**Supplement:** Supplementary file 6 — Source data Fig. 4

**Neuronatin – full membrane**

hp:

708

708

708

CTL

CTL

CTL

708

CTL

**Neuronatin – cropped (Fig. EV3C)**

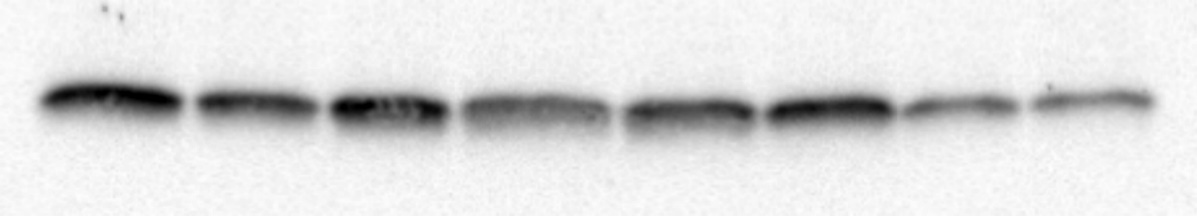

hpCTL hp708 hpCTL hp708 hpCTL hp708 hpCTL hp708

**Neuronatin – cropped (Fig. 4E)**

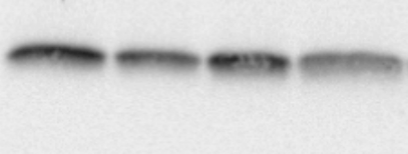

hpCTL hp708 hpCTL hp708

**Tubulin – full membrane**

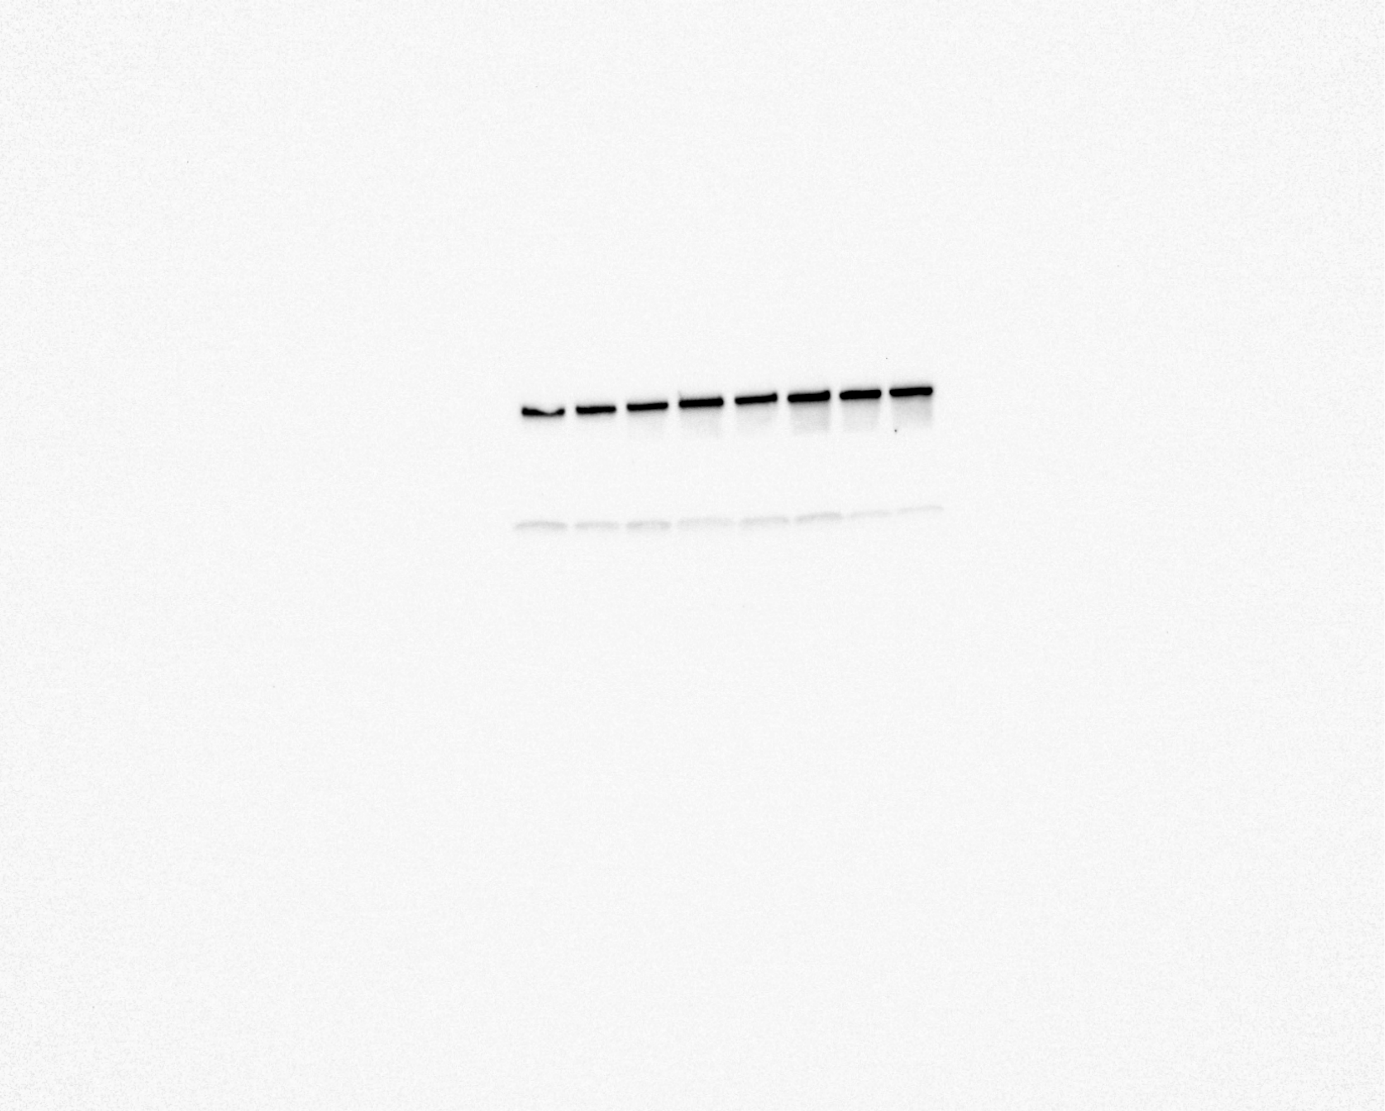

708

708

708

708

CTL

CTL

CTL

CTL

hp:

**Tubulin – cropped (Fig. EV3C)**

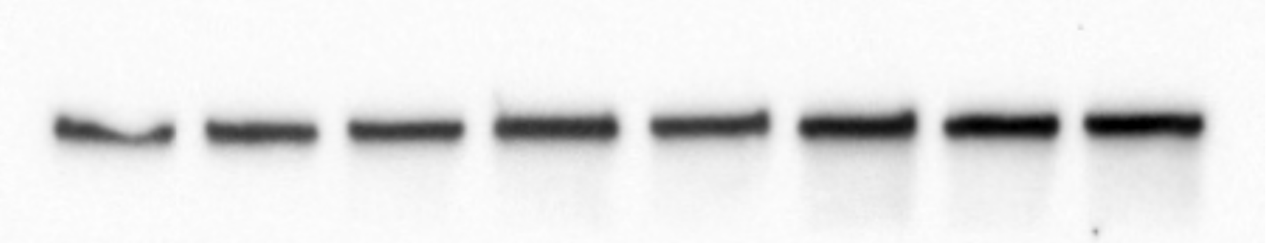

hpCTL hp708 hpCTL hp708 hpCTL hp708 hpCTL hp708

**Tubulin – cropped (Fig. 4E)**

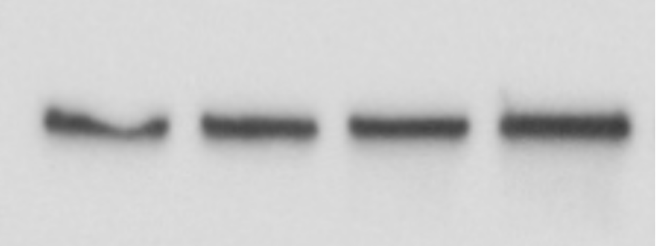

hpCTL hp708 hpCTL hp708

# Supplementary material for: miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice
**Source:** EMBO Rep. 2025 Mar 10;26(8):2121–45. doi: 10.1038/s44319-025-00410-y
**Supplement:** Supplementary file 8 — Source data Fig. 6

Carlotta mir marker

Code 

- Show All Code
- Hide All Code

# Carlotta mir marker

#### Pierre-Luc Germain

#### 2023-05-25

```
knitr::opts_chunk$set(dev = "ragg_png")

suppressPackageStartupMessages({
  library(readxl)
  library(ggplot2)
  library(cowplot)
  library(glmnet)
})
```

```
doEval <- function(ef,val="2^-deltacq"){
  ef <- ef[order(-ef[[val]]),]
  ef$sens <- cumsum(ef$Group=="BD")/sum(ef$Group=="BD")
  ef$spec1 <- cumsum(ef$Group!="BD")/sum(ef$Group!="BD")
  ef$sensVC <- cumsum(ef$Group=="BD")/sum(ef$Group=="BD")
  ef$spec1VC <- cumsum(ef$Group=="Control")/sum(ef$Group=="Control")
  return(ef)
}

rocp <- function(x, facet=~Sex, val="2^-deltacq", vsAll=TRUE, title=NULL){
  x <- as.data.frame(x)[c(1,seq_len(nrow(x))),]
  x[1,c("sens","spec1","spec1VC","sensVC")] <- 0
  if(vsAll){
    if(is.null(title)) title <- "BD vs controls and MDD"
    av <- c("spec1","sens")
  }else{
    if(is.null(title)) title <- "BD vs controls"
    x <- x[x$Group!="MDD",]
    av <- c("spec1VC","sensVC")
  }
  p1 <- ggplot(x, aes_string(av[1],av[2])) +
    geom_abline(slope=1, linetype="dashed", col="grey") + geom_line() + 
    labs(x="1-specificity", y="Sensitivity", title=title) + theme_bw()
  if(!is.null(facet)) p1 <- p1 + facet_wrap(facet)
  if(!is.null(val)){
    if(!is.null(facet)){
      fname <- attr(terms(facet),"term.labels")
      sp <- x[,fname]
      sp <- split(x, sp)
      aucs <- dplyr::bind_rows(lapply(sp, FUN=function(x){
        data.frame(auc=PRROC::roc.curve(x[x$Group=="BD",val],x[x$Group!="BD",val])$auc)
      }), .id=fname)
      th <- dplyr::bind_rows(lapply(sp, FUN=function(x){
        y <- setNames(doThres(x[[av[2]]], x[[av[1]]]),av[2:1])
        y <- as.data.frame(as.list(y))
        y[[fname]] <- x[[fname]][1]
        y
      }))
    }else{
      aucs <- data.frame(auc=PRROC::roc.curve(x[x$Group=="BD",val],x[x$Group!="BD",val])$auc)
      th <- setNames(doThres(x[[av[2]]], x[[av[1]]]),av[2:1])
      th <- as.data.frame(as.list(th))
    }
    aucs$auc <- paste("AUC=",round(aucs$auc,3))
    th$label <- paste0("sens=",round(th[,1],2),"\n","spec=",round(th[,2],2))
    p1 <- p1 + geom_point(data=th) + 
      ggrepel::geom_text_repel(data=th, aes(label=label), min.segment.length=0,
                               nudge_y=-0.2, nudge_x=0.2) +
      geom_text(data=aucs, aes(label=auc), x=0.85,y=0.15)
    
  }
  p1
}

doThres <- function(sens,spec1){
  w <- which.min(sqrt((1-sens)^2+(spec1)^2))
  c(sens[w],spec1[w])
}
```

# Mir-708

```
e <- read_excel("carlotta_mir_marker.xlsx", sheet=5)
d <- dplyr::bind_rows(lapply(split(e, e$Sex), FUN=doEval))
plot_grid(rocp(d, ~Sex, val="2^-deltacq"),
          rocp(d, ~Sex, val="2^-deltacq", vsAll=FALSE), nrow=2)
```

# Mir-499

```
e2 <- read_excel("carlotta_mir_marker.xlsx", sheet=1)
e3 <- read_excel("carlotta_mir_marker.xlsx", sheet=3)
e2 <- rbind(e2,e3)
d2 <- dplyr::bind_rows(lapply(split(e2, e2$sex), val="2^-deltaCq", FUN=doEval))
plot_grid(rocp(d2, ~sex, val="2^-deltaCq"),
          rocp(d2, ~sex, val="2^-deltaCq", vsAll=FALSE), nrow=2)
```

# Combination

```
e$mir708 <- scale(log2(e$`2^-deltacq`))
e2$mir499 <- scale(log2(e2$`2^-deltaCq`))
m <- merge(e, e2, by.x="ID",by.y="Sample")
m$Sex <- as.integer(m$Sex=="female")
preds <- as.matrix(m[,c("Sex","mir708","mir499")])
set.seed(123)
mod <- cv.glmnet(preds, m$Group.x=="BD", family="binomial", nfolds=3, type.measure="auc", lambda=c(0.0001,0))
m$predicted <- predict(mod, newx=preds)
m$Group <- m$Group.x
m$sum <- m$mir499+m$mir708
```

## Simple sum of scaled values

```
d3 <- dplyr::bind_rows(lapply(split(m, m$sex), val="sum", FUN=doEval))
plot_grid(rocp(d3, ~sex, val="sum"),
          rocp(d3, ~sex, val="sum", vsAll=FALSE), nrow=2)
```

Without splitting sex:

```
d3 <- doEval(m, val="sum")
plot_grid(rocp(d3, NULL, val="sum"),
          rocp(d3, NULL, val="sum", vsAll=FALSE), nrow=1)
```

## Logistic regression

```
d3 <- dplyr::bind_rows(lapply(split(m, m$sex), val="predicted", FUN=doEval))
plot_grid(rocp(d3, ~sex, val="predicted"),
          rocp(d3, ~sex, val="predicted", vsAll=FALSE), nrow=2)
```

Without splitting sex:

```
d3 <- doEval(m, val="predicted")
plot_grid(rocp(d3, NULL, val="predicted"),
          rocp(d3, NULL, val="predicted", vsAll=FALSE), nrow=1)
```

### Training only on males

```
mm <- m[m$sex=="Male",]
set.seed(123)
preds <- as.matrix(mm[,c("mir708","mir499")])
mod <- cv.glmnet(preds, mm$Group.x=="BD", nfolds=3, family="binomial", type.measure="auc", lambda=c(0.0001,0))
mm$predicted <- predict(mod, newx=preds)
mm$Group <- mm$Group.x
mm <- doEval(mm, val="predicted")
rocp(mm, NULL, val="predicted") + theme(aspect.ratio = 1)
```

# Supplementary material for: miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice
**Source:** EMBO Rep. 2025 Mar 10;26(8):2121–45. doi: 10.1038/s44319-025-00410-y
**Supplement:** Supplementary file 9 — Source Data for Expanded View and Appendix Figures

Carlotta mir marker

Code 

- Show All Code
- Hide All Code

# Carlotta mir marker

#### Pierre-Luc Germain

#### 2023-05-25

```
knitr::opts_chunk$set(dev = "ragg_png")

suppressPackageStartupMessages({
  library(readxl)
  library(ggplot2)
  library(cowplot)
  library(glmnet)
})
```

```
doEval <- function(ef,val="2^-deltacq"){
  ef <- ef[order(-ef[[val]]),]
  ef$sens <- cumsum(ef$Group=="BD")/sum(ef$Group=="BD")
  ef$spec1 <- cumsum(ef$Group!="BD")/sum(ef$Group!="BD")
  ef$sensVC <- cumsum(ef$Group=="BD")/sum(ef$Group=="BD")
  ef$spec1VC <- cumsum(ef$Group=="Control")/sum(ef$Group=="Control")
  return(ef)
}

rocp <- function(x, facet=~Sex, val="2^-deltacq", vsAll=TRUE, title=NULL){
  x <- as.data.frame(x)[c(1,seq_len(nrow(x))),]
  x[1,c("sens","spec1","spec1VC","sensVC")] <- 0
  if(vsAll){
    if(is.null(title)) title <- "BD vs controls and MDD"
    av <- c("spec1","sens")
  }else{
    if(is.null(title)) title <- "BD vs controls"
    x <- x[x$Group!="MDD",]
    av <- c("spec1VC","sensVC")
  }
  p1 <- ggplot(x, aes_string(av[1],av[2])) +
    geom_abline(slope=1, linetype="dashed", col="grey") + geom_line() + 
    labs(x="1-specificity", y="Sensitivity", title=title) + theme_bw()
  if(!is.null(facet)) p1 <- p1 + facet_wrap(facet)
  if(!is.null(val)){
    if(!is.null(facet)){
      fname <- attr(terms(facet),"term.labels")
      sp <- x[,fname]
      sp <- split(x, sp)
      aucs <- dplyr::bind_rows(lapply(sp, FUN=function(x){
        data.frame(auc=PRROC::roc.curve(x[x$Group=="BD",val],x[x$Group!="BD",val])$auc)
      }), .id=fname)
      th <- dplyr::bind_rows(lapply(sp, FUN=function(x){
        y <- setNames(doThres(x[[av[2]]], x[[av[1]]]),av[2:1])
        y <- as.data.frame(as.list(y))
        y[[fname]] <- x[[fname]][1]
        y
      }))
    }else{
      aucs <- data.frame(auc=PRROC::roc.curve(x[x$Group=="BD",val],x[x$Group!="BD",val])$auc)
      th <- setNames(doThres(x[[av[2]]], x[[av[1]]]),av[2:1])
      th <- as.data.frame(as.list(th))
    }
    aucs$auc <- paste("AUC=",round(aucs$auc,3))
    th$label <- paste0("sens=",round(th[,1],2),"\n","spec=",round(1-th[,2],2))
    p1 <- p1 + geom_point(data=th) + 
      ggrepel::geom_text_repel(data=th, aes(label=label), min.segment.length=0,
                               nudge_y=-0.2, nudge_x=0.2) +
      geom_text(data=aucs, aes(label=auc), x=0.85,y=0.15)
    
  }
  p1
}

doThres <- function(sens,spec1){
  w <- which.min(sqrt((1-sens)^2+(spec1)^2))
  c(sens[w],spec1[w])
}
```

# Mir-708

```
e <- read_excel("carlotta_mir_marker.xlsx", sheet=5)
d <- dplyr::bind_rows(lapply(split(e, e$Sex), FUN=doEval))
plot_grid(rocp(d, ~Sex, val="2^-deltacq"),
          rocp(d, ~Sex, val="2^-deltacq", vsAll=FALSE), nrow=2)
```

```
## Warning: `aes_string()` was deprecated in ggplot2 3.0.0.
## ℹ Please use tidy evaluation idioms with `aes()`.
## ℹ See also `vignette("ggplot2-in-packages")` for more information.
## This warning is displayed once every 8 hours.
## Call `lifecycle::last_lifecycle_warnings()` to see where this warning was
## generated.
```

# Mir-499

```
e2 <- read_excel("carlotta_mir_marker.xlsx", sheet=1)
e3 <- read_excel("carlotta_mir_marker.xlsx", sheet=3)
e2 <- rbind(e2,e3)
d2 <- dplyr::bind_rows(lapply(split(e2, e2$sex), val="2^-deltaCq", FUN=doEval))
plot_grid(rocp(d2, ~sex, val="2^-deltaCq"),
          rocp(d2, ~sex, val="2^-deltaCq", vsAll=FALSE), nrow=2)
```

# Combination

```
e$mir708 <- scale(log2(e$`2^-deltacq`))
e2$mir499 <- scale(log2(e2$`2^-deltaCq`))
m <- merge(e, e2, by.x="ID",by.y="Sample")
m$Sex <- as.integer(m$Sex=="female")
preds <- as.matrix(m[,c("Sex","mir708","mir499")])
set.seed(123)
mod <- cv.glmnet(preds, m$Group.x=="BD", family="binomial", nfolds=3, type.measure="auc", lambda=c(0.0001,0))
m$predicted <- predict(mod, newx=preds)
m$Group <- m$Group.x
m$sum <- m$mir499+m$mir708
```

## Simple sum of scaled values

```
d3 <- dplyr::bind_rows(lapply(split(m, m$sex), val="sum", FUN=doEval))
plot_grid(rocp(d3, ~sex, val="sum"),
          rocp(d3, ~sex, val="sum", vsAll=FALSE), nrow=2)
```

Without splitting sex:

```
d3m <- d3[d3$sex=="Male",]
pdf("malesOnly.sum.ROC.pdf", width=3,height=3)
rocp(d3m, NULL, val="sum") + labs(subtitle="Males only")
dev.off()
```

```
## pdf 
##   2
```

```
d3 <- doEval(m, val="sum")
pdf("sexesTogether.sum.ROC.pdf", width=3,height=3)
rocp(d3, NULL, val="sum") + labs(subtitle="Both sexes together")
dev.off()
```

```
## pdf 
##   2
```

```
plot_grid(rocp(d3, NULL, val="sum"),
          rocp(d3, NULL, val="sum", vsAll=FALSE), nrow=1)
```

## Logistic regression

```
d3 <- dplyr::bind_rows(lapply(split(m, m$sex), val="predicted", FUN=doEval))
plot_grid(rocp(d3, ~sex, val="predicted"),
          rocp(d3, ~sex, val="predicted", vsAll=FALSE), nrow=2)
```

Without splitting sex:

```
d3 <- doEval(m, val="predicted")
plot_grid(rocp(d3, NULL, val="predicted"),
          rocp(d3, NULL, val="predicted", vsAll=FALSE), nrow=1)
```

### Training only on males

```
mm <- m[m$sex=="Male",]
set.seed(123)
preds <- as.matrix(mm[,c("mir708","mir499")])
mod <- cv.glmnet(preds, mm$Group.x=="BD", nfolds=3, family="binomial", type.measure="auc", lambda=c(0.0001,0))
mm$predicted <- predict(mod, newx=preds)
mm$Group <- mm$Group.x
mm <- doEval(mm, val="predicted")
rocp(mm, NULL, val="predicted") + theme(aspect.ratio = 1)
```

# Supplementary material for: miR-708-5p is elevated in bipolar patients and can induce mood disorder-associated behavior in mice
**Source:** EMBO Rep. 2025 Mar 10;26(8):2121–45. doi: 10.1038/s44319-025-00410-y
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

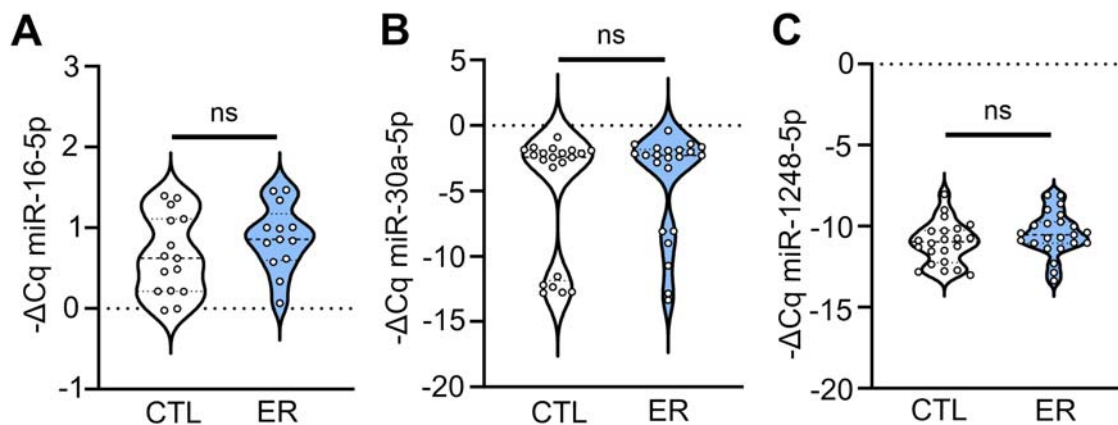

**Figure EV1. Unrelated miRNAs tested by qPCR as negative controls for the CTL vs ER small-RNA sequencing.**

(A) miR-16-5p qPCR analysis of total RNA isolated from PBMCs of CTL ( $n = 15$ ) and ER ( $n = 13$ ) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. (B) miR-30a-5p qPCR analysis of total RNA isolated from PBMCs of CTL ( $n = 15$ ) and ER ( $n = 16$ ) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. (C) miR-1248-5p qPCR analysis of total RNA isolated from PBMCs of CTL ( $n = 16$ ) and ER ( $n = 17$ ) subjects. Unpaired t-test, ns. Data are presented as violin plots with median, quartiles and data points. Source data are available online for this figure.

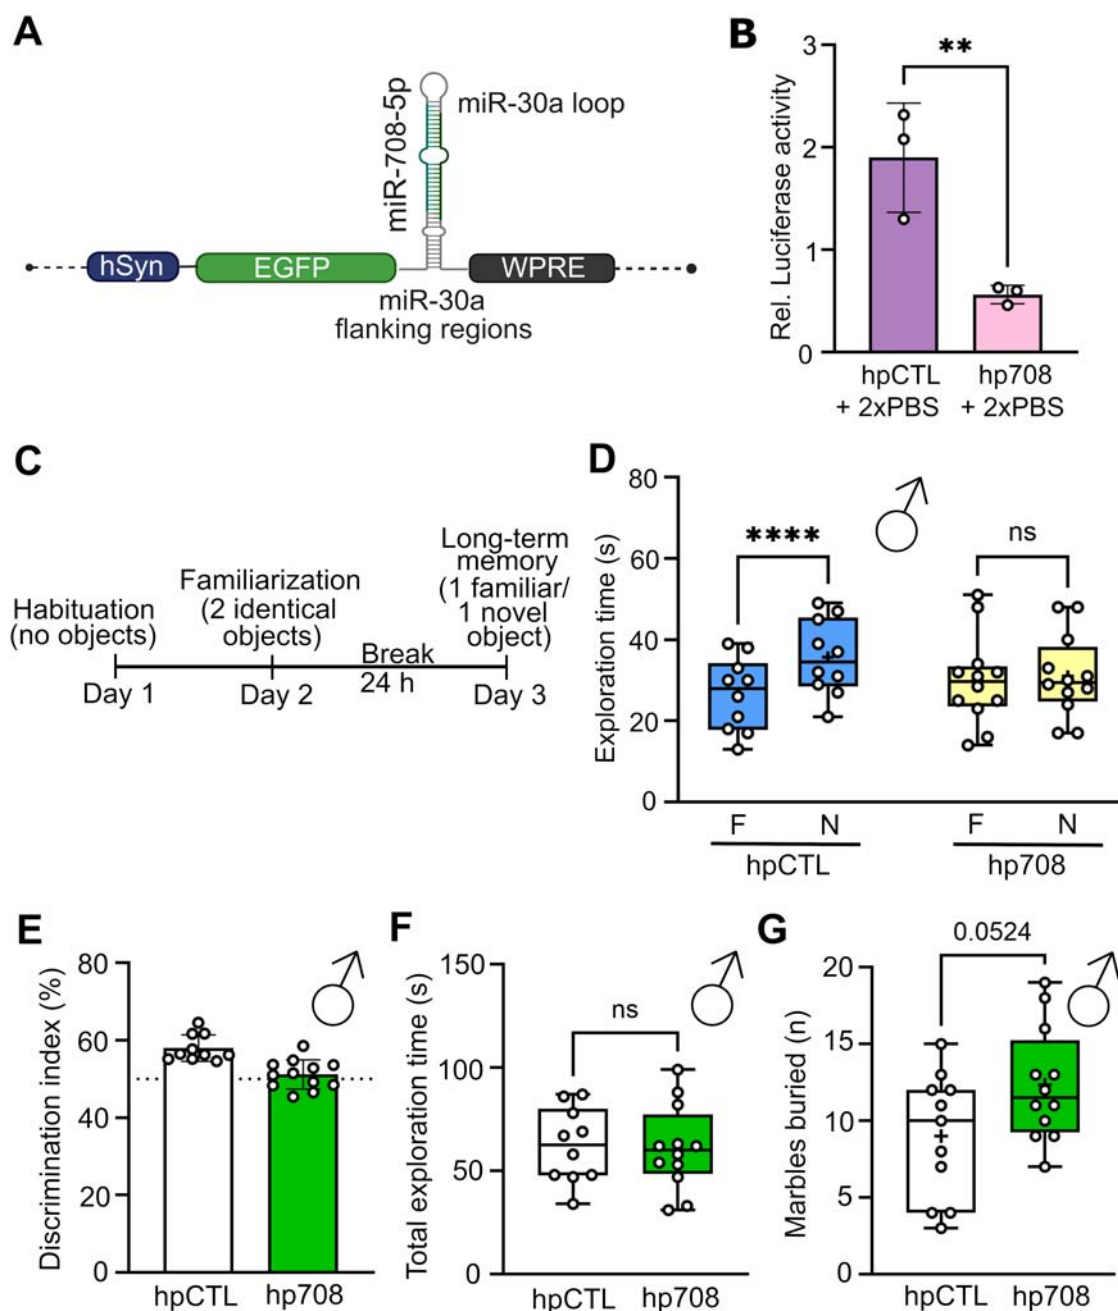

**Figure EV2. Total time exploring objects (novel plus familiar) and discrimination index for the novel object test.**

Related to Fig. 3. (A) Schematic representation of the miR-708-5p overexpressing hairpin (hp708), placed in the 3'-UTR of EGFP. (B) Relative luciferase activity of rat hippocampal neurons transfected with the indicated plasmid (hpCTL or hp708) and a luciferase reporter expressing 2x Perfect Binding sites (PBS) for miR-708-5p. Data are represented as scattered dot plots with bar, mean  $\pm$  SD ( $n = 3$  biological replicates). Ratio paired t-test, two-tailed,  $**p = 0.0057$ . (C) Schematic representation of the Novel Object Recognition (NOR) test for long-term memory. The break between the familiarization and the long-term memory sessions is of 24 h. (D) Time (s) male mice injected with the indicated rAAV (hpCTL  $n = 10$ , hp708,  $n = 12$ ) explored either the familiar (F) or novel (N) object. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Two-way RM ANOVA: Novelty  $\times$  Group,  $***p = 0.0004$ ; Novelty,  $****p < 0.0001$ ; Group, ns,  $p = 0.8830$ . Šidák's post hoc test, F vs N: hpCTL,  $****p < 0.0001$ ; hp708, ns,  $p = 0.6735$ . (E) Discrimination index calculated as time spent exploring novel object/time spent exploring novel and familiar objects for male mice injected with the indicated rAAV (hpCTL  $n = 12$ , hp708,  $n = 11$ ) in the Novel Object Recognition long-term session. Data are represented as scattered dot plots with bar, mean  $\pm$  SD. (F) Time (s) male mice injected with the indicated rAAV (hpCTL  $n = 12$ , hp708,  $n = 11$ ) explored the familiar (F) and novel (N) object in the Novel Object Recognition long-term session. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test, ns,  $p = 0.8869$ . (G) Number of marbles male mice injected with the indicated rAAV (hpCTL  $n = 11$ , hp708,  $n = 12$ ) buried in 30 min. Data are represented as box plot with whiskers and data points (+: mean, line: median; whiskers: minimum and maximum values). Unpaired t-test,  $p = 0.0524$ . Source data are available online for this figure.

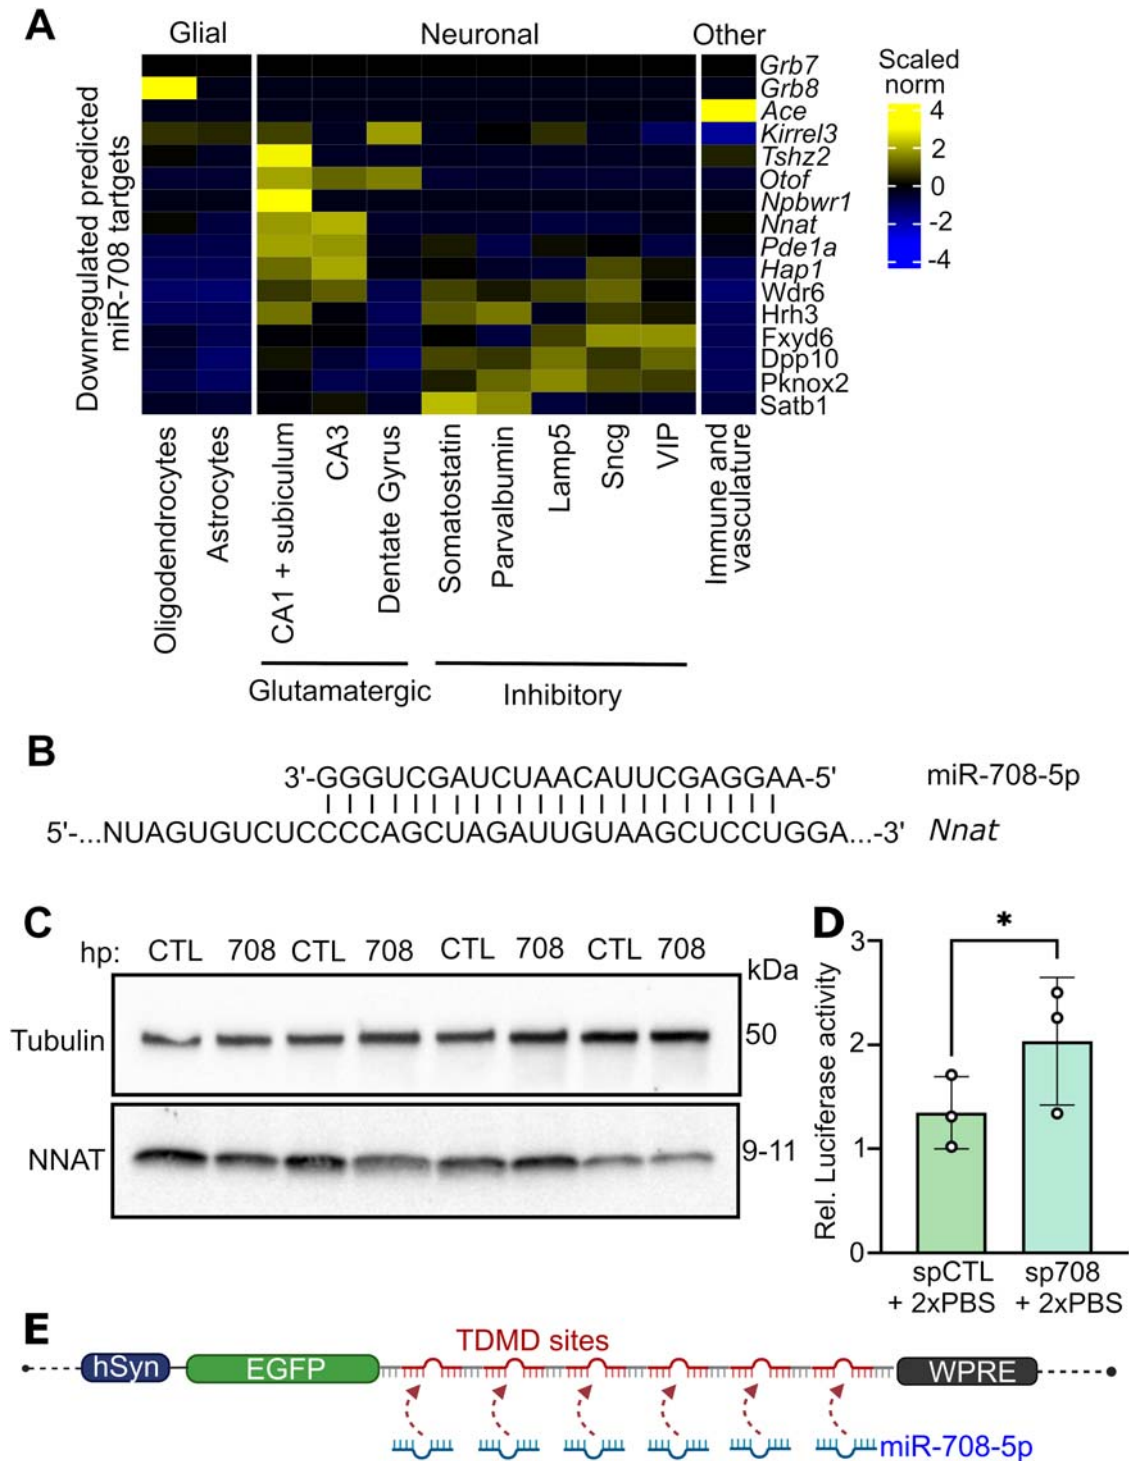

**Figure EV3. Validation of *Nnat* as a miR-708-5p target.**

Related to Fig. 4. (A) Heatmap displaying miR-708-5p predicted targets which are significantly downregulated (from Fig. 4A), as well as their expression in different cell types based on single-cell RNA-seq data (Allen 10X+smartSeq taxonomy). (B) Nucleotide base pairing depicting the perfect binding of miR-708-5p with the mouse *Nnat* 3'-UTR. (C) Full Western blot image (Fig. 4E) of NNAT (lower panel) and Tubulin (upper panel) protein expression levels in hippocampal neurons (20 days in vitro) that were infected with hpCTL or hp708 at 2 days in vitro. (D) Relative luciferase activity of rat hippocampal neurons transfected with the indicated plasmid (sponge control: spCTL, miR-708-5p sponge: sp708) and a luciferase reporter expressing 2x Perfect Binding sites (PBS) for miR-708-5p. Data are represented as scattered dot plots with bar, mean  $\pm$  SD ( $n = 3$  biological replicates). Ratio paired t-test, two-tailed,  $*p = 0.0372$ . (E) Schematic representation of the construct to knock-down miR-708-5p via six TDMD sites, used in Fig. 4G (right) and Fig. EV3D. Source data are available online for this figure.

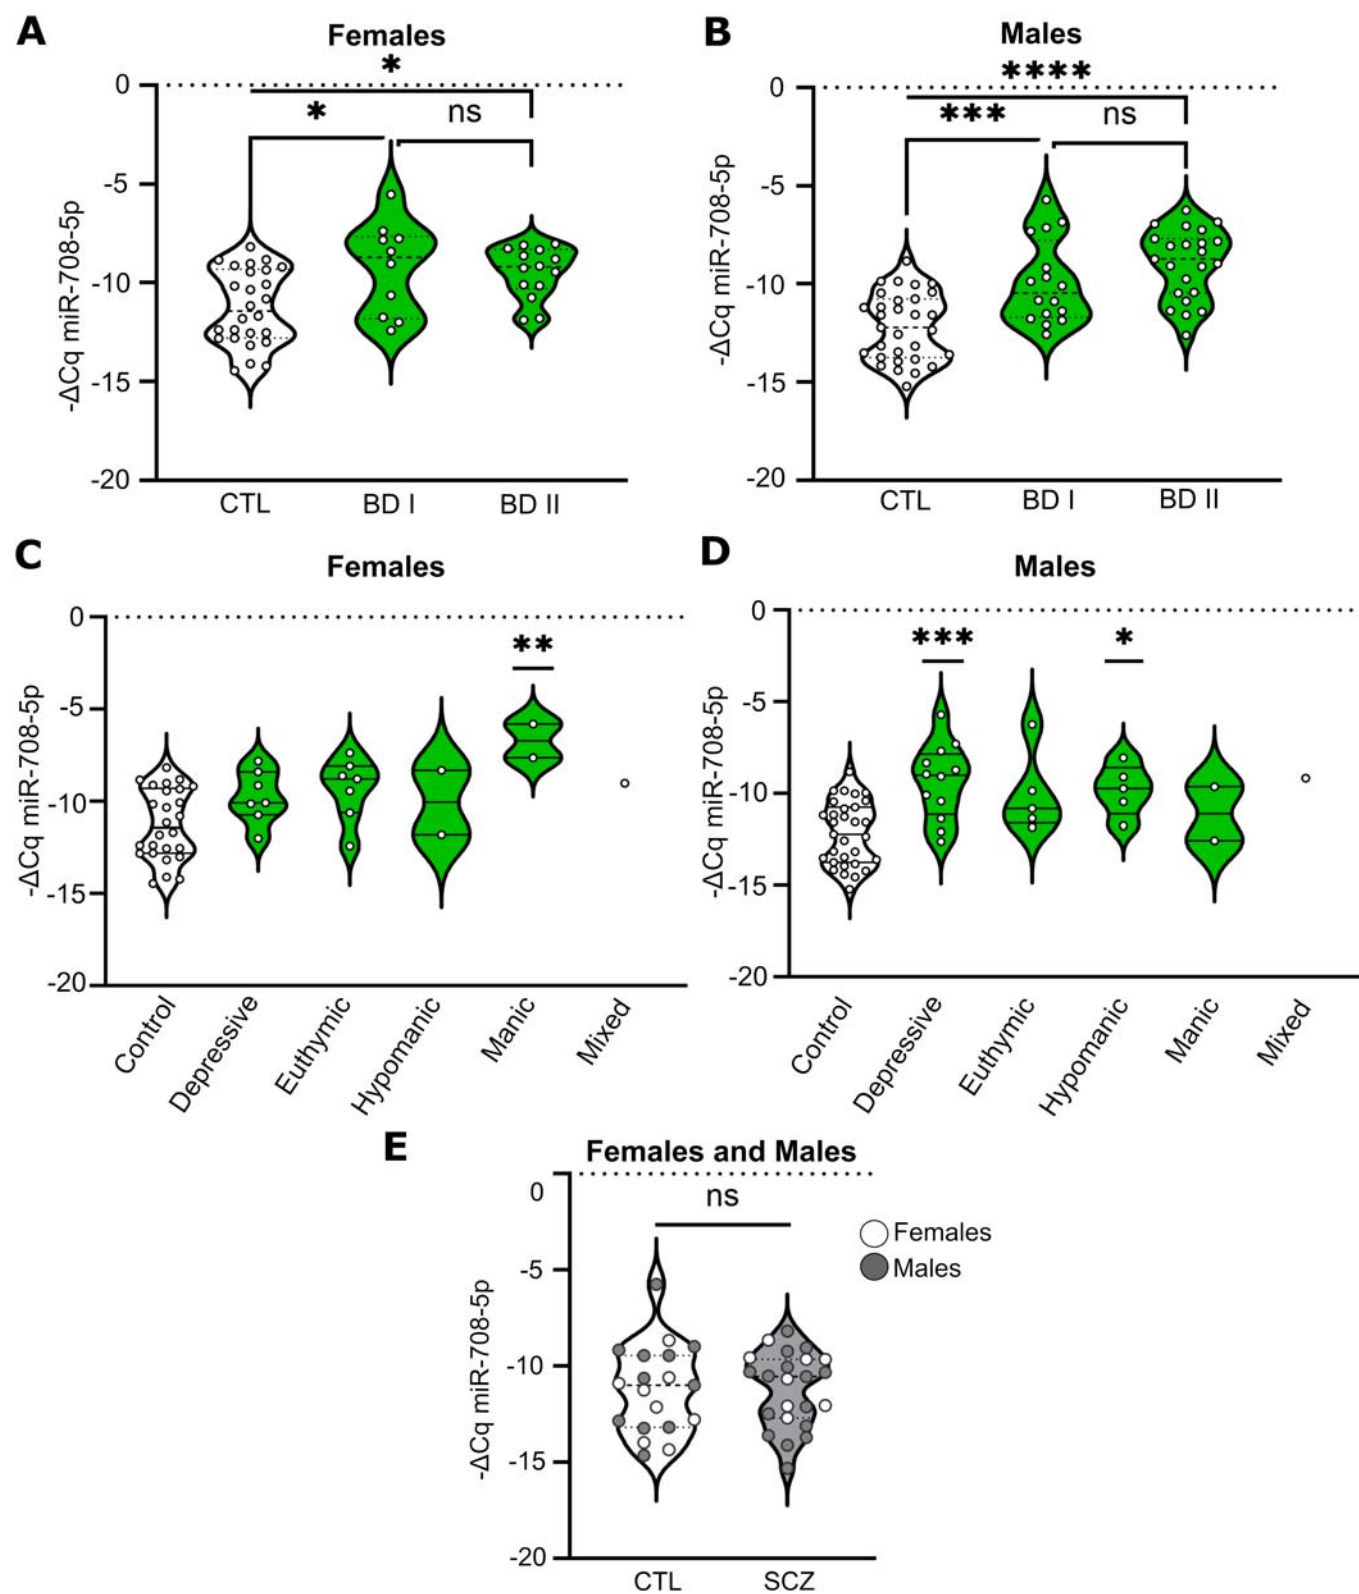

◀ **Figure EV4. miR-708-5p expression levels in the PBMCs of subjects with different bipolar types and mood states.**

Related to Fig. 6. (A) miR-708-5p expression levels in PBMCs of female subjects with Bipolar disorder type I (BD I) or type II (BD II) (CTL,  $n = 26$ ; BD I,  $n = 10$ ; BD II,  $n = 14$ ). Kruskal Wallis Test, Post hoc Dunn's: Control vs BD I:  $*p = 0.0253$ , Control vs BD II:  $*p = 0.0196$ , BD I vs BD II: ns,  $p > 0.9999$ . Data are presented as violin plots with median, quartiles, and data points. (B) miR-708-5p expression levels in PBMCs of male subjects with BD I or BD II (CTL  $n = 31$ ; BD I,  $n = 16$ ; BD II,  $n = 23$ ). One-way ANOVA, Post hoc Tukey's test: Control vs BD I:  $***p = 0.0005$ , Control vs BD II:  $****p = 0.0001$ , BD I vs BD II: ns,  $p = 0.2690$ . Data are presented as violin plots with median, quartiles, and data points. (C) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of healthy control female subjects (control,  $n = 26$ ) and BD subjects in different mood states (depressive,  $n = 7$ ; euthymic,  $n = 7$ ; hypomanic,  $n = 25$ ; manic,  $n = 2$ ; mixed,  $n = 1$ ). Kruskal Wallis Test, Post hoc Dunn's: Control vs Manic,  $*p = 0.0300$ . Data are presented as violin plots with median, quartiles, and data points. (D) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of healthy control male subjects (control,  $n = 31$ ) and BD subjects in different mood states (depressive,  $n = 12$ ; euthymic,  $n = 5$ ; hypomanic,  $n = 5$ ; manic,  $n = 2$ ; mixed,  $n = 1$ ). One-way ANOVA, Post hoc Dunnett's test: Control vs Depressive,  $***p = 0.0002$ ; Control vs Hypomanic,  $*p = 0.0490$ . Data are presented as violin plots with median, quartiles, and data points. (E) miR-708-5p qPCR analysis of total RNA isolated from PBMCs of male and female patients diagnosed with Schizophrenia (male: CTL  $n = 11$ , SCZ  $n = 15$ ; female: CTL  $n = 8$ , SCZ  $n = 8$ ). Two-way ANOVA: Group  $\times$  Sex, ns,  $p = 0.4904$ ; Group, ns,  $p = 0.2383$ , Sex, ns,  $p = 0.4904$ . Tukey's post hoc test, ns. Data are presented as violin plots with median, quartiles, and data points. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

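PolyA-RNA sequencing of whole hippocampi from 4 hpCTL and 4 hp708 mice was analysed. The authors mapped the reads to GRCm39, counted them per gene with featureCounts and deposited the raw counts, without normalization, in 1 table with a column per animal. Samples were grouped by their labels. All 8 columns were matched to a listed sample by animal number. Of the 40659 gene identifiers in the table, 39641 were named from the GENCODE annotation of the same genome build in a later release than the one the authors used, and 1018 kept their identifier.

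From the deposited counts, genes were filtered with filterByExpr and tested with edgeR 4.0.16 in R 4.3.3, with dispersions and quasi-likelihood fitted as in edgeR 3, TMM normalization, 3 surrogate variables from svaseq (sva 3.50.0) and Benjamini-Hochberg adjustment. Log2 CPM used a prior count of 2. Standard errors were obtained from the log2 fold change and the test statistic. DESeq2 1.42.0 was an alternative. Single values were compared by exact permutation of the 8 libraries, two-sided, for which 0.0286 is the smallest p. A count of 3 is the floor for a gene without counts. Libraries were compared pairwise over genes with at least 20 counts. Their chi-square per degree of freedom was 9.61 to 46.4 within groups, so none was a copy of another, and log2 CPM correlated between 0.971 and 0.988.

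Seed sites were searched in the 3'UTRs of GRCm39 protein-coding transcripts, the longest per gene. Of the tested genes 14808 had a 3'UTR, 3927 of them with an 8mer, 7mer-m8 or 7mer-A1 site. The genes named are those that Fig. 4A labels or Fig. EV3A lists, Mir708 and its host gene Tenm4, the SERCA genes Atp2a1, Atp2a2 and Atp2a3, the sex-linked genes Xist, Ddx3y, Uty and Eif2s3y, and the 5 highest and 5 lowest log2 fold changes among genes called at an FDR below 0.001, of which there were none. Igkj1, Cntn4 and Kpna4 are named in addition and were singled out after their values were seen. Blcap is named because its exons overlap those of Nnat. Marker lists of 20 cell types, regions and states were written before the counts were seen, and the mean log2 CPM of each was compared between groups.

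The functions were tested on simulated counts of 17039 genes, 200 of them changed. The quasi-likelihood test with 3 surrogate variables recovered 115 at an FDR below 0.05, among them 101 of the 134 changed at least 2-fold, with 18 false calls. In a second simulation of 17042 genes, with a hidden factor added, it recovered 116 of 200 changed genes with 65 false calls. Without surrogate variables the quasi-likelihood test recovered 124 in the first and 98 in the second simulation, with 7 and 5 false calls. Alternatives changed the surrogate variables, the test, the tool, the normalization, the filter, the replicate block, the group of animal 1602 and the libraries included. For Nnat, the 8 animals were also compared with the qPCR values in the source data of Fig. 4B. The other animals of that panel, and the experiments in rat neurons, have no sequencing library and were not analysed here. TargetScan was not run.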

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

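The comparisons for the mislabelled sample and the subiculum markers were planned before the values were seen, but how their outcome was judged was settled only afterwards, and the other tests in this part were chosen only after the values were seen. Over 96 groups of 4 libraries, which were the CPM of each named gene, the mean of each marker list and the total counts in hpCTL and in hp708, 6 had a library far from the other 3, where chance gives about 4.8. No pattern across the 6 goes beyond that number, although 2 concern the library labelled hp708 replicate 1.

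Tshz2 in the library labelled hp708 replicate 1 had 53.8 CPM, against 16.1 to 16.8 in the other 3 hp708 libraries and a range from 23 to 58.8 in hpCTL. This animal, 1602, is hpCTL in the source data of Fig. 4B. A candidate explanation is a mislabelled sample. All 15 matched genes of Fig. EV3A were higher in this library than in the other 3 hp708 libraries, and 15 were at or above the lowest hpCTL library. The study chose these 15 genes on the same libraries, and genes chosen without the library could not decide its group (see the held-out libraries below). A smaller share of subiculum in the dissection of the other 3 hp708 hippocampi stays open too, since the subiculum list differed by -0.48 between groups with p = 0.0571 (exact permutation test). Weak transduction of this animal also stays open and was not tested, because Mir708 had 0 counts in each library. A mislabelled sample, dissection and weak transduction cannot be told apart for this animal.

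In the same library the list of CA1 pyramidal neurons had a mean of 6.08 log2 CPM, against 5.84 to 5.88 in the other hp708 libraries and 5.92 to 6.1 in hpCTL. A different dissection and the group of the animal are both open for this value, and neither was tested for it.

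The remaining 4 values came from 3 other libraries. Satb1 had 61.7 CPM in hpCTL replicate 1, against 79.5 to 81.4 in the other hpCTL libraries, and the astrocyte list was 7.71 there against 7.86 to 7.89. The list of CA3 pyramidal neurons was 4.54 in hp708 replicate 2, against 4.27 to 4.31. The endothelium list was 4.48 in hp708 replicate 3, against 4.64 to 4.66. No biological explanation was tested for these, and their number is what chance gives.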

How the results depend on the processing

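The alternatives were set before the data were examined, except 4 chosen after seeing the data. These are the likelihood ratio test with 3 surrogate variables with animal 1602 as hpCTL, the same test without hp708 replicate 1, and 2 fits with marker lists as covariates in place of the surrogate variables, of which one used the interferon response and choroid plexus lists and the other the subiculum list. Where a value below changed, the cause was not tested. At the threshold of the study the quasi-likelihood test with 3 surrogate variables called 0 genes, and so did 15 of the 19 alternatives and the 16 fits that each left out 1 library, with 240 to 2260 genes at an unadjusted p-value below 0.05. The other 4 called 32 genes (likelihood ratio test with 3 surrogate variables), 23 (DESeq2 with 3 surrogate variables), 83 (likelihood ratio test, animal 1602 as hpCTL) and 145 (likelihood ratio test without hp708 replicate 1).

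At an FDR below 0.05 the count of 1 gene fell to 0 with no surrogate variables (312 genes at an unadjusted p-value below 0.05), with 1 (593), with 2 (708), with surrogate variables from log2 CPM (2260), with at least 10 counts in every library (907), with animal 1602 as hpCTL and no surrogate variables (911), and with the interferon and choroid plexus lists (1198) or the subiculum list (386) as covariates. It was 2 with the likelihood ratio test and with DESeq2, both without surrogate variables, 3 with the edgeR 4 quasi-likelihood, 12 with no filter, 29 with animal 1602 as hpCTL, 96 with DESeq2 and 127 with the likelihood ratio test, both with 3 surrogate variables, 283 with the likelihood ratio test and animal 1602 as hpCTL, and 445 with that test without hp708 replicate 1. DESeq2's size factors in edgeR left the count at 1, the same gene. The replicate block also gave 1 gene, with 0 shared, although same-numbered libraries correlated only between -0.04 and 0.02 and the numbers pair nothing. Leaving out 1 library gave from 0 genes (without hpCTL replicate 3) to 56 (without hp708 replicate 1), and 0 in each of the 8 such fits without surrogate variables. Igkj1 stayed lower under all 19 alternatives, from -0.90 to -0.21, but 13 of them lost its call. When 1 library was left out it lay between -1.1 (without hp708 replicate 4) and -0.51 (without hp708 replicate 1) with 3 surrogate variables, where 4 of the 8 fits lost the call (without hpCTL replicate 2, hpCTL replicate 3, hp708 replicate 1 or hp708 replicate 4). Without surrogate variables it lay between -0.87 and -0.38, and 0 of the 8 fits called it.

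Of the matched Fig. EV3A genes, 0 passed the threshold of the study, but 5 did with the likelihood ratio test and animal 1602 as hpCTL and 9 with that test without hp708 replicate 1. At an FDR below 0.05 the count of 0 became 1 with the likelihood ratio test and with DESeq2, both with 3 surrogate variables, and with animal 1602 as hpCTL, 12 with the likelihood ratio test and animal 1602 as hpCTL, and 15 with that test without hp708 replicate 1. When 1 library was left out it was 0 to 6 with 3 surrogate variables, 6 being without hp708 replicate 1, and 0 without surrogate variables. Adjusted over the list alone, the count of 2 became 0 with no, 1 or 2 surrogate variables, with the likelihood ratio test or DESeq2 without surrogate variables, with the replicate block and with the subiculum list, 1 with DESeq2 and 3 surrogate variables, 12 with at least 10 counts in every library, 13 with animal 1602 as hpCTL and no surrogate variables and with the interferon and choroid plexus lists, 14 with surrogate variables from log2 CPM and with animal 1602 as hpCTL under either test, and 15 with the likelihood ratio test without hp708 replicate 1. Leaving out 1 library gave 0 (without hpCTL replicate 2) to 15 (without hp708 replicate 1) with 3 surrogate variables, and 0 to 6 without surrogate variables. The count of lower genes, 14, was 6 with the subiculum list as a covariate and 11 to 15 when 1 library was left out.

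Nnat was lower under all 19 alternatives, from -0.59 to -0.08, with an FDR between 2.83e-06 and 1. It passed an FDR of 0.05 under 2 of them, at -0.47 (FDR 0.00203 from the likelihood ratio test, animal 1602 as hpCTL) and -0.58 (FDR 2.83e-06, that test without hp708 replicate 1). Leaving out 1 library gave -0.58 (without hp708 replicate 1, FDR 0.0461 from edgeR's quasi-likelihood test) to -0.06 (without hp708 replicate 4). Over 25 named genes, Igkj1 included, 406 values under the alternatives kept their direction and their side of an FDR of 0.05, 34 came to pass it, 13 ceased to pass it and 22 changed direction. Ace, 0.05, became -0.14 with surrogate variables from log2 CPM, -0.05 with no filter, -0.20 with at least 10 counts in every library, -0.27 with animal 1602 as hpCTL under either test, -0.40 with that and no surrogate variables, -0.68 with the likelihood ratio test without hp708 replicate 1 and -0.32 with the interferon and choroid plexus lists. Tenm4, 0.11, became -0.17 with animal 1602 as hpCTL under either test, -0.16 with that and no surrogate variables and -0.16 with the likelihood ratio test without hp708 replicate 1. With the subiculum list as a covariate Plekha2 became -0.32, Tshz2 0.22, Otof 0.49, Dpp10 0.07, Npbwr1 0.34, Hap1 0.13, Wdr6 0.30, Pknox2 0.13, Satb1 0.04 and Eif2s3y -0.03.

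When 1 library was left out, with or without surrogate variables, Ace lay between -0.71 (without hp708 replicate 1) and 0.85 (without hpCTL replicate 4), Atp2a3 between -0.39 (without hp708 replicate 4) and 0.02 (without hp708 replicate 3), Eif2s3y between -0.03 (without hpCTL replicate 4) and 0.26 (without hp708 replicate 1), and Tenm4 between -0.16 (without hp708 replicate 1) and 0.20 (without hp708 replicate 2). Fam53b, Hap1, Otof and Wdr6 lay between -0.02 and 0.38, -0.76 and 0.04, -1.34 and 0.09, and -0.52 and 0.08, where the change of direction was without hp708 replicate 4 and the other end without hp708 replicate 1.

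The shift of genes with a seed site, 0.019, was -0.003 against genes matched on 3'UTR length and expression, 0.010 to 0.023 under the other alternatives, and 0.001 to 0.028 when 1 library was left out. The correlation of sequencing and qPCR for Nnat was -0.184 without the 2 animals farthest from the median. These are the 2 lowest in Nnat, so most of the range is lost without them. A correlation within each group was not run, as each has fewer than 6 animals. By exact permutation a single one of the 20 marker lists cannot reach an FDR below 0.571 with 4 libraries against 4, or 0.357 with 5 against 3, so that 0 lists passed an FDR of 0.05 says nothing about their stability. Of the list values, 71 of 80 kept their direction. With the median of log2 CPM in place of the mean, CA1 pyramidal neurons became 0.08, CA2 pyramidal neurons -0.01, upper cortical layers 0.06, interneurons 0.06 and endothelium 0.01. With animal 1602 as hpCTL, choroid plexus became -0.39, microglia 0.11, activated microglia 0.12 and interferon response 0.14. When 1 library was left out, the choroid plexus list lay between -0.12 (without hpCTL replicate 1) and 1.30 (without hp708 replicate 3), dentate gyrus granule cells between -0.06 (without hp708 replicate 3) and 0.17 (without hp708 replicate 1), endothelium between -0.07 (without hpCTL replicate 1) and 0.03 (without hpCTL replicate 4), oligodendrocytes between -0.03 (without hp708 replicate 2) and 0.26 (without hp708 replicate 3), reactive astrocytes between -0.09 (without hp708 replicate 4) and 0.39 (without hp708 replicate 3), and thalamus between -0.23 (without hp708 replicate 2) and 0.03 (without hp708 replicate 4).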

Differences from the paper's values

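The paper gives 118 differentially expressed genes, and the quasi-likelihood test with 3 surrogate variables called 0 at the same threshold, with 1328 genes at an unadjusted p-value below 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, and the highest of them was 32, from the likelihood ratio test with 3 surrogate variables. That test gave 83 genes with animal 1602 as hpCTL and 145 without hp708 replicate 1, both within 1.5 times of the paper's 118, and both settings were chosen after seeing the values.

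Of the 16 genes the paper lists in Fig. EV3A, 15 were matched and 0 passed the threshold of the study. None of the alternatives set before the data were examined raised that count above 0. The likelihood ratio test with 3 surrogate variables gave 5 with animal 1602 as hpCTL and 9 without hp708 replicate 1, in 2 settings chosen after seeing the values.

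In this part the error of a log2 fold change is the standard error of the value here under each setting, since the paper gives no error and the error of reading the figure is not known. A setting with a larger standard error is therefore within it more easily. Nnat at -0.34 was within 1 standard error of the paper's value with no surrogate variables (standard error 0.20) and outside it with 1 surrogate variable (standard error 0.11).

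The log2 fold changes of 10 genes were nearer to 0 than those the paper shows. The paper's values in Fig. 4A, read by eye, are about 0.71 for Plekha2, about -0.52 for Nnat, about -0.57 for Hrh3, about -0.75 for Fxyd6, about -1.3 for Tshz2, about -1.1 for Otof, about -0.54 for Dpp10, about 0.36 for Tmem88b, about -1.5 for Grb7 and about -1.2 for Npbwr1. The values here, from edgeR's quasi-likelihood test with 3 surrogate variables, were 0.30, -0.21, -0.29, -0.26, -0.73, -0.26, -0.31, 0.13, -0.92 and -0.57 in the same order. The paper's values lay within 1 standard error of the values here for all 10 genes under 4 alternatives set before the data were examined. These were at least 10 counts in every library, animal 1602 as hpCTL with and without surrogate variables, and, without surrogate variables, leaving out hp708 replicate 1. The likelihood ratio test with 3 surrogate variables and animal 1602 as hpCTL, chosen after seeing the values, also brought all 10 within it.

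Other alternatives set before the data were examined brought some of the 10 within the error. The replicate block did so for 8, all except Hrh3 and Otof. Leaving out hp708 replicate 1 with 3 surrogate variables did so for Nnat, Hrh3, Otof, Tmem88b and Grb7. For Plekha2, Nnat and Tmem88b this held with no surrogate variables, and also for Hrh3 with the likelihood ratio test without surrogate variables and for Fxyd6 with DESeq2 without surrogate variables. With 1 surrogate variable it held for Plekha2 and Tmem88b, and with 2 for Tmem88b. Leaving out hpCTL replicate 1 or hpCTL replicate 4 with 3 surrogate variables brought Dpp10 within it. Without surrogate variables, leaving out hpCTL replicate 1 did so for Plekha2, Tshz2, Dpp10, Tmem88b and Grb7, hpCTL replicate 2 for Plekha2, Nnat, Hrh3 and Tmem88b, and hpCTL replicate 3 for Plekha2, Nnat, Hrh3, Fxyd6, Tshz2 and Tmem88b. For hpCTL replicate 4 and hp708 replicate 3 these were Plekha2, Nnat, Hrh3, Fxyd6 and Tmem88b, for hp708 replicate 2 Plekha2 and Dpp10, and for hp708 replicate 4 Tmem88b. The others brought 0 of the 10 within it, which were the likelihood ratio test and DESeq2 with 3 surrogate variables, the edgeR 4 quasi-likelihood, DESeq2's size factors, no filter, surrogate variables from log2 CPM, and, with 3 surrogate variables, leaving out hpCTL replicate 2 or 3 or hp708 replicate 2, 3 or 4. Of the settings chosen after seeing the values, the likelihood ratio test without hp708 replicate 1 brought 7 within it, the interferon and choroid plexus lists as covariates 9, all except Plekha2, and the subiculum list as a covariate Tmem88b.

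The paper calls the genes labelled in Fig. 4A as differentially expressed, and none of them passed an FDR of 0.05 here, the lowest FDR being 0.382 for Tshz2. At an FDR below 0.05, Tshz2 was called by the likelihood ratio test (0.007) and by DESeq2 (0.00313), both with 3 surrogate variables, and by the quasi-likelihood test with animal 1602 as hpCTL (0.00991), within a range from 1.48e-28 to 1 over the 19 alternatives. Without hp708 replicate 1 the quasi-likelihood test with 3 surrogate variables called Plekha2, Nnat, Hrh3, Fxyd6, Tshz2, Dpp10 and Wdr6. Without that library and without surrogate variables it called 0 of the genes named from Fig. 4A or Fig. EV3A. Among the settings chosen after seeing the values, the likelihood ratio test with animal 1602 as hpCTL called 14 of the 18 genes named from Fig. 4A or Fig. EV3A at an FDR below 0.05, the exceptions being Tmem88b, Ace, Hap1 and Pknox2. At the threshold of the study it called Plekha2, Hrh3, Tshz2, Grb7, Npbwr1 and Pde1a. Without hp708 replicate 1 that test, also chosen after seeing the values, called all 18 at an FDR below 0.05 and Plekha2, Nnat, Hrh3, Fxyd6, Tshz2, Dpp10, Npbwr1, Hap1, Wdr6 and Satb1 at the threshold of the study.

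The paper lists Ace among the genes lower in hp708. Its CPM was 9.03, 52.7, 13.9 and 62.6 in hpCTL replicates 1 to 4. In hp708 replicates 1 to 4 it was 81, 78.6, 9.72 and 11.8. The low libraries, hpCTL replicates 1 and 3 and hp708 replicates 3 and 4, were also the lowest in the choroid plexus list. Ace thus varied with that list within both groups, so its direction says little about an effect of hp708. Its log2 fold change here was 0.05 (standard error 0.24). Over the 19 alternatives it lay between -0.68 and 2.37, the latter with the subiculum list as a covariate, a setting chosen after seeing the values. It was negative under 8 of them, from -0.68 to -0.05, namely with surrogate variables from log2 CPM, with no filter, with at least 10 counts in every library, with animal 1602 as hpCTL with and without surrogate variables, and, in settings chosen after seeing the values, with the likelihood ratio test and animal 1602 as hpCTL, with that test without hp708 replicate 1 and with the interferon and choroid plexus lists as covariates. It was also negative in 5 of the 8 fits with and 2 of the 8 without surrogate variables that each left out 1 library, set before the data were examined. The paper gives each listed gene a predicted miR-708-5p site, and no canonical site was found here in the longest annotated 3'UTR of Ace and Wdr6. Grb8, which the paper lists, was not found in the annotation.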

Other observations

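The tests in this part that were chosen only after the result was seen are those of the covariates for Igkj1, of the genes with highly complementary sites, of the held-out libraries and of the splits that follow a marker list, and how the tests of a mislabelled sample and of the subiculum list were judged was also settled only then. The 8 libraries can be split into 2 groups of 4 in 35 ways. For the 0 genes at the threshold of the study (1328 at an unadjusted p-value below 0.05), 35 of the 35 splits gave as many, which a count of 0 fixes in advance, so this comparison decides nothing. At that threshold 4 other splits gave at least 1 gene. The count at an unadjusted p-value below 0.05 is not fixed in this way, and its range over the splits was looked at only afterwards. The 1328 of the real split lay within that range, 278 to 3118. Without surrogate variables the 312 of the real split lay within 212 to 1768. For the 1 gene at an FDR below 0.05, 17 of the 35 splits gave as many, and without surrogate variables, where the real split gave 0, it was 35 of the 35, again fixed in advance. The split with the most genes, 101 with and 97 without surrogate variables, put hpCTL 1, hpCTL 3, hp708 3 and hp708 4 together, which are the 4 libraries lowest in the choroid plexus list. The 4 libraries lowest in the interferon response list were hpCTL 1, hpCTL 2, hp708 1 and hp708 3, and that split gave 0 genes with and 69 without surrogate variables. With the lowest 4 in the subiculum list, hpCTL 1 and hp708 2 to 4, the counts were 4 and 0. The choroid plexus list ranged from 0.69 to 4.87 log2 CPM in hpCTL and from 1.64 to 5.62 in hp708, so its genes differed strongly within both groups. A different amount of choroid plexus in the dissection is a candidate explanation for the spread of other genes within both groups. For those genes it was not tested apart from these counts.

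For Nnat, the CPM of the 8 sequenced animals was compared with their qPCR values (minus delta Cq) in the source data of Fig. 4B. Pearson's r was 0.645 (p = 0.0833) and Spearman's rho 0.548 (p = 0.171), by permutation of the 8 animals. Without hp708 4 and hp708 2, the 2 farthest from the median, r was -0.184 (p = 0.774) and rho -0.029 (p = 1) over 6 animals. These 2 had the lowest Nnat, 156 and 210 CPM, against 260 to 352 CPM in the other 6. Leaving them out removes most of the range, which can lower r whether or not the methods match. This value therefore does not show that sequencing and qPCR disagree. Without animal 1602 r was 0.624 (permutation p = 0.124). Over all animals of the panel, the difference of hp708 from hpCTL in minus delta Cq was -0.47 (13 hpCTL against 15 hp708, permutation p = 0.0265) with the groups of the source data, -0.33 (12 against 16, p = 0.138) with animal 1602 as hp708, and -0.41 (12 against 15, p = 0.0527) without it. Animal 1602 had the highest Nnat of all qPCR animals, -2.54, and 310 CPM.

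Each library was also left out in turn, the 200 genes with the lowest p-values were found in the other 7 without surrogate variables, and the library was placed on a scale from 0, the mean of the remaining hpCTL libraries, to 1, that of hp708. The library labelled hp708 1 was at 0.07, with 13 of 200 genes nearer to the hp708 mean. The other hp708 libraries were at 0.27 to 0.47, with 47 to 79 such genes, and the hpCTL libraries at 0.55 to 0.78. Each of the 8 thus lay nearer to the group it does not belong to. The design favours this, because the genes were chosen on 4 libraries against 3, and the mean of 3 strays further by chance. The other 7 choices of genes also counted animal 1602 as hp708. The position therefore cannot decide which group a library is from, although the library labelled hp708 1 lay farthest from its own. For animal 1602, whether the sample was mislabelled therefore stays open, although the 15 matched genes of Fig. EV3A, which the study chose on these libraries, were all higher there than in the other 3 hp708 libraries.

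Genes with a canonical miR-708-5p site differed from genes without one by 0.019 in the median log2 difference of hp708 from hpCTL (exact permutation p = 0.429), and 15 of the 35 splits gave as large a shift. The sign is opposite to repression. Against genes matched on 3'UTR length and expression the shift was -0.003, and among 16340 7mers the 7mer-m8 site ranked 3946 from the lowest, so length and composition are a candidate explanation for the shift, next to the order of the libraries by chance. A small repression by miR-708-5p stays open, because the microRNA itself could not be measured in these libraries. The paper reports higher miR-708-5p by qPCR in the hippocampus of hp708 mice after behavioral testing (Fig. 3H). That panel was not compared with the sequenced mice here.

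Nnat and Cntn4 have the most complementary sites, with 22 and 21 paired positions. Kpna4 comes next with 20, of which 18 are consecutive, against 17 in Cntn4. Its log2 fold change was 0.02 (standard error 0.04, FDR 0.946 from edgeR's quasi-likelihood test). Cntn4, singled out after its values were seen, had a log2 fold change of -0.42 (standard error 0.15, FDR 0.611 from edgeR's quasi-likelihood test) and a difference of group means of -0.50 (exact permutation p = 0.114). Cleavage of transcripts with near-complete complementarity is a candidate explanation. Of the 10 tested genes with at least 17 paired positions 6 were lower and 4 higher, and their median shift was 0. That 35 of the 35 splits gave as large a shift follows from the value of 0 and does not bear on cleavage. With members that go both ways, cleavage of some of these transcripts and the spread between mice cannot be told apart.

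Igkj1 was lower in hp708 with an FDR of 0.016. An immune response that differs between libraries of both groups is a candidate explanation. With the interferon response and choroid plexus lists as covariates its log2 fold change was -0.30 (FDR 0.651, and 7.79e-26 to 1 over the 19 alternatives), but with 0, 1 and 2 surrogate variables the FDR was also 0.999, 0.997 and 0.38. Since the call was lost both ways, these fits cannot tell this explanation from a dependence on the third surrogate variable. Igkj1 was at 42.2 CPM in hpCTL 1, 41.5 in hp708 1 and 42.9 in hp708 3, against 73.6 to 123 in the others. Those libraries were also the lowest in the interferon response list, at 3.5, 3.34 and 3.63 log2 CPM, against 4.52 to 4.82. Igkj1 thus varied with that list in both groups. The difference of its group means, -0.55, was within the spread between mice (exact permutation p = 0.257). A change by miR-708-5p was not tested and stays open.

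Tshz2 and Npbwr1 were lower in hp708, and a smaller share of subiculum in the dissection is a candidate explanation. The subiculum list differed by -0.48 (exact permutation p = 0.0571, FDR 0.571), and its 7 markers were all lower, from -1.18 to -0.01 with a median of -0.39. Because the list and the groups run together in these libraries, dissection and an effect of hp708 on subiculum cells cannot be told apart. With animal 1602 as hpCTL the list differed by -0.65 and that of deep cortical layers by -0.26, both with p = 0.0179, the smallest that 5 libraries against 3 allow, and an FDR of 0.179 (exact permutation test), with an FDR between 0.179 and 0.714 over the alternatives of either list.

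The lists are given as the difference of hp708 from hpCTL in mean log2 CPM, and 0 of the 20 had an unadjusted p below 0.05 (exact permutation test) with the labelled groups. The differences were -0.07 for CA1 pyramidal neurons, 0.17 for CA2 pyramidal neurons, 0.18 for CA3 pyramidal neurons, 0.08 for dentate gyrus granule cells, -0.48 for subiculum, -0.17 for deep cortical layers, -0.08 for upper cortical layers, -0.10 for thalamus, 0.64 for choroid plexus and -0.08 for interneurons. They were 0.15 for oligodendrocytes, 0.07 for astrocytes, 0.19 for reactive astrocytes, -0.15 for microglia, -0.26 for activated microglia, -0.31 for interferon response, -0.02 for endothelium, -0.16 for immediate early genes, -0.13 for the ER stress response and -0.31 for haemoglobin. The subiculum list shares 3 genes with other lists, deep cortical layers 2, and dentate gyrus granule cells, upper cortical layers and thalamus 1 each. Of the 10 thalamus genes 9 were tested, and of the other lists each gene was.

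Tenm4, the host gene of the microRNA, had a log2 fold change of 0.11 (standard error 0.06, FDR 0.734 from edgeR's quasi-likelihood test). Among the SERCA genes it was 0.04 for Atp2a2 (FDR 0.846) and -0.28 for Atp2a3 (FDR 0.744), and Atp2a1 was not tested because of its low counts. Ddx3y, Uty and Eif2s3y, on the Y chromosome, had 0.05, 0.13 and 0.09.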
